# Yeast elongation factor homolog New1 protects a subset of mRNAs from degradation by no-go decay

**DOI:** 10.1093/nar/gkag047

**Published:** 2026-01-29

**Authors:** Max Müller, Lena Sophie Tittel, Elisabeth Petfalski, Kaushik Viswanathan Iyer, Alina-Andrea Kraft, Stefan Pastore, Tamer Butto, Marie-Luise Winz

## Abstract

New1 is a homologue of the essential yeast translation elongation factor eEF3. Lack of New1 has been shown to induce ribosome queuing upstream of the stop codon on messenger RNAs (mRNAs) with specific C-terminal lysine and arginine codons. Here, we used ultraviolet crosslinking and analysis of complementary DNA (cDNA), long-read nanopore sequencing, and proteomics to address the consequences such queues have for the yeast cell. We show that these queues represent collisions, recognized by collision sensor Hel2, triggering mRNA degradation via canonical no-go decay (NGD). We identified 139 target mRNAs, on which decay is initiated by Cue2-mediated cleavage upstream of the stop codon. Compared to other collision-prone mRNAs, ending on the same C-terminal codons, these targets are characterized by stronger secondary structures upstream of the stop codon, longer queues, and stronger queuing signatures. Nanopore sequencing enabled characterization of NGD cleavage fragments across targets. Ultimately, NGD in the absence of New1 leads to downregulation of encoded proteins, including highly abundant and essential metabolic enzymes like Pgk1 and Gpm1, as well as translation elongation factors such as eEF1-alpha and eEF1-beta. We show that New1 protects such mRNAs from degradation by NGD and that NGD is a major determinant of the cold sensitive growth phenotype observed in *NEW1* deletants.

## Introduction

Ribosomal translation of genetic information from messenger RNA (mRNA) into proteins is a highly conserved key process in all living organisms. While translation normally proceeds from start to stop codon, many different problems can occur during translation elongation. Those potentially lead to ribosomal stalling and collision of subsequent ribosomes. This way collided di-ribosomes (disomes) or higher-order polysomes are formed [1–3]. Reasons for ribosome stalling and hence, collisions can be found at the levels of mRNAs, transfer RNAs (tRNAs), and ribosomes themselves. At the mRNA level, translation roadblocks can occur as stable secondary structures [4], chemical damage, such as oxidation and alkylation [5, 6], truncation [7], as well as poorly translatable codon sequences. For example, poly(A), coding for poly(lysine), is difficult to translate in both, yeast and mammals due to its structure during mRNA accommodation in the ribosomal A-site, which impedes binding of the aminoacylated lysine tRNA [8, 9]. On the other hand, in yeast, the arginine codon ‘CGA’ is decoded slowly due to poor base pairing and low abundance of its decoding tRNA-R(ICG) [9, 10]. In addition, lack of specific (aminoacylated) tRNAs, e.g. during amino acid starvation [11] and features of the ribosome, such as faulty ribosomal RNA (rRNA), as well as translation inhibitors like cycloheximide, anisomycin and other antibiotics can also cause stalling and collisions, triggering quality control [3, 12–14].

Ribosome stalling not only causes the production of potentially deleterious truncated proteins, but ribosome collisions can also induce frameshifting [15, 16]. Therefore, different translation quality control pathways have evolved, as reviewed in [17, 18]. While ribosome-associated quality control (RQC) degrades truncated nascent peptides [19], no-go decay (NGD) removes stalling-prone mRNAs [4]. The E3 ubiquitin ligase Hel2 (ZNF598 in mammals) is central to collision sensing and triggering of RQC and NGD [2, 16, 20, 21]). It binds to the disome interface formed by the small subunits of collided ribosomes and polyubiquitinates ribosomal proteins uS10 and uS3 (uS3, uS10, and eS10 in mammals [16, 22, 23]; in *Saccharomyces cerevisiae* the target lysines in eS10 are missing, contrary to other fungi such as *Schizosaccharomyces pombe* [21]). This ubiquitination mark helps recruit the RQC trigger (RQT) complex, consisting of Slh1 and ubiquitin binding proteins Cue3 and Rqt4 in yeast [20, 24, 25] (ASCC3, ASCC2 and TRIP-4/ASC-1in mammals [20, 26, 27]). The helicase Slh1 splits leading ribosomes in collisions in an ATP-dependent manner [20, 25, 27–29]. Mechanistically, Slh1 has been proposed to pull on the mRNA protruding from the leading ribosome, whereby the colliding ribosome acts as a wedge to split the small from the large subunit [25]. Both, Cue3 and Rqt4 bind to K63-linked polyubiquitin [30], thereby facilitating recruitment to collided ribosomes. They bind to and stabilize the Slh1 structure [25], but cause only mild defects in splitting ribosomes when lacking individually [20, 24, 26, 27]. However, lack of both at the same time causes defects resembling those seen upon *SLH1* deletion [20]. Since Slh1 requires an mRNA overhang for its activity, the RQT complex cannot split ribosomes that are stalled at the 3′-end of the transcript, where the entry channel is not occupied by mRNA. Splitting of such ribosomes requires Dom34 (PELOTA in mammals) and Hbs1, which structurally resemble the canonical release factors of translation termination, eRF1 and eRF3 [31–33]. For splitting of 3′-end stalled ribosomes, a third factor, Rli1 (ABCE1 in mammals) is required.

As previously reviewed [17, 18, 34–43], splitting yields a free small subunit, as well as a peptidyl–tRNA stuck in a large subunit. This peptide will be degraded by RQC and/or CAT-tailing, or may be released by peptide release factors [44–46], also in an RQC complex-independent manner [46]. At the same time, the mRNA in a collision can also be targeted for degradation by NGD. Here, several pathways have been described, where the canonical NGD pathway relies on ribosomal protein polyubiquitination by Hel2 [2, 21], and endonucleolytic cleavage by Cue2 [28]. An RQC-coupled, and an RQC-uncoupled pathway have been described [2, 47]. RQC-coupled NGD relies on ribosome splitting by Slh1, followed by endonucleolytic cleavage, which was first reported to take place in the A-site of the collided ribosome [2]. However, cleavage between A- and P-site, as well as in the E-site have been apparent in a more recent report [47]. On the other hand, splitting is dispensable for RQC-uncoupled NGD, where cleavage occurs upstream of the collided ribosome, and ribosomal protein eS7 is first monoubiquitinated by Not4, and then polyubiquitinated by Hel2 [2, 47]. Upon endonucleolytic cleavage, the resulting 3′-fragment is degraded 5′-to-3′ by exonuclease Xrn1, whereas the 5′-fragment is degraded by the RNA exosome, with help from the Ski complex [4]. While the original publication [4] described the splitting factor Dom34 [48] to be essential for canonical NGD, Cue2-dependent cleavage was shown to still occur in the absence of Dom34 in other reports [28, 48]. Although canonical, endonuclease-based NGD was described first, it appears that the majority of mRNAs bearing collided ribosomes are degraded 5′-to-3′ by Xrn1, without the need for Cue2 [28], but potentially with the help of two additional factors, Smy2 and Syh1 [49].

We were interested in identifying novel players in translation quality control. Inspecting genetic interactions with the genes encoding Hel2 and other NGD factors in yeast *S. cerevisiae*, we identified the *NEW1* gene. *NEW1* displayed positive genetic interactions (characterized by decreases in fitness that are lower in double deletants than expected, judging by the fitness of single deletants) with *HEL2, CUE2, DOM34, XRN1*, and *SKI3* (encoding part of the Ski complex, needed for exosome function). Indeed, for *HEL2, NEW1* displayed the highest positive genetic interaction of all genes in the dataset [50]. On the other hand, *NEW1* displayed negative genetic interactions (fitness loss greater than expected) with all three genes encoding yeast RQT factors (Supplementary Fig. S1). New1 is an ABCF protein [51] with close homology to fungal specific and essential translation elongation factor eEF3, encoded by the *YEF3* gene, but which contains an additional N-terminal prion domain in saccharomycetal yeasts [52–54]. New1 and eEF3 are broadly distributed across fungi [54]. eEF3 has been shown to be involved in ribosome translocation, where it facilitates dissociation of the E-site tRNA [55], and in A-site tRNA selection [56, 57]. At this site, eEF3 was also shown to physically interact with eEF1A, thereby stimulating eEF1A’s function of loading aminoacyl-tRNAs within the ribosomal A-site [56, 58, 59].

Furthermore, eEF3 stimulates translation termination by eRF1/eRF3 [60], participates in the release of mRNA and tRNA from the ribosome in post-termination complexes [61] and its lack was reported to cause stop codon readthrough [60]. Besides roles in translation, eEF3 was also shown to associate with mRNA independently from ribosomes [62]. In comparison, less is known about the roles of the eEF3 homolog, New1. New1 was shown to associate with mRNA [62], with polysomes [63] and with ribosomes throughout the elongation cycle, including terminating ribosomes [64]. Lack of New1 had been shown to cause a cold sensitivity phenotype, as well as a ribosome biogenesis defect [65], but has also been reported to cause ribosomal queuing on C-terminal arginine (R) or lysine (K) codons, suggesting a role in translation termination and/or ribosome recycling [63], possibly similar to eEF3. A more recent follow-up study, published during writing of our initial manuscript, found that, in addition to the reported amino-acid specificity, queuing depended on the specific codon, rather than amino acid identity and showed an influence of the decoding tRNA [64]. Interestingly, overexpression of New1 can rescue the growth defect caused by eEF3 depletion to some extent [63]. Conversely, overexpression of eEF3 cannot rescue defects caused by lack of New1 [63], suggesting that New1 can fulfil several functions, at least one of which is not shared with eEF3. Noteworthy, the chromo domain of New1 is truncated, compared to that of eEF3 [63]. For eEF3, this domain has been shown to interact with the ribosomal protein L1, thereby opening the L1 stalk, to facilitate the release of the E-site tRNA [55]. Mutations in eEF3’s chromo domain impaired translation elongation and reduced ATPase activity, highlighting the importance of this domain also in translation [66]. Kasari and colleagues [63] hypothesized that, due to the truncation of this structure in New1, its overexpression cannot fully compensate for the lack of eEF3.

Depletion of eEF3 leads to the accumulation of ribosomes with tRNAs occupying the A-, P-, and E-sites [55]. Interestingly, in addition to ribosomes with an open L1 stalk and tRNAs in the P- and E-sites, New1 was also visualized on a subpopulation of ribosomes harbouring tRNAs in all three binding sites with the L1 stalk in a closed conformation [64].

Taking into account the genetic interactions with translation quality control factors, in this work, we use a combination of biochemical experiments, ultraviolet (UV) crosslinking and analysis of complementary DNA (cDNA; CRAC) [67], (long-read) nanopore sequencing, and proteomics to study effects of *NEW1* deletion on translation quality control. We discover that ribosomal queues in the absence of New1 represent ribosome collisions that are sensed by the translation quality control trigger factor Hel2. As recently observed [64], we also find that collisions occur at specific C-terminal codons, rather than being defined by the identity of the encoded amino acid. Further, we show that these collisions trigger canonical NGD for a subset of affected mRNAs, which is initiated by Cue2-mediated cleavage upstream of the stop codon, and is stimulated by cleavage factor Dom34. NGD is aggravated when the RQT complex is dysfunctional. NGD targets exhibit more frequent and longer queues, and are defined by a stronger mRNA folding propensity at several nucleotide positions in proximity of the stop codon. Several of these mRNAs encode essential metabolic enzymes including phosphoglycerate kinase 1 (Pgk1) and various factors of the translation machinery. Consequently, we demonstrate that the gene products of mRNAs targeted for NGD also tend to be reduced at the protein level. Inhibiting canonical NGD by deletion of the *CUE2* gene rescues the severe growth phenotype observed at cold temperatures for *NEW1* deletants to almost wildtype level, suggesting that NGD is the main driver of cold sensitivity previously observed [63–65] in yeast lacking New1. Finally, we confirm that New1 associates not only with ribosomal RNA, but also with tRNA and mRNA. For the latter, we show a preference for 3′-ends. Our results indicate that New1 protects specific mRNAs from ribosomal collisions and ensuing NGD, with crucial effects on yeast proteostasis.

## Materials and methods

### Strains, oligonucleotides, plasmids, and other materials

All yeast strains, oligonucleotides, plasmids, general materials, media, buffers, polyacrylamide gel components, and devices utilized in this project are listed in Supplementary Tables S1–S8, respectively. Construction of plasmids and strains is described in Supplementary Methods.

### Crosslinking and analysis of cDNA

CRAC was performed as previously described [21] with the following differences: For culturing at 20°C, -URA-TRP media (lacking uracil and tryptophan) was used, whereas for culturing at 30°C, -TRP media was used. All samples were crosslinked at an optical density (OD_600_) of ∼0.5, in a Vari-X-Link crosslinker (UVO3), with a UV 254 nm dose of 120 mJ/cm^2^, using a total of 0.7 l culture for experiments at 30°C, or 1.0 l culture for experiments at 20°C. For 30°C samples, all further steps were performed as previously described [21]. For 20°C samples, the following differences in library preparation applied: For purification of tagged proteins, magnetic beads were used. Magnetic immunoglobulin G (IgG) beads were prepared from 2 ml tosyl activated M280 Dynabeads, by removing supernatant on the magnet, washing three times with 2 ml 0.1 M sodium phosphate, pH 7.4, mixing by vortexing and removing supernatant. Then, 200 µl IgG from rabbit serum (14 mg/ml in milliQ water) and 800 µl 0.1 M sodium phosphate, pH 7.4 were mixed with the beads by vortexing, then 700 µl of 3 M ammonium sulfate were added, mixed by vortexing, and incubated overnight at 37°C. Upon removal of supernatant, 2 ml phosphate buffered saline (PBS), 0.5% Tween 20, pH 7.4, and 200 µl bovine serum albumin (10 mg/ml in milliQ water) were mixed with the beads and incubated for 1 h at 37°C. Supernatant was removed and 2 ml PBS, 0.1% Tween 20, pH 7.4 were added and washed (rotating) three times for 5 min. Beads were resuspended in 1.2 ml PBS, 0.1% Tween 20. 100 µl of beads were used for Hel2-HTP samples, 150 µl of beads were used for New1-HTP and untagged samples. Magnetic IgG beads (prepared as described above) were washed twice prior to immobilization with 2 bead volumes of lysis buffer. RNase digestion was performed after on-bead tobacco etch virus protease (TEV) cleavage (for elution from IgG beads) in 730 µl volume of TEV cleavage solution with 1:100 diluted RNaceIT for 5 min (1.3 µl RNaceIT: all 30°C samples), 4.5 min (1 µl RNaceIT: 20°C, New1-HTP samples and untagged controls), or 4 min (1 µl RNaceIT: 20°C, Hel2-HTP samples). For 20°C samples, additional changes were applied: Following sodium dodecyl sulfate gel electrophoresis on NuPAGE^TM^ Bis–Tris 4%–12% gels, instead of transferring protein complexes from gel to a membrane, gel pieces were excised, and protease digestion was performed with crushed gel pieces, pooling several samples in one tube. For all samples, reverse transcription (RT) was performed with Superscript III, with indexed RT primer (30°C samples) or non-indexed RT primer (20°C samples). For 20°C samples, RNA:cDNA hybrids after RT were additionally subjected to RNaseH cleavage for 30 min at 37°C, whereas RTs with indexed RT primer (30°C samples) were treated with Exonuclease I. The products of polymerase chain reaction (PCR) reactions (performed with LATaq and PCR primers as mentioned in Supplementary Table S2) were either purified with Qiagen PCR purification kit (30°C samples) or remaining primers were removed from PCR products by digestion with Exonuclease I (20°C samples; adding 1–1.5 µl Exonuclease I to 150 µl PCR mixture) and DNA was phenol extracted and ethanol precipitated, instead of kit-based purification. Then, 20°C sample PCR products were size-selected on Tris-Borate-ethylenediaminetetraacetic acid (TBE) polyacrylamide gels and eluted in milliQ water and ethanol precipitated, whereas 30°C samples were size selected on Metaphor agarose (Lonza), as previously described [21]. All samples (30°C, two biological replicates, one sequencing run per replicate; 20°C, two biological replicates, one sequencing run per replicate) were sequenced on a MiniSeq system (Illumina), using 75 bp single-end sequencing. For 30°C samples, index reads were also sequenced. Barcodes are given in Supplementary Table S9.

### Sample preparation for western blot and northern blot

For western and northern blot experiments, cultures (25 ml) were grown at 20°C and 220 rpm shaking in synthetic defined (SD) drop out medium corresponding to the respective selection marker for plasmid-containing strains, or in SD complete media. Secondary cultures were inoculated at OD_600_ 0.05 (10 ml) and grown until log phase, reaching an OD_600_ of 0.5–0.9, harvested by centrifugation, including an additional washing step with ultrapure water. For western blot, pellets were stored at −20°C and lysed by a chemical lysis approach [68], including an additional centrifugation step (18,620 × *g*, 5 min) before loading 10 µl of the lysate. For northen blot pellets were resuspended in 750 µl TRIzol™ Reagent, snap frozen in liquid nitrogen and stored at −80°C. Further details of sample processing are given in Supplementary Methods.

### Long-read sequencing

Strains were grown, harvested and RNA was prepared as described before (see the “northern blot” section), with the exception, that cultures were grown in SD complete media. After measuring RNA concentration, RNA was stored at −80°C. For strains lacking *SKI2*, end healing was conducted with T4 polynucleotide kinase (PNK) to remove 2′,3′-cyclic phosphate ends (which are the likely product of NGD mediated endonucleolytic cleavage [7]). For this, total RNA was used in a reaction volume of 60 µl total (1× T4 PNK reaction buffer B, 12 µg RNA, 30 U T4 PNK) and incubated for 30 min at 37°C. Afterwards, acidic phenol/chloroform extraction was performed, followed by precipitation as described before (see the “northern blot” section in Supplementary Methods). Next, poly(A) tailing was conducted according to the manual “Poly(A) Tailing of RNA using *E. coli* Poly(A) Polymerase” (NEB #M0276). After 30 min of incubation at 37°C, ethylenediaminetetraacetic acid was added to stop the reaction and RNA clean-up was performed with RNAClean XP beads at a concentration of 2×. Library preparation and sequencing was performed as described previously [69, 70]. An overview of libraries is given in Supplementary Table S10. Samples were sequenced in (biological) duplicate or triplicate per condition.

### Mass spectrometry

#### Growth and lysis

Cultures were grown (20 ml) and harvested as described before (see “Long-read sequencing” section). After harvesting, 150 µl radioimmunoprecipitation assay (RIPA) buffer and 150 µl zirconia beads were added to each cell pellet, vortexed at 3,000 rpm for 30 s for a total of ten rounds, cooling on ice for at least 30 s per round. Supernatant was transferred to a fresh tube and centrifuged at 18,620 × *g* at 4°C for 10 min, then transferred to a fresh tube and sonicated in an ice cold sonicator water bath (Sonorex Super RK 31) for 5 min to shear genomic DNA. The protein concentration was measured with ROTI^®^Quant universal according to manufacturer’s protocol, using the plate reader FlexStation (Molecular Devices).

#### Enzymatic protein digestion

All samples were processed using the SP3 approach [71]. The proteins were then digested using trypsin overnight at 37°C. The resultant peptide solution was purified by solid phase extraction in C18 StageTips [72].

#### Liquid chromatography tandem mass spectrometry

Peptides were separated via an in-house packed 45-cm analytical column (inner diameter: 75 μm; ReproSil-Pur 120 C18-AQ 1.9-μm silica particles, Dr Maisch GmbH) on a Vanquish Neo UHPLC system (Thermo Fisher Scientific). The online reversed-phase chromatography separation was conducted through a 100-min nonlinear gradient of 1.6%–32% acetonitrile in 0.1% formic acid at a nanoflow rate of 300 nl/min. The eluted peptides were sprayed directly by electrospray ionization into an Orbitrap Astral mass spectrometer (Thermo Fisher Scientific). Mass spectrometry (MS) was conducted in data-dependent acquisition mode using a top 50 method with one full scan in the Orbitrap analyzer (scan range: 325–1300 m/z; resolution: 120 000, target value: 3 × 10^6^, maximum injection time: 20 ms) followed by 50 fragment scans in the Astral analyzer via higher energy collision dissociation (HCD; normalized collision energy: 26%, scan range: 150–2000 m/z, target value: 1 × 10^4^, maximum injection time: 5 ms, isolation window: 1.4 m/z). Precursor ions of unassigned, +1 or higher than +6 charge state were rejected. Additionally, precursor ions already isolated for fragmentation were dynamically excluded for 20 s.

### Computational analysis

#### Mass spectrometry data processing

Raw data files were processed by MaxQuant software (version 2.1.3.0) [73] using its built-in Andromeda search engine [74]. MS/MS spectra were searched against a target-decoy database containing the forward and reverse protein sequences of UniProt *S. cerevisiae* reference proteome (release 2023_05; 6091 entries) and a default list of common contaminants. Trypsin/P specificity was assigned. Carbamidomethylation of cysteine was set as fixed modification. Methionine oxidation and protein N-terminal acetylation were chosen as variable modifications. A maximum of two missed cleavages were allowed. The “second peptides” options were switched on. “Match between runs” was activated. The minimum peptide length was set to 7 amino acids. False discovery rate was set to 1% at both peptide and protein levels. For label-free quantification (LFQ) of proteins, the MaxLFQ algorithm [75] was employed using its default normalization option. Minimum LFQ ratio count was set to one. Both the unique and razor peptides were used for quantification. Differential expression analysis was performed in R statistical environment. Reverse hits, potential contaminants and “only identified by site” protein groups were first filtered out. Proteins were further filtered to retain only those detected in all three replicates in either the wildtype or knockout group. Following imputation of the missing LFQ intensity values, a linear model was fitted using the limma package [76] to assess the difference between the wildtype and knockout groups for each protein, with adjustment for multiple testing using the Benjamini–Hochberg approach [77].

#### CRAC data analysis

CRAC data were analyzed, primarily employing the pyCRAC package [78] as previously described [21] for analysis of total hit distributions, tRNA hit distributions, rRNA read and single nucleotide deletion coverage and plotting of mRNA metagene plots (with deeptools [79]; mRNA metagene analysis was done as previously described for metagene plots that were scaled over part of the gene body [21]), always without scaling to library size. For 3′-untranslated region (3′-UTR) binding analysis, deeptools [79] module computeMatrix was used on the same BIGWIG files used for analysis of mRNA coverage, but employing a reference GTF file containing 3′-UTR coordinates instead of open reading frames (ORF) coordinates, and using the 100 nt upstream and downstream unscaled option, 10 nt bins, and ‘gene-body’ size 50 (thus five bins, representing the annotated 3′-UTR). Resulting values for the 5 bins of each individual 3′-UTR were summed up for each sample, and a pseudo-count of 1 was added, to avoid division by zero for cases where no reads were obtained for a 3′-UTR in one of the samples. Then, the ratio of 3′-UTR-sums was calculated for each pair of Hel2-HTP, *new1∆*, and Hel2-HTP, wildtype sample (replicates 1 and 2 at 30°C, and replicates 1 and 2 at 20°C). For pairs where no 3′-UTR reads were recovered in either sample, the value was set to N/A. Ratios were then normalized to the median of all ratios calculated for a pair of samples, to avoid the influence of factors that affected mRNA read values (e.g. higher or lower recovery of rRNA *versus* mRNA, leading to higher or lower reads per million values for mRNA, including 3′-UTR in some samples). Data were then plotted using boxplotR [80], separating mRNAs into groups according to either the C-terminally encoded amino acid, the C-terminal codon, or by whether or not they were collision-prone (‘strong’, ‘mild’, ‘not’) and/or targeted by NGD (‘strong NGD’, ‘strong other’).

#### Stop codon context analysis

The sequence surrounding the stop codon, including the stop codon itself of all ORFs of all coding sequences (CDS) (excluding ORFs classified as “dubious” or “pseudogene”) were extracted from “orf_coding.fasta”, downloaded from SGD (http://sgd-archive.yeastgenome.org/sequence/S288C_reference/orf_dna/; accessed on 22 July 2024) and used for various analyses, unless mentioned otherwise.

#### Analysis of long-read sequencing (via Oxford Nanopore Technologies native barcoding)

To explore endonucleolytic cleavage sites, a pipeline was established to extract read ends from long-read sequencing data. Based on FASTQ output files from the Oxford Nanopore MinKnow sequencing software, sequences were subjected to adapter trimming (porechop_abi –no_split –extra_–end_trim 0 –min_trim_size 8 –end_treshold 85) [81]. For datasets which were used to quantify transcript abundance (in the presence of Ski2 and Xrn1), poly(A) tail trimming was carried out using cutadapt [82] with the “–poly-a” option. Reads were aligned to the *S. cerevisiae* reference genome (Saccharomyces_cerevisiae.R64-1) using minimap2 (minimap2 -G3000 –MD -ax map-ont -t 40) [83]. Alignments were filtered using the SAMtools option (-F 3844) to exclude unmapped reads, low-quality and nonprimary alignments, duplicates, and supplementary alignments. Prior to read end analysis, the BAM files were converted into BED files using BEDtools [84, 85]. According to the reference genome, the corresponding annotation file from SGD (https://downloads.yeastgenome.org/latest/saccharomyces_cerevisiae.gff.gz; accessed on 15 May 2024; also available from the authors upon request) was used to generate a BED gene reference file containing all coding sequences (available on GitHub https://github.com/WinzLab/Yeast-elongation-factor-homolog-New1-protects-a-subset-of-mRNAs-from-degradation-by-no-go-decay) [86]. For analysis of endonucleolytic fragments, coverage and read ends within the last 300 nt of the coding region (including the stop codon) were extracted. To capture the relevant read ends, different read ends were analyzed depending on the genetic background. In *SKI2* deletion strains, where 5′-fragments resulting from endonucleolytic cleavage are stabilized, 3′-termini of those fragments were obtained by extracting the 3′-ends of reads aligned in the sense orientation (resulting from second strand cDNA) and the 5′-ends of reads aligned in the antisense orientation (from first strand cDNA). Conversely, in strains lacking *XRN1*, where 3′-fragments accumulate, the 5′-ends of those fragments were obtained by extracting the 5′-ends of reads aligned in the sense orientation (from second strand cDNA) and the 3′-ends of reads aligned in the antisense orientation (from first strand cDNA). This was necessary as both, first and second strand of cDNAs were sequenced.

Using PyRanges [87], only read ends falling within the last 300 nt of each gene’s coding sequence were retained. For each gene, coverage of the start codon, stop codon and the CDS was calculated using BEDTools [84, 85]. The number of read ends per position was then normalized to the coverage at the start codon in strains lacking *SKI2* or at the stop codon in strains lacking *XRN1*, which represents an approximation of the total number of mRNAs for each gene, including both, full-length (FL) transcripts and cleavage fragments. To find whether more read ends, belonging to endonucleolytic fragments, were generated in the absence of New1, we introduced a cleavage score, which was applied to each mRNA. To calculate this cleavage score for each mRNA, normalized read end counts from a *new1Δ* sample were divided by the sum of counts from its matched control sample (which differed only by the presence of the *NEW1* gene), while accounting for additional genetic backgrounds (e.g. *ski2Δ, xrn1Δ*, or additional deletions of RQT or NGD factors). The documentation of the pipeline and code is available on Github (https://github.com/WinzLab/Yeast-elongation-factor-homolog-New1-protects-a-subset-of-mRNAs-from-degradation-by-no-go-decay) and archived in Zenodo [86].

To identify genes targeted by endonucleolytic cleavage, while minimizing background noise, we used the following three criteria: (i) average cleavage score over all replicates per pair of strains ≥0.75, (ii) at least 10 read ends occurred within the 300 nt window in *NEW1*-*SKI2*–deficient strains and at least 15 reads in *NEW1*-*XRN1*–deficient strains (average), and (iii) these read end counts represented ≥20% of the coverage at the start codon in the *ski2Δ* background or at the stop codon in the *xrn1Δ* background, respectively, meaning that at least ∼20% of reads aligned to a gene represented cleavage fragments.

#### Computing the coverage along the last 300 nt

BEDTools was used to compute the coverage along the last 300 nt upstream of the 3′-UTR per position, based on the same gene list used for read end analysis (“compute_last_300nt_coverage.py” provided on GitHub as mentioned above).

#### Generation of metaplots for long-read sequencing coverages and read ends for NGD targets

To generate metaplots for nanopore long-read sequencing coverages and read ends, mRNAs identified as NGD targets in *new1Δ* background (without additional deletion of RQT components), or mRNAs identified as targets in *new1Δ* background with additional deletion of one or more RQT components, or the top 10% most abundant mRNAs of the ‘strongly affected’ group (as determined by CDS coverage in the *new1Δ, ski2Δ* background, or in the *new1Δ, xrn1Δ* background), but not identified as NGD target via the analysis described above, were analyzed. For the *SKI2*-deletion and *XRN1*-deletion backgrounds, only targets identified in the respective background were taken into account. For coverage metaplots, for each mRNA, the minimal sequencing depth was set to 0 by subtracting the actual value for minimal sequencing depth of the respective mRNA from all values. Following this, all values were divided by the difference between highest and lowest value (amplitude) over the 300 nt region, thereby setting this amplitude to 1. Then, averages were calculated over all mRNAs for each sample, and consecutively, averages were calculated over all replicates for each strain background, or additionally over all different samples containing an additional deletion of a gene encoding a member of the RQT complex. Before plotting, maxima were again set to 1 and minima to 0, to ease comparison between different samples.

For read end metaplots, for each mRNA, all read end values were divided by the maximum value, thereby setting the maximum for each mRNA to 1, then averages were calculated as described for coverage metaplots, additionally also calculating an average over all samples in which an NGD factor was deleted. Before plotting, instead of setting maxima to 1 and minima to 0, average values were multiplied with the average total number of read ends within the last 300 nt, calculated for all mRNAs from all replicates for each strain or group of strains.

#### 5PSeq analysis

Published 5PSeq WIG files [64] for wildtype and *new1∆* were downloaded and 5′-coordinates were extracted by using BEDTools [84, 85] intersect and a modified gene list which defines the last 300 nt of each gene, normalized as counts per million, pooled, and relative values per position were calculated as described above.

#### Generation of metaplots (5PSeq)

To generate metaplots of 5PSeq read ends within the last 300 nt of mRNA coding sequences, relative values per position were summed for each group of mRNAs (all strongly affected, mildly affected, unaffected; strongly affected NGD targets identified in *new1Δ* background; strongly affected NGD targets only identified in *new1Δ,RQT-KO* background; strongly affected other). To allow comparison between different groups, summed values were then divided by the number of mRNAs in each category. Optionally, data were smoothed by applying a 5 nt rolling-window average filter.

#### RiboSeq analysis

Queuing scores of the published RiboSeq data for wildtype and *new1∆* strains [63] were computed according to Kasari *et al.*, 2019 (https://github.com/GCA-VH-lab/2019-NAR) [63].

#### Readthrough analysis of 5PSeq and RiboSeq

5′-coordinates of the 5PSeq WIG files [64] for wildtype and *new1∆* were extracted within a window of 200 nucleotides upstream and downstream of the stop codon. Extracted values were normalized to counts per million, pooled, and further normalized to the total number of extracted 5′-coordinates per gene.

For RiboSeq, 20°C *new1∆* and wildtype raw data from Kasari *et al.* 2019 were reprocessed following the described pipeline [63] to reproduce P-site coordinates, which were subsequently analyzed in the same way as the 5PSeq data.

For each gene parallel analysis of RNA structure (PARS) scores [88] were extracted along the CDS and within the last 300 nt upstream of the 3′-UTR based on the corresponding annotation file [88]. Confidence intervals were determined via Microsoft excel choosing a confidence level of 95%.

PARS score analysis

#### Generation of boxplots

Boxplots were generated using the boxplotR tool [80] with default settings, except for showing data points (jittered), and, in some cases, variable width boxes, logarithmic scaling of y-axis, and adjusting the plot size. For all boxplots center lines show the medians, box limits indicate the 25^th^ and 75^th^ percentiles, as determined by R software; whiskers extend 1.5 times the interquartile range from the 25^th^ and 75^th^ percentiles; 20°C samples are usually shown with blue boxes, 30°C samples with red boxes. When other color codes apply, they are described in the caption.

#### Generation of Venn diagrams

Venn diagrams were generated using InteractiVenn tool [89].

#### Generation of Sequence logos

Sequence logos were generated using WebLogo 3 [90, 91] (https://weblogo.threeplusone.com/; accessed in September 2025).

### Western and northern blot analysis

Western and northern blot signals were quantified with ImageJ [92]. Rectangle width was adjusted to average signal size and height of the membrane. Tangents were fitted to the signal specific graphs to determine the area under the curve. Based on the loading control (*TDH3* mRNA for northern blots; α-Tubulin for western blots), a normalization factor was computed to adjust the signal of interest and to determine the relative fold change, as well as the log_2_ fold change.

### Spot assay

Cultures were grown at 20°C with shaking at 220 rpm in yeast extract peptone dextrose (YPD) media. Serial dilutions were prepared starting from an OD_600_ of 1, followed by four consecutive 1:10 dilutions and 10 µl of each dilution were spotted on YPD plates. Plates were incubated at either 20°C or 30°C (control) and imaged after 3 days.

### Statistical analysis

Unless mentioned otherwise, Student’s t-test was performed via Microsoft excel, choosing two tailed distributions with an unequal sample variance (heteroscedastic).

## Results

### The absence of New1 causes recruitment of Hel2 to mRNA 3′-UTRs, dependent on the C-terminal codon

Since absence of New1 was reported to cause ribosome queuing on mRNAs encoding specific C-terminal amino acids, we wondered whether these queues are equivalent to collided ribosomes and might elicit collision-specific downstream responses, including NGD. This does not need to be the case, as ribosomes can occur as collided di- and higher-order polysomes without eliciting quality control [93–96]. 

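CRAC (ultraviolet crosslinking and analysis of cDNA) recovers RNA fragments that were crosslinked to a tagged protein in living cells and sequences them after reverse transcription. Cells of the laboratory yeast strain BY4741 carried Hel2 with an HTP tag, in either wildtype or *new1Δ* background, and untagged BY4741 cells served as control. Cultures were grown at 20°C or 30°C to an optical density of 0.5 and crosslinked with 120 mJ/cm2 of ultraviolet light. Each strain and temperature gave 2 replicate libraries of 75 nt reads, with 1 sequencing run per replicate at each temperature. For the 20°C cultures the paper names medium lacking uracil and tryptophan, whereas the sample labels name medium lacking only tryptophan. RNase treatment lasted 5 min for all 30°C samples and 4 min for Hel2-HTP at 20°C, and the steps from the gel to the purified PCR product also differed, so temperature and library preparation cannot be told apart. The authors aligned the reads with novoalign and counted them on annotated features of the yeast genome with pyReadCounters, without collapsing PCR duplicates and without normalization. A read that overlapped several features was counted on each of them, and the sum over features is the number of reads given here. Hel2-HTP libraries from wildtype cells held 1457456 and 2965747 such reads at 20°C and 2261279 and 961836 at 30°C, and those from *new1Δ* cells 1584495 and 926863 at 20°C and 2766222 and 953239 at 30°C. Untagged cells gave 829 and 66609 reads at 20°C and 1190800 and 70564 at 30°C. The deleted gene *NEW1* (YPL226W) had 0 reads in both *new1Δ* libraries at 20°C, which allows up to 4.30 and 8.92 CPM (mRNA reads scaled to a fixed library size), against 363 and 1192 reads in wildtype. At 30°C, *NEW1* had 0 and 7 reads in *new1Δ* and 220 and 105 in wildtype. *HEL2* (YDR266C) had 515 and 315 reads in wildtype and 170 and 0 in *new1Δ* at 20°C, and 217 and 129 against 154 and 120 at 30°C. Across 5838 protein-coding genes, the reads of the 2 replicates correlated with a Spearman coefficient of 0.578 for wildtype and 0.494 for *new1Δ* at 20°C, and of 0.585 and 0.596 at 30°C. Of the mRNAs with at least 100 reads in one Hel2-HTP replicate at 20°C, between 8.08% and 27.8% had at most 3 reads in the other, against 0.842% to 5.83% at 30°C. Intervals and limits derived from read numbers cover counting error only, since PCR copies of a cDNA are not independent molecules. The counts cover whole genes, so all ratios given here compare all reads of an mRNA and not those of its 3′-UTR. As in the paper's 3′-UTR calculation, each *new1Δ* library was divided by the wildtype library of the same replicate number, with a pseudocount of 1, and the ratio was divided by the median over all genes of that pair. Taken as a ratio of each library's share of reads, that median was at a log2 value of −0.31 and −2.20 for the pairs at 20°C. At 30°C it was 0.04 and −0.27. The median was lowest in the second pair at 20°C, where 2046 of 4046 genes had no reads in *new1Δ*.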

We thus tested if the collision sensor Hel2 is recruited preferentially to mRNAs affected by ribosomal queuing in the absence of New1, using the crosslinking and immunoprecipitation (CLIP)-like approach CRAC [67], in either wildtype or *new1Δ* strains. Yeast were cultured at 30°C and 20°C, since lack of New1 increases cold sensitivity [65]. 

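Differences in whole-gene reads were tested with edgeR's quasi-likelihood test on all 8 Hel2-HTP libraries, with the replicate pair as a block and Benjamini-Hochberg adjustment over 4831 genes. At 20°C, 67 genes passed an adjusted p of 0.05, of which 33 had more reads in *new1Δ* than in wildtype and 34 had fewer. All 33 genes that rose, and 23 of the 34 that fell, had the same direction in the ratios of both pairs. The ratios were divided by the median of the pair, which stood at a log2 value of −2.20 in the second pair. This division raised every ratio of that pair, so it favoured agreement of rises and disagreement of falls. The agreement is therefore not independent support from the replicates. At 30°C, 24 genes passed, and all of them rose in both pairs, with 106 genes at an unadjusted p under 0.05. Of the genes that rose, 18 did so at both temperatures. The deleted gene *NEW1* was at least 115-fold lower in *new1Δ* at 20°C (adjusted p = 8.5e-04, edgeR's quasi-likelihood test). The largest rises at 20°C were in *YSF3* (YNL138W-A, chromosome XIV of the R64 assembly, 366033 to 366412, plus strand), *FIS1* (YIL065C, chromosome IX, 241308 to 241775, minus strand) and *CDC3* (YLR314C, chromosome XII, 762575 to 764137, minus strand). *YSF3* had 261 and 158 reads in *new1Δ* and 0 in both wildtype libraries, at least 130-fold higher (adjusted p = 0.036, edgeR's quasi-likelihood test). *FIS1*, with 349 and 82 reads against 0, was at least 122-fold higher, and *CDC3*, with 75 and 154 reads against 0, at least 80.8-fold higher (adjusted p = 0.0195 and 0.0018 from edgeR's quasi-likelihood test). In the *new1Δ* libraries, *FIS1* had 520 and 193 CPM and *CDC3* had 112 and 362, so these bounds depend on the replicate. The bounds cover counting error only and not the loss of an mRNA from a library. Of the mRNAs with at least 100 reads in one wildtype replicate at 20°C, 8.08% and 24.7% had at most 3 in the other. Loss from the wildtype libraries cannot be excluded for these rises, and the true fold changes may be smaller. *YSF3* and *FIS1* end on AGG and *CDC3* on CGU. Apart from *NEW1*, the largest falls were in *YDJ1* (YNL064C, chromosome XIV, 505868 to 507097, minus strand) and *CDC33* (YOL139C, chromosome XV, 60383 to 61024, minus strand), which had 0 reads in both *new1Δ* libraries. *YDJ1* had 403 and 644 reads in wildtype and was at least 84.0-fold lower, and *CDC33* had 325 and 608 and was at least 73.5-fold lower (adjusted p = 5.2e-05 and 7.8e-06 from edgeR's quasi-likelihood test). The wildtype reads came from 58 and 79 cDNAs for *YDJ1* and from 62 and 79 for *CDC33*. Of 434 genes with at least 300 reads in both wildtype libraries, 9 had no reads in the first *new1Δ* library and 30 in the second, and chance loss from a library cannot be told apart from a fall for *YDJ1* and *CDC33*. At 30°C the largest rises were in *NPC2* (YDL046W, chromosome IV, 371240 to 371761, plus strand), *NCE103* (YNL036W, chromosome XIV, 559814 to 560479, plus strand) and *ATP15* (YPL271W, chromosome XVI, 30079 to 30267, plus strand). Their log2 fold changes were 6.42 (standard error 1.16), 5.76 (1.34) and 5.70 (1.33), with adjusted p = 1.7e-05, 0.0049 and 0.0049 from edgeR's quasi-likelihood test. Each of them had 0 reads in the first wildtype library and between 38 and 68 in the second. Their pair ratios were 8.63 and 3.99 for *NPC2*, 9.11 and 2.41 for *NCE103*, and 8.80 and 2.52 for *ATP15*. Without the first pair the rises were thus smaller. Over the alternatives, the number of genes at 20°C ran from 1 of 3139, in a fit of that temperature alone without pairing, to 247, with DESeq2 in place of edgeR, which gave 2342 of 4831 genes no adjusted p. DESeq2 in place of edgeR gave 247 genes at 20°C.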

For a subset of mRNAs, Hel2 binding to the 3′-UTR was drastically increased in the absence of New1, at both temperatures (Fig. 1A–C, and Supplementary Figs S2 and S3). This affected mRNAs encoding C-terminal lysine (K) or arginine (R) and to a lesser extent cysteine (C), asparagine (N), or serine (S), but not other amino acids (Fig. 1A and Supplementary Fig. S2), in agreement with queues specifically on such mRNAs [63, 64]. 

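In whole-gene reads, the median log2 ratio of mRNAs with a given C-terminal amino acid was compared with that of a common reference. The reference was the mRNAs ending in amino acids other than lysine, arginine, cysteine, asparagine and serine. The sets were tested with limma's camera on the edgeR fit. The family held 10 comparisons, and each value is followed by those of the 2 pairs, each of which is the value with the other replicate left out. The 607 mRNAs ending in lysine stood higher by 1.57 at 20°C (1.63 and 2.03 in the pairs) and by 0.90 at 30°C (0.88 and 0.69), with camera's adjusted p = 1.7e-04 and 2.5e-05 from limma. The 238 mRNAs ending in arginine stood higher by 1.70 at 20°C (1.59 and 1.90) and by 1.09 at 30°C (1.48 and 0.98), with camera's adjusted p = 1.7e-04 and 4.8e-06 from limma. For cysteine, with 62 mRNAs, the difference was 1.07 at 20°C (0.98 and 0.35) and 0.14 at 30°C (0.74 and −0.14), with camera's adjusted p = 0.25 and 0.82 from limma. Leaving out the first replicate lowered the cysteine value to 0.35 at 20°C and to −0.14 at 30°C. For serine, with 304 mRNAs, the difference was −0.46 at 20°C (0.01 and −0.65) and 0.13 at 30°C (0.14 and 0.15), with an adjusted p of 0.79 from limma's camera at both temperatures. Without the second replicate the serine value at 20°C was 0.01, and with numbers of distinct cDNAs in place of reads it was 0.24. Camera was used with a preset correlation of 0.01 between genes, and none of its calls on amino acids, codons or codon classes passed 0.05 with an estimated correlation. The calls on codon classes did not pass with limma's fry either, which was not run for single amino acids and codons.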

Only specific lysine and arginine codons mediated this effect, the most strongly affected being K(AAA), R(AGG), and R(CGU), but not, e.g. K(AAG) or R(AGA) (Fig. 1B and C). 

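Single codons were compared with mRNAs ending in codons outside those for cysteine, asparagine and serine and outside K(AAA), R(AGG), R(CGU), R(CGA), R(CGC) and R(CGG), in a family of 16 comparisons. The 477 mRNAs ending in AAA differed by 1.87 at 20°C (1.67 and 2.56 in the pairs) and 1.08 at 30°C (0.99 and 0.80), with adjusted p = 3.1e-06 and 3.3e-07 from limma's camera. For AGG, with 59 mRNAs, the values were 2.24 (1.87 and 2.63) and 1.86 (2.14 and 1.77), with adjusted p = 4.5e-04 and 1.0e-06 from limma's camera. For CGU, with 66 mRNAs, they were 2.94 (2.31 and 3.68) and 1.71 (1.62 and 1.49), with adjusted p = 4.5e-10 at both temperatures from limma's camera. The other lysine codon, AAG, with 130 mRNAs, was at −0.23 at 20°C (0.04 and −0.60) and 0.36 at 30°C (0.19 and 0.36), with adjusted p = 0.81 and 0.65 from limma's camera. AGA, with 70 mRNAs, was at −0.18 (0.91 and −1.00) and 0.10 (1.00 and −0.24), with adjusted p = 0.82 and 0.81 from limma's camera. The pairs had opposite signs for AGA at both temperatures and for AAG at 20°C, and with a pseudocount of 5 both 20°C values were positive, at 0.22 and 0.082. Among the arginine codons CGA, CGC and CGG, with 19, 16 and 8 mRNAs, none passed the threshold, and CGA had the lowest adjusted p at 20°C, 0.091, at a difference of 1.99 (5.13 and 2.14, limma's camera). Of 58 codons, CGU ranked 1 in the median ratio at 20°C, AGG ranked 2, CGA ranked 3 and AAA ranked 4. At 30°C, AGG ranked 2, CGU ranked 3 and AAA ranked 4, behind the proline codon CCG with 10 mRNAs. Among mRNAs outside these classes, 292 carry AAA, AGG or CGU as the codon before the last, and they differed from the others by 0.25 at 20°C and by −0.015 at 30°C, neither past the threshold in limma's camera. From the increase of Hel2 on mRNAs whose last codon also causes ribosomes to queue, the paper concludes that queued ribosomes are collided ribosomes that recruit Hel2.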

For the mildly affected cysteine, asparagine, and serine, the codon specificity appeared less pronounced but was also more difficult to judge due to lower numbers of observations, especially for cysteine (Supplementary Fig. S3A). 

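In whole-gene reads, the 345 mRNAs ending in asparagine differed by a log2 ratio of 0.45 at both temperatures from a reference set. The reference was the mRNAs ending in amino acids other than lysine, arginine, cysteine, asparagine and serine. The pairs gave 0.44 and 1.00 at 20°C and 0.26 and 0.38 at 30°C, so that without the first replicate the 20°C value was 1.00. Neither difference passed the threshold (adjusted p = 0.40 at 20°C and 0.10 at 30°C from limma's camera), and the difference between the temperatures was not tested for asparagine.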

For C-terminal asparagine codons, the increase in Hel2 recruitment to 3′-UTRs was more pronounced at 20°C than 30°C, in contrast to all other codons (Fig. 1A, and Supplementary Figs S2 and S3A). Our findings are in agreement with a recent publication [64] showing ribosomal queuing for specific C-terminal lysine, arginine, asparagine and serine codons. We therefore conclude that queues indeed represent ribosome collisions that cause recruitment of collision sensor Hel2. 

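By its last sense codon in the R64 annotation, each of 6008 genes was assigned to 1 of 3 groups: mRNAs ending in K(AAA), R(AGG) or R(CGU); mRNAs ending in a cysteine, asparagine or serine codon or in R(CGA), R(CGC) or R(CGG); and the remaining mRNAs. The groups held 689, 972 and 4347 genes, of which 674, 936 and 4228 had counts. The paper defined these groups from its own Hel2 data, so a difference in the same libraries is not independent evidence for them. Of the genes with counts, 602, 754 and 3475 had enough reads in the Hel2-HTP libraries to be tested. At 20°C, the K(AAA), R(AGG) and R(CGU) group had a median log2 ratio of 1.85 against −0.12 for the remaining mRNAs, a difference of 1.96 (1.72 and 2.63 in the pairs, adjusted p = 1.8e-07 from limma's camera over 10 class comparisons). At 30°C, the medians were 1.01 and −0.19 and the difference was 1.20 (1.05 and 1.00, adjusted p = 8.7e-09 from limma's camera). A limit to genes with at least 10 reads in every library lowered the 20°C difference most, to 1.09. The group that includes cysteine, asparagine and serine differed from the remaining mRNAs by 0.23 at 20°C (0.28 and −0.24, adjusted p = 0.48 from limma's camera) and by 0.29 at 30°C (0.30 and 0.20, adjusted p = 0.43). Without the first replicate, its 20°C value turned to −0.24. Among genes with at least 10 reads in every library, this group differed by 0.60 at 20°C and 0.38 at 30°C. Both values passed the threshold in unadjusted tests with limma's camera. Of the 33 genes that rose at 20°C, 26 ended in K(AAA), R(AGG) or R(CGU), 78.8% against 12.5% of the genes tested (p = 3.4e-18, Fisher's exact test, which treats genes as independent), while 3 of the 34 that fell did so. At 30°C, 21 of the 24 genes that rose belonged to this group (87.5%, p = 1.0e-16, Fisher's exact test). The plot of class differences gives the value of each replicate pair.

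**Figure D1:**
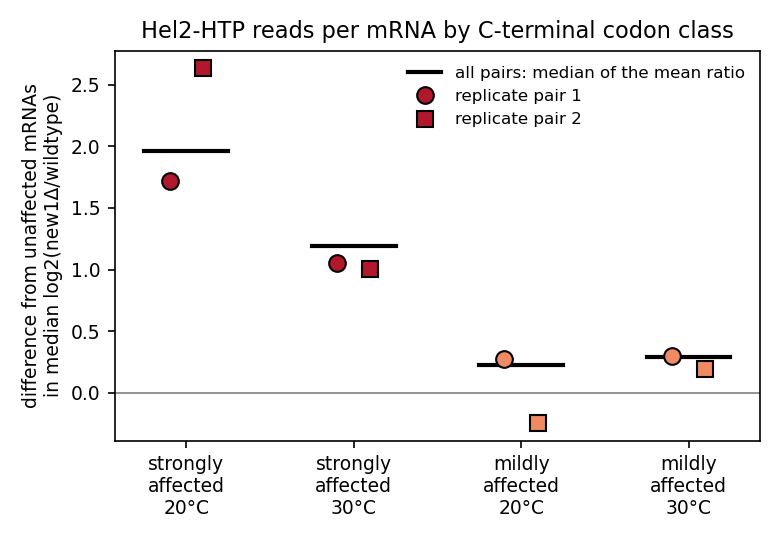
Difference in median log2 ratio of Hel2-HTP reads, *new1Δ* over wildtype, between an mRNA class and mRNAs of unaffected codons, for mRNAs ending in K(AAA), R(AGG) or R(CGU) (strongly affected) and for those ending in cysteine, asparagine or serine codons, R(CGA), R(CGC) or R(CGG) (mildly affected). Circles are replicate pair 1, squares replicate pair 2 and bars the value from the mean ratio, at 1.96, 1.20, 0.23 and 0.29 from left to right.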

For all following analyses, codons K(AAA), R(AGG), and R(CGU) and mRNAs ending in them, will be referred to as ‘strongly affected’ or ‘strong’, all cysteine (C), asparagine (N), and serine (S) codons, as well as arginine codons R(CGA), R(CGC), and R(CGG) and mRNAs ending in them, will be referred to as ‘mildly affected’ or ‘mild’, and all remaining codons and mRNAs ending in them, as ‘not affected’ or ‘not’. In the following, unless mentioned otherwise, experiments were conducted at 20°C, as reported phenotypes [63–65] were stronger at that temperature. We further validated the three groups (strong, mild, not) against published 5PSeq data [64] and generated metaplots for the abundance of 5′-ends within the last 300 nt upstream the 3′-UTR in *new1Δ* strains (Fig. 1D). Strongly affected sequences revealed a strong queuing signature, with signals consistent with terminating ribosomes, as well as collided di-, tri-, tetra-, and pentasomes (Fig. 1D). In contrast, mildly affected mRNAs showed comparably weaker signals, consistent with up to collided trisomes. Unaffected mRNAs only exhibited slightly elevated 5′-end counts near the stop codon, corresponding to the terminating ribosome. The strength of queuing in the absence of New1 thus correlates with recruitment of Hel2.

**Figure 1.**
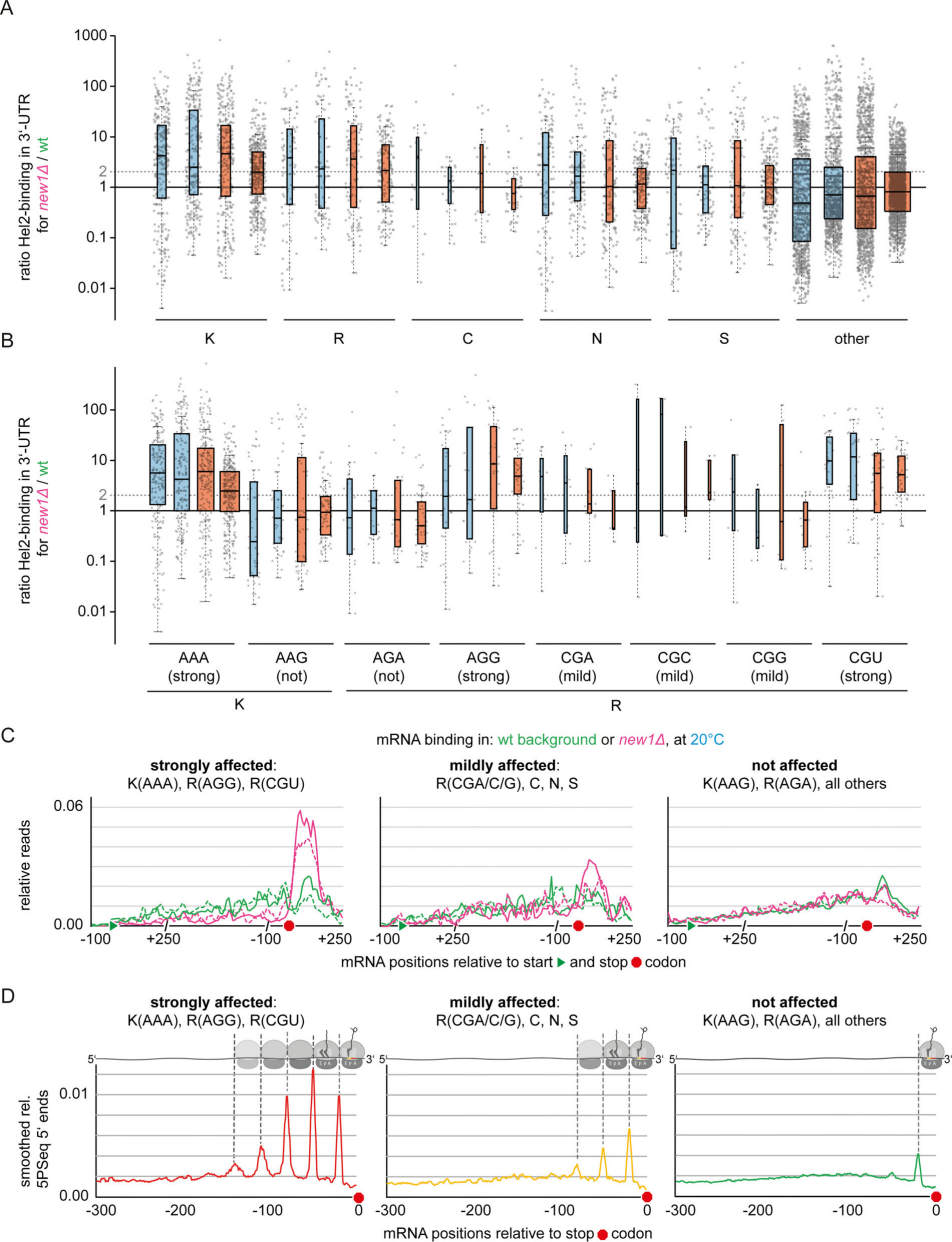
Ratio of Hel2 binding in 3′-UTR for *new1Δ*/wildtype at 20°C (blue, two biological replicates), and 30°C (red, two biological replicates) **(A)** for mRNAs encoding C-terminal amino acids lysine (K), arginine (R), cysteine (C), asparagine (N), serine (S), or other (excluding K, R, C, N, S), **(B)** for all lysine and arginine codons. Boxplots (**A,B**): Center lines: medians, box limits: 25^th^ and 75^th^ percentiles, whiskers: 1.5× interquartile range from 25^th^ to 75^th^ percentile. All data points are represented by dots. Width of the boxes is proportional to the square root of the sample size. **(C)** Metaplots showing Hel2 binding (relative hits) in either wildtype (wt, green, 2 replicates) or *new1Δ* (magenta, two replicates) background, at 20°C (analogous plots for analysis at 30°C shown in Supplementary Fig. S3B), for those mRNAs within the group of previously identified top 1,000 highest Hel2-bound mRNAs [21] with C-terminal codons being either strongly affected, mildly affected, or not affected by lack of New1. Green triangle indicates the position of the start codon and red octagon indicates the position of the stop codon. **(D)** Re-analyzed published 5PSeq data [64], showing smoothed metaplots of normalized, relative 5PSeq 5′-ends in *new1Δ*, compared to wildtype for strongly affected (left), mildly affected (middle) and unaffected (right) mRNAs. Corresponding ribosome footprints are indicated above each plot.

#### Hel2 recruitment to mRNA 3′-UTRs upon lack of New1 is not generally due to stop codon readthrough

Next, we asked why Hel2 binds 3′-UTRs. We argued that this could be due to stop codon readthrough, as reported for lack of eEF3 [60], which could lead to the need of translation quality control, e.g. due to ribosome stalling on poly(A) and other unfavorable sequences [97, 98]. Unfavorable sequences would be more likely to be present in 3′-UTRs compared to coding sequences, due to lack of evolutionary pressure for codon optimization in UTRs. Ribosome densities had been shown to be slightly increased in 3′-UTRs of mRNAs affected by the lack of New1, but stop codon readthrough had previously not been observed using a dual-luciferase readthrough reporter system [63]. However, that reporter construct had only been tested in the ‘in-frame’ reading frame. Since ribosome collisions can cause frameshifting [15], we argued that readthrough itself might be caused by frameshifting, as this would lead to part of the stop codon being recognized as a sense codon. In addition, eEF3, the homologue of New1 has been shown to be actively involved in frameshifting at collisions [99]. As a consequence, readthrough could occur in a different reading frame. We thus designed a readthrough reporter, to assess potential readthrough in all reading frames (Supplementary Text S1, Supplementary Fig. S4), but did not observe any significant differences in readthrough between a reporter ending with the strongly affected codon K(AAA), compared to one ending with the unaffected codon K(AAG), both encoding lysine, nor did we observe differences between readthrough in *new1Δ* or wildtype strains. While writing our initial manuscript, a report was published [64] showing that readthrough may occur in the absence of New1, but only under very specific conditions, where the affected C-terminal codon is followed by the weak stop codon ‘UGA’ and an additional nucleotide ‘C’, but not for other combinations. However, this sequence pattern occurs in only 20 out of the >600 strongly affected mRNAs, and those 20 mRNAs do not exhibit higher Hel2 recruitment to 3′-UTRs compared to others (Supplementary Fig. S5, discussed in-depth in Supplementary Text S1). 

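In the R64 annotation, 20 mRNAs ending in K(AAA), R(AGG) or R(CGU) have a UGA stop codon followed by C, and 16 of them had enough Hel2-HTP reads to be tested. In whole-gene reads, their median log2 ratio exceeded that of the other 586 strongly affected mRNAs by 2.43 at 20°C (3.04 and 1.37 in the pairs), and was lower at 30°C, at −0.35 (0.05 and −0.58). Neither difference passed the threshold (adjusted p = 0.48 for both, from limma's camera), and the comparison was chosen after the data were seen. Leaving out a replicate changed the size at 20°C, to 3.04 without replicate 2 and 1.37 without replicate 1, while at 30°C the value was 0.05 without replicate 2, which changed its sign, and −0.58 without replicate 1.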

We also re-analyzed the previously published RiboSeq [63] (Supplementary Fig. S6, S7) and 5PSeq data [64] (Supplementary Fig. S8) and did not find clear evidence for generalized stop codon readthrough in 3′-UTRs of strongly affected mRNAs as the major cause of Hel2 binding in these regions; however, considering resemblances to known stop codon readthrough scenarios [100, 101], we also cannot fully exclude this possibility (see also Supplementary Text S1). Taken together, we conclude that ribosome collisions upstream of stop codons do not generally lead to stop codon readthrough, and that Hel2 mRNA binding in 3′-UTRs is more likely not due to translation in this region, which could also be caused by re-initiation, as previously observed in similar contexts [93]. Instead, we favor the hypothesis that Hel2 crosslinking in 3′-UTRs in our system is mainly driven by Hel2 binding to collided ribosomes at the stop codon, and making contacts with downstream 3′-UTR. We further discuss additional hints for this in Supplementary Text S1 and Supplementary Fig. S9.

### Hel2 recruitment upon lack of New1 causes degradation of affected mRNAs by NGD

One possible downstream consequence of Hel2-catalyzed ribosomal protein polyubiquitination is NGD. We therefore asked whether mRNAs that exhibit increased ribosomal queuing and increased Hel2 recruitment upon deletion of *NEW1* are targeted by NGD. Canonical NGD involves endonucleolytic cleavage by Cue2, followed by exonucleolytic degradation of cleavage fragments. We decided to probe for both, total mRNA levels and endonucleolytic cleavage fragments. To enable detection of cleavage fragments by northern blot, we used strains lacking Ski2, a member of the Ski complex, which is a necessary co-factor for the cytosolic RNA exosome [102]. As a result, the 5′-fragment resulting from endonucleolytic cleavage is stabilized [4], whereas the 3′-fragment is still degraded by Xrn1. 

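Whole-gene Hel2-HTP reads of the 3 genes were normalized to CPM by edgeR's TMM method and are given as the mean ± SD of the 2 replicates. Reads were not corrected for mRNA levels, which the paper reports as lower in *new1Δ* for all 3 genes. A fall in reads of a gene therefore does not show less Hel2 per mRNA. *PGK1* (YCR012W) lies on chromosome III from 137746 to 138996 on the plus strand. It had 6503 ± 248 CPM in *new1Δ* and 7337 ± 706 in wildtype at 20°C, a log2 fold change of −0.17 (standard error 0.31, adjusted p = 1, edgeR's quasi-likelihood test). Its median-centred ratios in the pairs were 0.09 and 2.36, and its fold change was positive, 0.19, with DESeq2's size factors. At 30°C its log2 fold change was 0.44 (standard error 0.32, adjusted p = 1, edgeR's quasi-likelihood test), with pair ratios of −0.37 and 0.96. *ADH1* (YOL086C) lies on chromosome XV from 159548 to 160594 on the minus strand. At 20°C it had 5295 and 3185 reads in *new1Δ*, 0.774% and 0.964% of the reads on genes, against 19248 and 40773 reads in wildtype, 2.58% and 2.85%. In normalized counts this was a log2 fold change of −1.79 (standard error 0.25, adjusted p = 1.5e-09, edgeR's quasi-likelihood test). Over the alternatives, its adjusted p ran from 3.5e-12 to 0.30. Relative to the median of all genes in the pair, *ADH1* was at −1.43 in the first pair and at 0.64 in the second, so its direction in the second pair depends on the centring. At 30°C *ADH1* had a log2 fold change of 0.73 (standard error 0.25, adjusted p = 0.32, edgeR's quasi-likelihood test) and pair ratios of 0.63 and 0.55. *ADH1* shares sequence with its paralog *ADH2*, so its reads are uncertain. *GPM1* (YKL152C) lies on chromosome XI from 163642 to 164385 on the minus strand. It had 17900 ± 5826 CPM in *new1Δ* and 8415 ± 2246 in wildtype at 20°C, a log2 fold change of 1.08 (standard error 0.28, adjusted p = 0.015, edgeR's quasi-likelihood test), with pair ratios of 1.81 and 3.14 and an adjusted p from 3.6e-06 to 0.70 over the alternatives. At 30°C its log2 fold change was 1.38 (standard error 0.28, adjusted p = 3.4e-04, edgeR's quasi-likelihood test), with pair ratios of 0.68 and 1.79. Over the alternatives, the adjusted p of *GPM1* at 30°C ran from 5.7e-05 to 1.00, with 4 of 8 under the threshold.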

As potentially affected target mRNAs, we chose the highly expressed *PGK1, ADH1*, and *GPM1* transcripts, all ending on the K(AAA) codon and exhibiting both, ribosomal queuing and Hel2 3′-UTR recruitment. These mRNAs all belong to the top seven most highly expressed, strongly affected mRNAs, according to our recent nanopore sequencing data [69], and were deemed well-suited for northern blotting due to sufficiently long, yet different size. All three genes encode important metabolic enzymes, involved in glycolysis/gluconeogenesis (*PGK1* and *GPM1*), or alcoholic fermentation (*ADH1*). 

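*TDH3* (YGR192C) lies on chromosome VII from 882812 to 883810 on the minus strand and ends on GCU. Its whole-gene Hel2-HTP reads at 20°C were 10742 ± 741 CPM in *new1Δ* and 27405 ± 1116 in wildtype (SD, n = 2), a log2 fold change of −1.35 (standard error 0.26, adjusted p = 7.3e-05, edgeR's quasi-likelihood test). Relative to the median of all genes the pairs stood at −1.12 and 1.21, and the adjusted p ran from 1.3e-05 to 0.51 over the alternatives. At 30°C its log2 fold change was −0.85 (standard error 0.26, adjusted p = 0.14, edgeR's quasi-likelihood test), with pair ratios of −1.05 and −0.95. *TDH3* is nearly identical to *TDH2*, so the division of reads between them is uncertain.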

As a control, we visualized mRNA for another metabolic gene: *TDH3*, a traditional house-keeping gene which ends on the unaffected alanine (A) amino acid, encoded by the A(GCU) codon. We found that lack of New1 leads to a strong decrease in total mRNA levels (in *SKI2 *+ background) of all three affected mRNAs by ∼40%–60%, but not the unaffected *TDH3* mRNA (Fig. 2A and Supplementary Fig. S10A and B; comparing lanes 1,2 to lane 3; quantification Fig. 2B). This effect is fully rescued by plasmid-based overexpression of C-terminally FLAG tagged New1 (Fig. 2A, lane 4, and Fig. 2B). In the absence of Ski2 and New1, but not Ski2 alone, we observed the appearance of shorter fragments, which we interpret as endonucleolytic 5′-fragments, for all three affected mRNAs, but not the control mRNA of *TDH3*. Endonucleolytic cleavage was suppressed by overexpression of FLAG tagged New1 (Fig. 2A, lanes 5–8). For Pgk1, we further tested whether lower mRNA levels translate to decreased protein levels in affected strains. Here, we indeed observed a decrease in Pgk1 protein by ∼63%, but not in α-Tubulin, which ends with the unaffected amino acid phenylalanine (F), encoded by F(UUU): Tub1; or F(UUC): Tub3 (Fig. 2C and D). We thus showed for several examples that, in the absence of New1, mRNAs ending with strongly affected codons [here: K(AAA)] are cleaved to form shorter fragments, leading to decreased FL mRNA levels, supporting the notion that they become targets of NGD. Additionally, our data on Pgk1 suggest that levels of the encoded proteins are also decreased.

**Figure 2.**
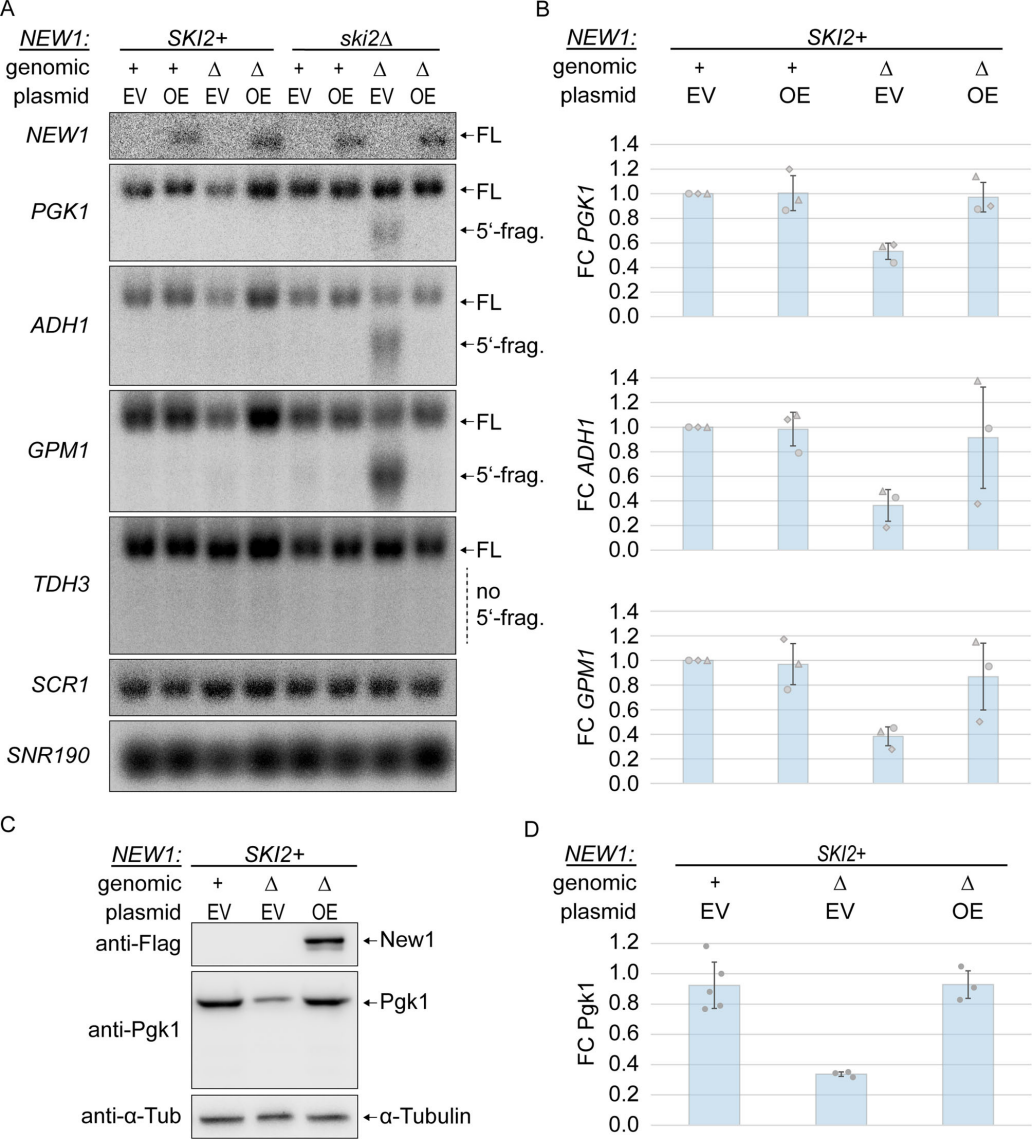
**(A)** Northern blot analysis of FL mRNA levels or endonucleolytic 5′-fragment (5′-frag.) for *NEW1-FLAG, PGK1, ADH1, GPM1, TDH3, SCR1*, and *SNR190* in *new1Δ* (genomic Δ), *NEW1*-positive (genomic +) strains, containing an empty vector (EV) (plasmid EV) or New1-FLAG overexpression (OE) vector (plasmid OE), and containing or lacking the *SKI2* gene. Note that endogenous *NEW1* mRNA is not detected, as a probe against FLAG was used to visualize *NEW1*-*FLAG* mRNA. **(B)** Quantification of FL mRNA levels for *PGK1, ADH1* and *GPM1*, relative to *TDH3* (control), compared to wildtype strains with empty vector (genomic +, plasmid EV), related to panel (A), n = 3 biological replicates. Data were normalized to *SCR1* signals. **(C)** Western blot analysis of Pgk1 levels in *new1Δ* (genomic Δ, plasmid EV), and New1-overexpressing (genomic Δ, plasmid OE) strains, compared to wildtype strains containing an empty vector (genomic +, plasmid EV). **(D)** Quantification of protein levels for Pgk1, relative to α-Tubulin, related to panel (C), *n* ≥ 3 biological replicates. Data were normalized to α-Tubulin signals. Error bars in panels (B) and (D) represent 1 standard deviation. Additional replicates and quantification shown in Supplementary Fig. S10.

#### NGD of mRNAs upon lack of New1 is initiated by endonucleolytic cleavages upstream of the stop codon

To obtain high-resolution data on cleavage sites, we performed long-read nanopore sequencing (direct cDNA). In our *SKI2*-deletion strains, the 5′-fragment is stabilized. This fragment would lack the poly(A) tail of the FL mRNA (Supplementary Fig. S11). Standard direct cDNA library preparation for nanopore sequencing relies on the use of poly(dT) primers to perform first-strand synthesis. Thus, we employed *in vitro* polyadenylation to add poly(A) tails also to non-polyadenylated species. However, endonucleolytic cleavage in NGD had been reported to yield 2′,3′-cyclic phosphates at the 3′-terminus of the 5′-fragment [7], which inhibit polyadenylation. We therefore dephosphorylated RNA with PNK, prior to *in vitro* polyadenylation. In addition, to also sequence 3′-fragments, we generated *xrn1Δ* strains, in which the 3′-fragment is stabilized. Since 3′-fragments naturally contain poly(A) tails, here, we performed standard sequencing library preparations. We then compared sequencing data for *new1Δ, ski2Δ* double knockout to *ski2Δ* single knockout, and for *new1Δ, xrn1Δ* double knockout to *xrn1Δ* single knockout. As a first analysis, we plotted sequence coverage for one of our NGD candidates: *ADH1*. Here, we observed the appearance of shorter species only for the double knockout conditions, but not the single knockouts, representing the expected 5′-fragments in *new1Δ, ski2Δ* and 3′-fragments in *new1Δ, xrn1Δ* (Fig. 3A). We then also mapped 3′-ends of 5′-fragments, as well as 5′-ends of 3′-fragments, to pinpoint possible Cue2 cleavage sites (Fig. 3B). For *ADH1*, we observed very heterogeneous fragment lengths, suggesting multiple cleavage sites, between ∼40 and ∼300 nt upstream of the stop codon (Fig. 3B). This size range is similar to previous observations made on stalling reporters [1, 47] and gene-internal poly(A) [103], and fragment lengths are also in good agreement with previous reports on both RQC-coupled and RQC-uncoupled NGD [47]. An ∼30 nt periodicity (Fig. 3B) suggests, that these cleavages result from multiple collisions, also reminiscent of previous reporter data [1]. This also matches the published 5PSeq data for *new1Δ* and wildtype strains [64], suggesting the existence of heterogeneous length collisions of at least up to pentamers (Fig. 3B, bottom). For the *ADH1* cleavage fragments, read ends of 5′-fragments and 3′-fragments do not fully match each other but are in similar ranges. However, for 5′-fragments, we find additional cleavage sites, further apart from the stop codon, e.g. at −155 and −291 nt, which do not have matching 3′-fragments.

**Figure 3.**
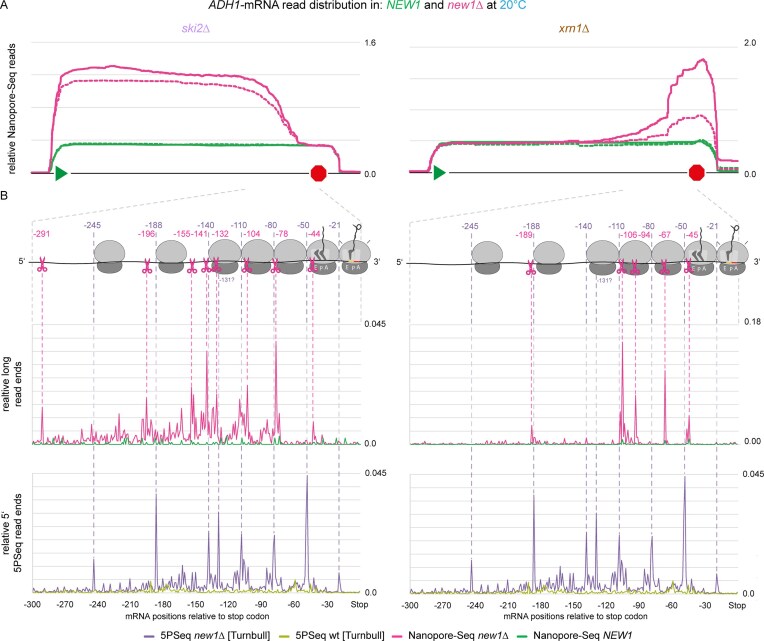
Analysis of endonucleolytic fragments via nanopore sequencing in *new1Δ, ski2Δ* or *new1Δ, xrn1Δ* double knockout *versus ski2Δ* and *xrn1Δ* single knockout yeast strains. **(A)** Comparison of relative nanopore sequencing read distribution along the *ADH1* transcript. Start codon is indicated by green triangle and stop codon by red octagon. *n* = 2 biological replicates, each. **(B)** 3′-end analysis of nanopore sequencing reads from *new1Δ, ski2Δ* double knockout, as well as 5′-end analysis from *new1Δ, xrn1Δ* (magenta, *n* = 2 biological replicates pooled) and *ski2Δ* single knockout (green, *n* = 2 biological replicates pooled) yeast strains for the last 300 nt of the *ADH1* transcript. Data were compared to 5′-ends from 5PSeq reads for *new1Δ* (purple) and wildtype (wt) (light green) representing the position of ribosomes along the mRNA published by Turnbull *et al.* [64]. Ribosome positions are schematically shown, based on 5PSeq 5′-ends, and endonucleolytic cleavage sites are indicated by scissors. A-site of first ribosome is at pos. −1 to −3 (stop codon).

There are different possible explanations for this: (i) it is possible that these cleavages are due to collisions that are part of the original queue at the affected C-terminal codons. In the presence of ribosomal splitting activity by the RQT complex, the initial cleavages preferentially occur at or close to the original, stalled ribosome. This first cleavage would generate a 3′- and a 5′-fragment both captured by our methodology. However, additional cleavages further within the coding sequence would generate 3′-fragments that lack poly(A), and would thus not be captured by our 3′-fragment sequencing approach. Conversely, further shortened 5′-fragments could still be captured via *in vitro* polyadenylation. As the patterns of 5′-fragments we observed closely match the 5PSeq 5′-ends, we believe this hypothesis might be valid. (ii) In addition, we are aware that the 5′-fragment is stabilized in strains that lack Ski2. Hence, translation could be initiated on these fragments, leading to further collisions and additional cleavages. The Cue2-cleaved mRNA would be similar to reporter mRNAs that contain a self-cleaving ribozyme and, post-cleavage, lack both, stop codon and poly(A) tail, but are still translated [7]. Such additional cleavages would, again, only be captured for the 5′-fragments, due to the lack of poly(A) in the newly generated 3′-fragments.

Furthermore, taking into account 5PSeq 5′-termini to approximate (collided) ribosome positions, our data (Fig. 3B) suggest that Cue2-cleavage in the first collided ribosome occurs mainly few nucleotides upstream of the E-site. This is similar to recent findings [47] for RQC-coupled NGD on an exogenous reporter mRNA, whereas cleavages within further trailing ribosomes occur close to the 5′-end of ribosome footprints, similar to what is reported for RQC-uncoupled NGD. In contrast, we hardly observed any cleavage sites within the first, stalled ribosome.

#### Nanopore sequencing reveals multiple NGD targets in New1-lacking yeast

We now aimed to identify additional targets of endonucleolytic cleavage in our sequencing data. Based on observations on *ADH1* (Fig. 3), and after inspection of our other candidates *PGK1* and *GPM1* (sequencing data not shown), we quantified the number of read ends (3′-ends for 5′-fragments, 5′-ends for 3′-fragments) within the last 300 nt including the stop codon, for each mRNA. This count was normalized to read coverage at the start codon (for 3′-fragments) or stop codon (for 5′-fragments), to approximate the proportion of overall transcripts (FL transcripts + cleavage fragments). A ratio of normalized read ends in New1-lacking double knockouts over total read ends in both, the New1-lacking and corresponding New1-containing strain was calculated, which we denominated as cleavage score (Formula 1), where nt denominates the nucleotide position relative to the 3′-nucleotide of the stop codon:

\begin{eqnarray*}
&&\textit{cleavage}\ \textit{score}\\&=& \ \frac{{\mathop \sum \nolimits_{nt = - 300}^{nt = - 1} \textit{norm}.\ \textit{read}\ \textit{ends}\ \left( {new1\Delta } \right)}}{{\mathop \sum \nolimits_{nt = - 300}^{nt = - 1} \textit{norm}.\ \textit{read}\ \textit{ends}\ \left( {new1\Delta } \right) + \ \mathop \sum \nolimits_{nt = - 300}^{nt = - 1} \textit{norm}.\ \textit{read}\ \textit{ends}\ \left( {\textit{control}} \right)\ \ }}\\
\end{eqnarray*}

A cleavage score of 0.5 indicates equal (normalized) numbers of read ends in strains lacking or not lacking New1, ratios >0.5 indicate more read ends in New1-lacking strains, and cleavage scores <0.5 indicate less read ends in New1-lacking strains. To filter out noise, we applied additional thresholds to abundance and relative frequency of read ends (see the ‘Materials and methods’ section for more details). We determined as NGD targets only mRNAs with average (over all replicates) cleavages scores ≥0.75, corresponding to 3× more read ends in New1-lacking strains than New1-containing strains. Although we may thus miss some *bona fide* NGD targets, these thresholds ensure that mRNAs passing them are likely to indeed represent NGD targets. This initial analysis identified 56 NGD candidates (Fig. 4A): 25 from the Ski2-deficient strain and 34 from the Xrn1-deficient strain, with an overlap of only three candidates (*ADH1, GPM1* and *TEF1*; Fig. 4A and Supplementary Table S11). *PGK1* mRNA was only identified in the Ski2- but not the Xrn1-deficient strain. We hypothesize that 3′- and 5′-fragments from the same mRNA might not be (i) stabilized intracellularly and (ii) captured with the same efficiency; e.g. shorter 3′-UTRs would lead to short 3′-fragments, which may be difficult to sequence due to biases against short sequences in our library preparation and in nanopore sequencing. In both strains, the vast majority of NGD candidate mRNAs (∼94% and 96%, respectively; Fig. 4A) belonged to the strongly affected class, supporting the hypothesis that cleavage is caused by C-terminal ribosome collisions.

**Figure 4.**
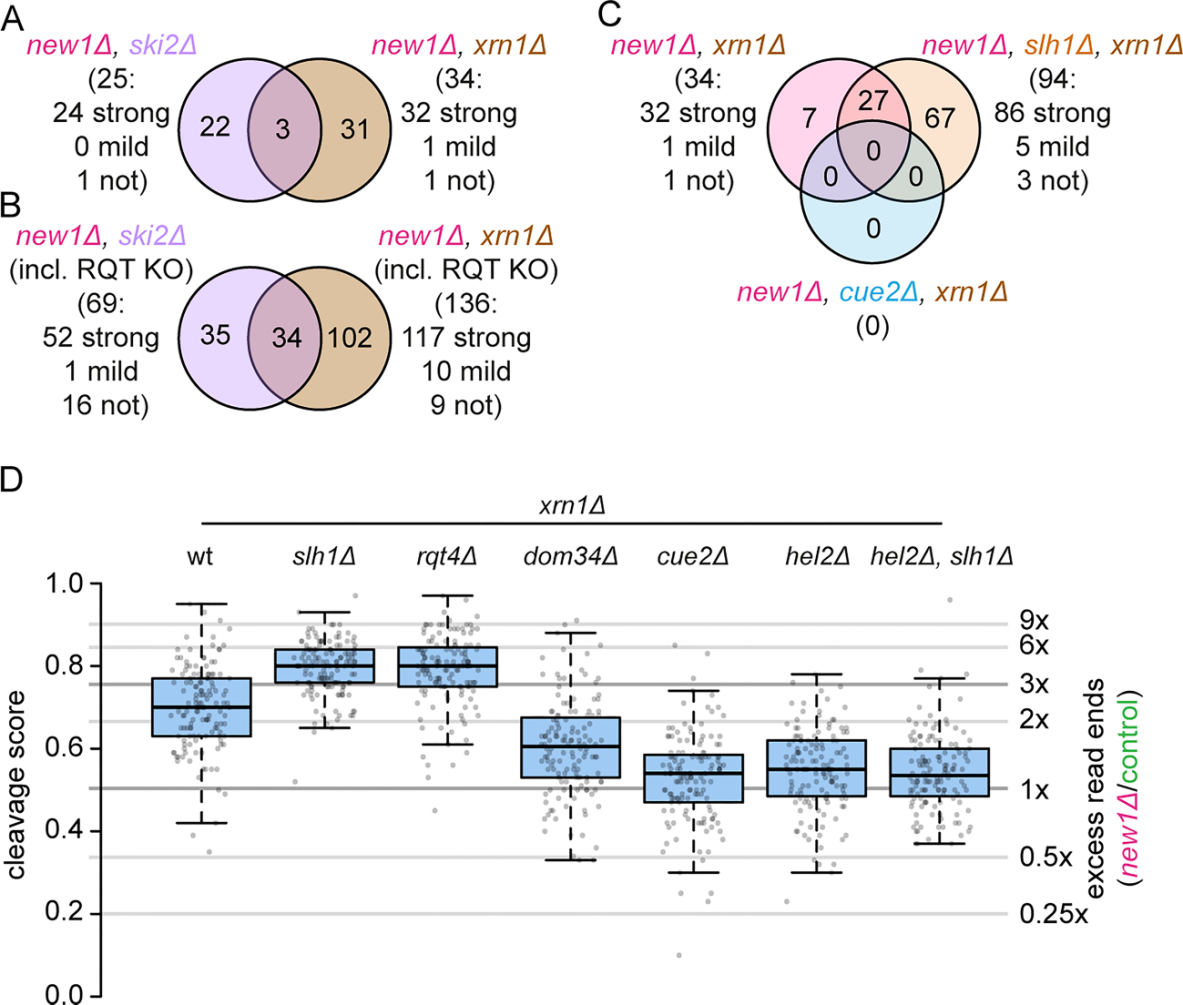
Nanopore sequencing identifies additional NGD targets and supports a canonical NGD mechanism. **(A)** NGD targets identified from sequencing data of double deletants lacking *NEW1* and either *SKI2* or *XRN1*. **(B)** NGD targets identified from data sets including double deletants (see A) and triple and quadruple deletants, additionally lacking *SLH1, RQT4*, and/or *CUE3*. **(C)** Comparison of NGD targets identified in *XRN1*-lacking strains deleted only for *NEW1*, or for *NEW1* and *SLH1*, or (as a control) *NEW1* and *CUE2*. NGD targets are classified by whether they belong to the strongly, mildly, or unaffected group of mRNAs, according to their C-terminal codons. **(D)** Cleavage scores of all NGD targets in *XRN1*-deleted strains lacking either *NEW1* alone, or in combination with RQT and/or NGD factors compared to *NEW1* expressing strains (denoted as ‘control’). Cleavage scores are increased upon lack of RQT factors and decreased to a median of close to 0.5 (no effect) upon lack of *CUE2* or *HEL2*, whereas the deletion of *DOM34* has a slightly less pronounced effect. Deletants lacking both, *HEL2* and *SLH1* behave like *HEL2* deletants. Center lines: medians, box limits: 25^th^ and 75^th^ percentiles, whiskers: 1.5× interquartile range from 25^th^ to 75^th^ percentile. All data points are represented by dots.

*The absence of RQT complex factors increases NGD on target mRNA molecules, allowing identification of 139 NGD targets*.

We next sought to determine how NGD varies when genes encoding components of the RQT complex or known NGD factors are deleted in addition to *NEW1* and *SKI2* or *XRN1*. We therefore deleted *SLH1, RQT4, CUE3*, or both, *RQT4* and *CUE3* in *new1∆, ski2∆* and *SLH1, RQT4, DOM34, HEL2, CUE2*, or both *HEL2* and *SLH1* in *new1∆, xrn1∆*. We conducted nanopore sequencing by using these strains as described above (Supplementary Fig. S11). A first observation was that we were able to identify more NGD targets from strains that lacked RQT factors in addition to *NEW1* (Fig. 4B  Supplementary Table S11). Targets identified from RQT-factor lacking strains included most targets identified from strains with intact RQT (Fig. 4C and Supplementary Table S11). In addition to this, the overlap of targets identified from Ski2-lacking and Xrn1-lacking strains was increased from 3/56 (∼5%; Fig. 4A) to 34/171 (∼20%, Fig. 4B). To the contrary, only one NGD target was identified in strains lacking NGD factors Hel2 or Cue2 (*NPL3* in the quadruple deletion of: *NEW1, SLH1, HEL2, XRN1*; Supplementary Table S11). Cleavage scores were increased in Xrn1-lacking strains in the absence of RQT components for NGD targets (Fig. 4D) and for the class of strongly affected mRNAs (Supplementary Fig. S12A). In contrast, they approached 0.5 (equal distribution of read ends in New1-lacking and New1-containing strains) in the absence of factors known to be needed for NGD (endonuclease Cue2, collision sensor Hel2, or splitting factor Dom34; Fig. 4D). In those backgrounds, strongly, mildly and unaffected mRNAs also exhibited cleavage scores at comparable levels (Supplementary Fig. S12A), further supporting that mRNA ends were indeed generated by (canonical) NGD. In contrast, in strains lacking Ski2, cleavage scores remained at similar (high) levels, in the presence and absence of RQT complex members for both, NGD targets (Supplementary Fig. S12B) and strongly affected mRNAs in general (Supplementary Fig. S12C). However, probing *PGK1* mRNA levels by northern blot in strains lacking New1, Ski2 and either Rqt4 or Cue3 (Supplementary Fig. S13), we observed increased formation of cleavage fragments, whereas in strains lacking one or several NGD factors (Hel2, Cue2, Dom34), cleavage was reduced, matching our sequencing-based observations in Xrn1-lacking strains (Fig. 4D). We also note that NGD targets identified from samples lacking RQT factors included mRNAs from the mildly affected and unaffected groups (∼21% and ∼14% in Ski2- and Xrn1-lacking strains, respectively; Fig. 4B). As it is unclear whether those candidates are indeed NGD targets, potentially due to less common collision events, or whether they represent background, in the following analyses, we only focused on the 139 NGD targets from the strongly affected group.

### NGD targets tend to exhibit increased Hel2 recruitment and more frequent and longer ribosome queues/collisions compared to nontarget mRNAs

To find whether NGD targets differed from strongly-affected mRNAs not identified as NGD targets, we compared Hel2 crosslinking in their 3′-UTRs. Indeed, 3′-UTR crosslinking was higher for NGD targets compared to other strongly affected mRNAs, which still exhibited higher 3′-UTR crosslinking than mildly and unaffected mRNAs (Fig. 5A). 

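In whole-gene Hel2-HTP reads at 20°C, the 138 strongly affected NGD targets with counts had a median log2 ratio of 2.22, against 1.76 for the other 464 strongly affected mRNAs. The difference was 0.47 (adjusted p = 0.023 from limma's camera over 10 class comparisons), with 0.08 in the first pair and 0.89 in the second. Without replicate 1 the difference was 0.89 and without replicate 2 it was 0.08, so the second pair of libraries carried most of it. It did not pass the threshold with fry or with an estimated correlation of limma, and among the genes with at least 10 reads in every library it was −0.049.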

To find whether this might be due to increased collision, we compared 5′-read ends from 5PSeq data within the last 300 nt (see above) between NGD targets identified in presence of RQT or only in the absence of one or several RQT factors, as well as the remaining strongly affected mRNAs not identified as NGD targets at all (Fig. 5B and Supplementary Fig. S14). Here, we found that NGD targets tended to have stronger queuing signals (also seen in queuing scores calculated from 5PSeq data; Supplementary Fig. S15). Targets also form longer queues than non-targets, with even hexasomes distinguishable. However, we did not observe strong differences between targets identified in presence or absence of RQT. This suggests that for those targets, collisions are already strong and trigger NGD in presence of RQT. The vast majority of NGD targets, including those only identified in absence of RQT components, already exhibit cleavage scores >0.5 even in their presence (Fig. 4D). This indicates that the absence of RQT components increases NGD on the most queuing-prone mRNAs, so targets become identifiable, rather than causing NGD on mRNAs not targeted by NGD in presence of RQT activity. In all, this suggests that, in New1-lacking yeast, ribosome collisions need to pass a certain threshold for mRNAs to be targeted by NGD. Previously, it has been suggested that ≥3 collided ribosomes would be necessary to trigger NGD [7]. In line with this, and to our surprise, even in the absence of RQT-catalysed ribosome splitting as a potential alternative rescue mechanism, many mRNAs were still not identified as NGD targets, despite the presence of (somewhat weaker) collisions on that subset of mRNAs. This suggests that other rescue mechanisms exist for those mRNAs. One such mechanism could be translation termination itself, which may succeed eventually, even after ribosome collisions have happened, possibly despite Hel2-dependent ribosome ubiquitination. An alternative could be deubiquitination of Hel2-ubiquitinated ribosomes, as recently described [104], which may allow for efficient termination.

**Figure 5.**
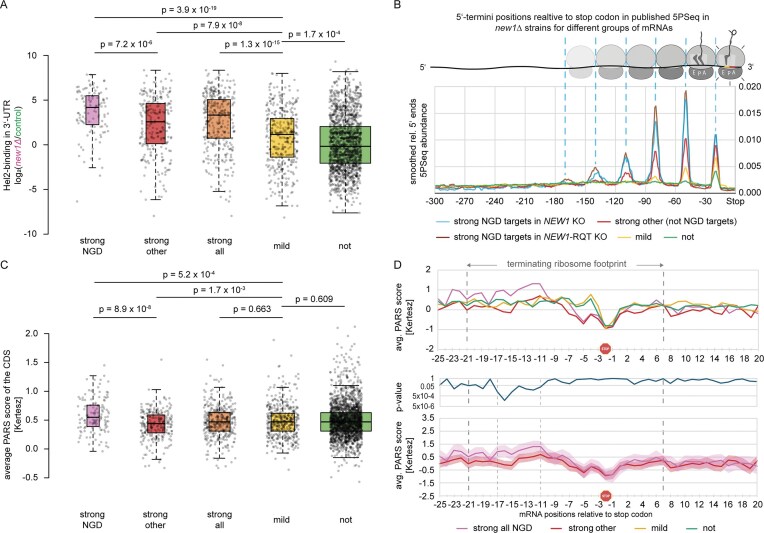
Boxplot analysis of NGD targets detected in the group of strongly affected mRNAs, in comparison to different groups. **(A)** Enrichment of Hel2-binding in the 3′-UTR from CRAC data (20°C), comparing New1-lacking to wildtype yeast **(B)** Comparison of metaplots from 5PSeq [64] re-analysis, comparing NGD targets from the group of strongly affected mRNAs, identified in strains lacking New1 with or without additional lack of RQT factors, other mRNAs from the strongly affected group not identified as NGD targets, mildly and unaffected mRNAs; see Supplementary Fig. S14 for unsmoothed data. **(C)** Boxplot analysis of CDS-wide average PARS scores [88] for groups as in panel (A). **(D)** Position-specific average PARS scores per group, comparing all NGD targets from the strongly affected group of mRNAs to other strongly affected mRNAs not identified as NGD targets, mildly and unaffected mRNAs within the last 25 nt of the coding sequence and the first 20 nt of the 3′-UTR (mean ± 95% confidence interval). See Supplementary Fig. S16A–C for larger sequence window. Boxplot description: Center lines: medians, box limits: 25^th^ and 75^th^ percentiles, whiskers: 1.5× interquartile range from 25^th^ to 75^th^. All data points are represented by dots. Width of the boxes is proportional to the square root of the sample size.

### NGD targets tend to be more strongly folded upstream of the stop codon

Having found that NGD only targets a subgroup of mRNAs, and that this subgroup is defined by more frequent and longer collisions, we sought to find what makes this subgroup different from collision-prone strongly affected mRNAs that are not NGD targets. Here, we compared a number of mRNA features, including, among others, mRNA folding propensity, previously quantified for the yeast transcriptome *in vitro* (resulting in ‘PARS scores’ at nucleotide resolution of each yeast mRNA [88]). Here, we found that NGD targets tended to exhibit higher folding propensities in the coding sequence (Fig. 5C). Focusing on the region around the stop codon (Fig. 5D and Supplementary Fig. S16A–C), we then found significant position-specific differences in PARS scores upstream of stop codons, at positions −17 to −11, relative to the 3′-UTR (Fig. 5D). This region is within the ribosomal footprint of the terminating/stalled ribosome. We hypothesize that this stronger folding propensity might cause additional strain on translation, even before ribosomes reach the problematic C-terminal codon, potentially increasing the risk of ribosomal collisions. Alternatively, this folding propensity could facilitate Cue2-cleavage, in a manner that would yet have to be determined. Finally, it is also possible that an increased folding propensity makes alternative rescue mechanisms, e.g. termination itself, or ribosome splitting by other mechanisms, more difficult to proceed, preventing rescue of collisions, and hence favoring NGD. Interestingly, although folding propensity significantly differed in this region, we were unable to determine any nucleotide or amino acid sequence pattern, apart from a slight underrepresentation of the codon Lys(AAA) at the C-terminal position in NGD targets (Supplementary Fig. S16D–G), suggesting that structure, not sequence is the determining feature here.

#### mRNA cleavage during NGD occurs at multiple positions across NGD targets, is altered upon RQT dysfunction and abolished upon lack of NGD factors

Having identified multiple NGD targets, we now examined whether they all are processed similarly to our example mRNA, *ADH1*, representing the first direct observation of NGD processing fragments of endogenous target mRNAs on a larger scale. Contrary to the common stalling scenario, e.g. on poly(A) tracts, where stalling can occur over a range of positions, in our case, the stall position is clearly defined, with the stop codon positioned in the A-site of the stalled ribosome [63, 64]. In turn, this allows very precise localization of cleavage sites with respect to the positions of stalled and collided ribosomes. To analyze cleavage, for Ski2- as well as Xrn1-lacking strains, we initially focused on the group of targets identified in New1-lacking strains (without further deletion of RQT factors). We first compared sequencing coverage of cleavage fragments over the last 300 nt in front of the 3′-UTR, including the stop codon (positions −1 to −3) (Fig. 6A, see the ‘Materials and methods’ section for details). Here, we found that 5′-fragments in the *SKI2*-deleted and 3′-fragments in the *XRN1*-deleted strains roughly complemented each other. In case of Ski2-lacking strains, they were shifted by about one ribosome footprint (∼30 nt), for Xrn1-lacking strains, the shift was smaller. To gain deeper insights into the actual cleavage pattern, we now analysed read ends across the target mRNAs (Fig. 6B and C). Metaplots were generally very similar for strains lacking different RQT components (but containing Hel2) (Supplementary Fig. S17A–D), allowing to average over all replicates of RQT-deleted variants, among the Ski2- (Fig. 6B and Supplementary Fig. S18A and B) and among the Xrn1-lacking strains (Fig. 6C and Supplementary Fig. S18C and D), revealing increased cleavage upon loss of RQT-factors. For Ski2-lacking strains, we observed a strong ∼30 nt periodicity of cleavage signals, both in presence and absence of functional RQT complex (Supplementary Fig. S20A and B).

**Figure 6.**
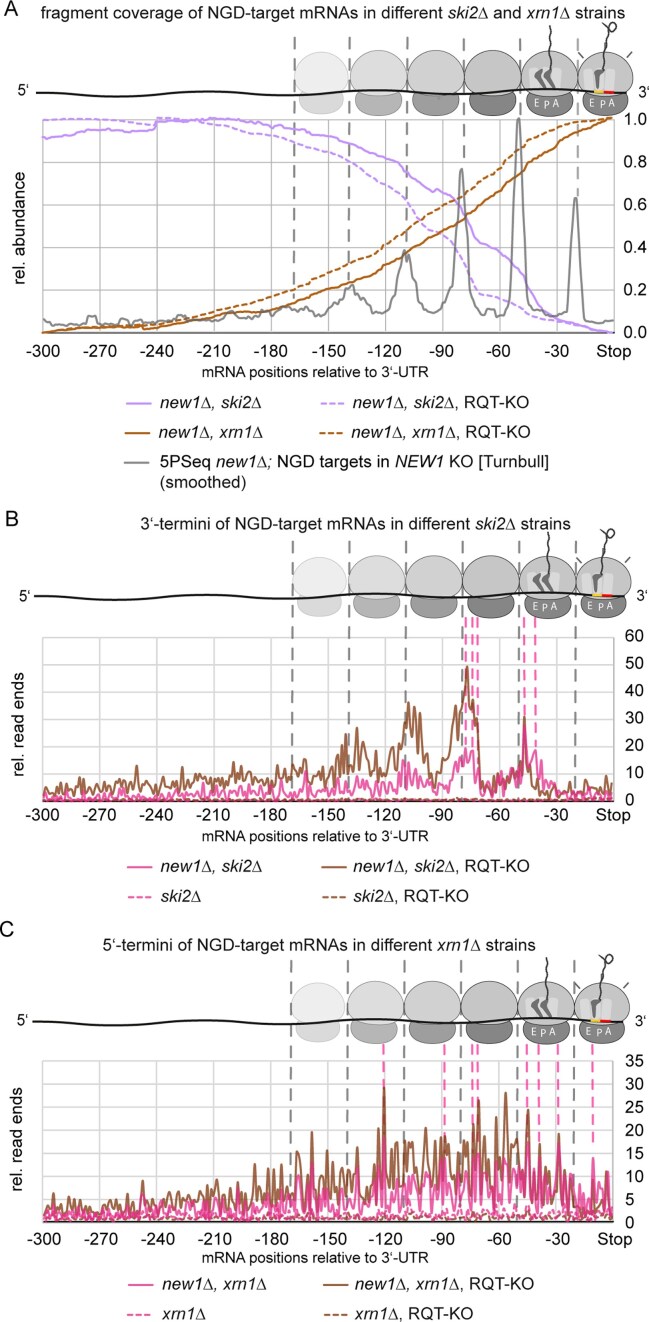
Analysis of endonucleolytic fragments by nanopore sequencing. **(A)** Relative coverage of nanopore sequencing data (from fragments only) across the last 300 nt of the CDS (including stop codon) for mRNAs targeted by NGD in the respective strains lacking *NEW1* and either *SKI2* or *XRN1* without additional loss of RQT factors. Data are shown for strains lacking *NEW1* and either *SKI2* or *XRN1*, and for strains additionally lacking RQT factors. The class of RQT-knockouts (RQT-KO) includes deletions of *SLH1, RQT4* (for *XRN1*-lacking and *SKI2*-lacking strains) and additionally deletions of *CUE3* and *RQT4 *+ *CUE3* (only for *SKI2*-lacking strains). Additionally, the relative, smoothed abundance of 5′-termini from the re-analysis of 5PSeq data [64] in the absence of *NEW1* is shown for NGD targets detected in *NEW1* deletants, with indicated ribosome positions (gray dashed lines). **(B)** Relative distribution of nanopore 3′-read ends across the last 300 nt upstream of the 3′-UTR for NGD targeted genes, in strains lacking *SKI2*. Dashed pink lines indicate cleavage sites enriched without RQT-KO. **(C)** Relative distribution of nanopore 5′-read ends for strains lacking *XRN1*. Additional, related data shown in Supplementary Figs S17–S20. Strains lacking *SKI2 n* = 2 per strain, strains lacking *XRN1 n* = 3 per strain, except *new1Δ, xrn1Δ n* = 2. Data from several strains combined for the RQT-KO group.

In the presence of intact RQT, the majority of cleavages occurred close to the E-site, as well as closer to the 5′-end of the ribosome footprint. In contrast, in the absence of RQT components, maximal cleavage occurred only near the 5′-end of the footprint. This is consistent with the previous suggestion [47] that full RQT-based ribosome splitting activity is required for Cue2-mediated cleavage to occur within ribosomes, whereas cleavages upstream of collided ribosomes can occur without RQT activity. Signals generated from Xrn1-lacking strains were more disperse (Fig. 6C) and did not exhibit any clear periodicity (Supplementary Fig. S20C and D). Previously, variable lengths of 3′-fragments have been observed in Xrn1-lacking yeast strains, which were attributed to the activity of the 5′-to-3′-exonuclease Dxo1 [7]. It is thus likely that Cue2 dependent 3′-fragments can be trimmed to variable, shorter lengths via Dxo1 activity. Despite differences in periodicity, *SKI2*- and *XRN1*-deleted strains exhibited a similar distribution of cleavage signals to the different ribosomes’ footprints, with maximal cleavage being reached within the footprints of the first and second collided ribosomes (in presence of all RQT factors) or the second to fourth collided ribosomes (in the absence of RQT factors; Fig. 6B and C). The near-complete absence of cleavage in the stalled or first collided ribosome in the absence of RQT factors further supports the hypothesis that NGD in a context in which RQT cannot act (in that case due to a self-cleaving reporter in which ribosomes stall at the very 3′-end of the mRNA, prohibiting Slh1 binding [7]) requires at least a collided trisome [7].

Comparing now NGD targets identified in presence of intact RQT to those only identified upon deletion of RQT factors (Supplementary Fig. S18C and D), we observed that the increase in cleavage signal upon deletion of RQT factors was exacerbated for targets only identified in RQT deletion strains. In comparison, the top abundant non-targets among ‘strongly affected’ mRNAs revealed much lower cleavage signals and only minor differences upon deletion of RQT factors (Supplementary Fig. S18B and D). In strains lacking Xrn1, signals for this group did not exceed background seen in New1-containing controls. However, in the case of Ski2-lacking strains, patterns resembled those found in NGD targets, though at much lower amplitude. This might imply that NGD happens, sporadically, on those sequences, but at much lower frequency.

Focusing on strains lacking known NGD factors (Supplementary Fig. S19A–F), we observed strongly reduced cleavage signals (Supplementary Fig. S19A and B). Strains lacking Hel2, Cue2, or a combination of Hel2 and Slh1 did not exhibit cleavage beyond background in New1-containing controls (Supplementary Fig. S19C–F), further validating that target mRNAs are subject to canonical NGD, requiring Hel2 and endonucleolytic cleavage by Cue2.

Interestingly, in Dom34-lacking strains, minor cleavage signals beyond control were observable, suggesting that NGD activity is potently reduced, but not fully inhibited upon lack of Dom34 (Supplementary Fig. S19C).

All changes observed on the metagene level were also observable when analyzing the *ADH1* mRNA alone (Supplementary Figs S21–S24), although we note that here, cleavage within the first collided ribosomes was already lower, compared to other mRNAs, even in the presence of all RQT components. As the *ADH1* mRNA appears to be particularly prone to queuing and NGD (Fig. 3B), it is possible that other cleavage sites are preferred, due to long queues. On the other hand, for *ADH1*, the increase in cleavage score upon loss of RQT components was extremely modest in the *XRN1* deletion background, suggesting that RQT may not have been very active on ribosomes stalled on the *ADH1* mRNA in the first place, possibly due to features specific to this sequence. As one example, according to PARS score [88] analysis, *ADH1* features among the most folded mRNAs. This may also explain the particularly strong NGD signature, with *ADH1* mRNA exhibiting one of the highest cleavage scores of the whole dataset, as well as the low occurrence of cleavage within the first collided ribosomes, which we had interpreted as RQC-coupled NGD. Compared to average, we also still observe considerable cleavage upon loss of Dom34. This shows that Dom34 is likely not essential for NGD on at least some targets but does promote NGD activity.

#### NGD targets are downregulated at the mRNA and protein levels

To assess changes in mRNA abundance upon deletion of *NEW1*, we performed nanopore sequencing employing the standard library preparation protocol without *in vitro* polyadenylation on RNA samples from *new1Δ* strains (containing the *SKI2* and *XRN1* gene), and compared RNA levels to wildtype. Here, levels of mRNAs that we identified as NGD targets were (on average) downregulated upon lack of New1. To the contrary, levels of other mRNAs from the strongly affected class that were not identified as NGD targets, mildly affected or unaffected mRNAs were not (Fig. 7A). Some of the most downregulated mRNAs are *ADH1, PGK1*, and *GPM1*. Protein levels showed a very similar, though somewhat stronger trend (Fig. 7B). The fact that fold-changes in the levels of non-NGD targets from the strongly affected class of mRNAs did not differ significantly from changes in the mildly affected group, on both, mRNA and protein level suggests that the strongly affected, non-NGD target mRNAs are effectively rescued, and that our approach has indeed identified the majority of NGD targets. The fact that the regulation appears weak could be due to additional perturbations, especially at the mRNA level, where specific genes could be transcriptionally upregulated, e.g. to compensate for NGD-based downregulation. This appears especially probable since many important genes from metabolism and from the translation machinery are targets of NGD, thus causing major perturbations for the cells. As mentioned, downregulation of NGD targets appears stronger at the protein than at the than at the mRNA level. One possible reason for this is the fact that collision frequency would be highest on the most translated mRNAs. Thus, the mRNA molecules that should produce the highest protein output would be most prone to degradation, while less translated individual molecules would be less likely to be degraded, thereby affecting protein output more strongly than template abundance. In addition to this, besides NGD, another possible outcome of ribosome collisions is the degradation of nascent peptides via RQC. This can happen independently from NGD, but would require prior ribosome splitting, e.g. by the RQT complex. Although beyond the scope of this work, it is possible that proteins are downregulated not only as a consequence of mRNA degradation due to NGD, but also by RQC.

**Figure 7.**
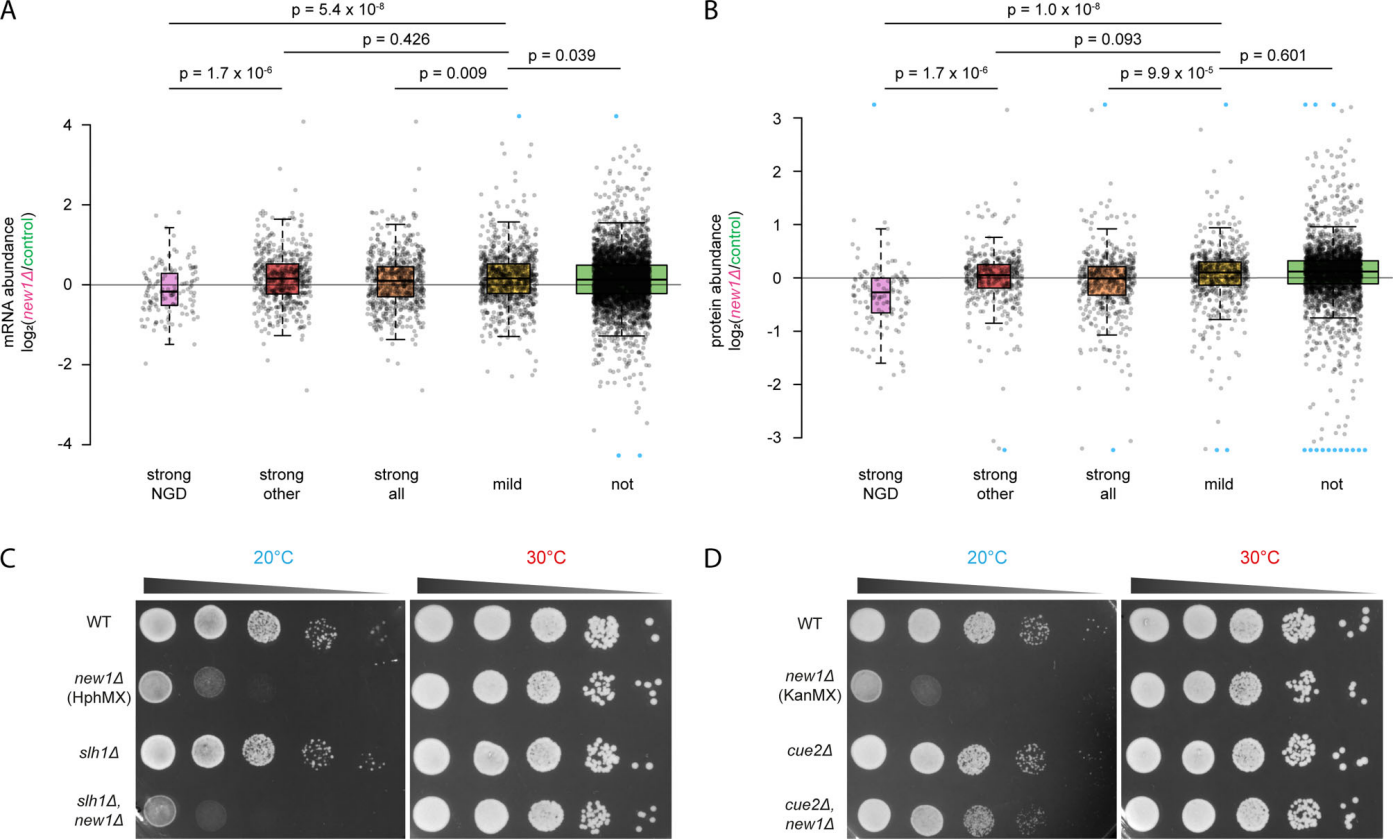
Consequences of NGD for yeast cells lacking New1. Boxplot analysis of fold-changes in mRNA, measured by nanopore sequencing **(A)** and protein abundance, measured by proteomics **(B)** between *new1Δ* and wildtype, both grown at 20°C. NGD targets from the strongly affected group are compared to non-targets (strong other) from the strongly affected group of mRNAs, and to all strongly, mildly, and unaffected ones. Boxplot description: Center lines: medians, box limits: 25^th^ and 75^th^ percentiles, whiskers: 1.5× interquartile range from 25^th^ to 75^th^. All data points are represented by dots. Extreme outliers are represented below minimum or above maximum in blue. (**C, D**) Cold sensitivity of different mutants analysed by spot assay: Serial dilutions were prepared starting from an OD_600_ of 1 (four consecutive 1:10 dilutions) and 10 µl per dilution spotted on YPD plates. Plates were incubated at either 20°C or 30°C (control), as indicated and imaged after 3 days. **(C)** Lack of RQT factor Slh1 aggravates cold sensitivity of New1-lacking yeast. **(D)** Lack of NGD endonuclease Cue2 rescues cold sensitivity of New1-lacking yeast.

### NGD is a major determinant of cold sensitivity in New1-lacking yeast

Having identified 139 NGD targets, featuring prominent metabolic genes, and considering positive genetic interactions between the *NEW1* gene and several genes encoding NGD factors [50], we asked whether NGD is the cause for cold sensitivity [63–65] reported for New1-lacking yeast. To this end, we performed spot assays to compare the viability and growth of wildtype yeast, single deletants lacking New1, Slh1 or Cue2, and of double deletants lacking New1 in combination with Slh1 or Cue2 (Fig. 7C and D). While no growth differences were observable at 30°C, at 20°C lack of New1 alone caused a severe delay in growth, as previously reported [63–65], whereas lack of Slh1 in addition to New1 even slightly aggravated this phenotype (Fig. 7C). Contrary to this, lack of Cue2 in addition to lack of New1 partially rescued growth, almost to wildtype levels (Fig. 7D), indicating that NGD is a major determinant of cold sensitivity in New1-lacking yeast. Whether remaining growth differences are due to minor NGD pathways still active in the absence of Cue2, or rather due to other effects is unclear. We conclude that, for yeast cells, the presence of New1 represents a selective benefit, as the factor prevents mRNA degradation by NGD for an important subset of mRNAs.

### UV crosslinking and analysis of cDNA reveals New1 interactions with transfer, ribosomal, and messenger RNA

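For New1, BY4741 cells that carried New1 with an HTP tag in wildtype background were grown at 20°C and crosslinked as for Hel2-HTP, with an RNase treatment of 4.5 min for New1-HTP and untagged cells. The New1-HTP libraries from cells lacking *HEL2* were not analysed here. The 2 New1-HTP libraries held 1642489 and 2428119 reads on features, of which 661950 and 1034984 were on mRNA. The comparison libraries were the 4 Hel2-HTP libraries of the same temperature and, for background, the untagged ones, whose small size leaves wide intervals. *NEW1* had 696 and 581 reads in New1-HTP, against 0 in both Hel2-HTP *new1Δ* libraries. *HEL2* had 1 and 143 reads in New1-HTP, and 23.9% of the mRNAs with at least 100 reads in the second New1-HTP replicate had at most 3 in the first. The Spearman coefficient between the replicates was 0.554 across 5838 genes. Shares of RNA classes were compared with exact permutation tests, and genes and tRNA types with edgeR's quasi-likelihood test on the 6 tagged libraries at 20°C, without a block.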

Finally, to address how New1 might protect mRNA from C-terminal ribosome collisions, we performed CRAC using strains in which New1 was (HTP) tagged, and in which collision sensor Hel2 was either present or absent. We compared these data to complementary CRAC data for Hel2 in presence and absence of New1. 

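Reads of the New1-HTP replicates were 40.3% and 42.6% mRNA and 19.7% and 16.4% tRNA. The means were 41.5% ± 1.64 for mRNA, 34.6% ± 0.507 for rRNA and 18.1% ± 2.34 for tRNA (SD, n = 2). The 4 Hel2-HTP libraries at 20°C had 45.3% ± 6.84 mRNA, 43.5% ± 7.34 rRNA and 7.22% ± 0.609 tRNA (SD, n = 4). The plot of RNA classes shows each library.

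**Figure D2:**
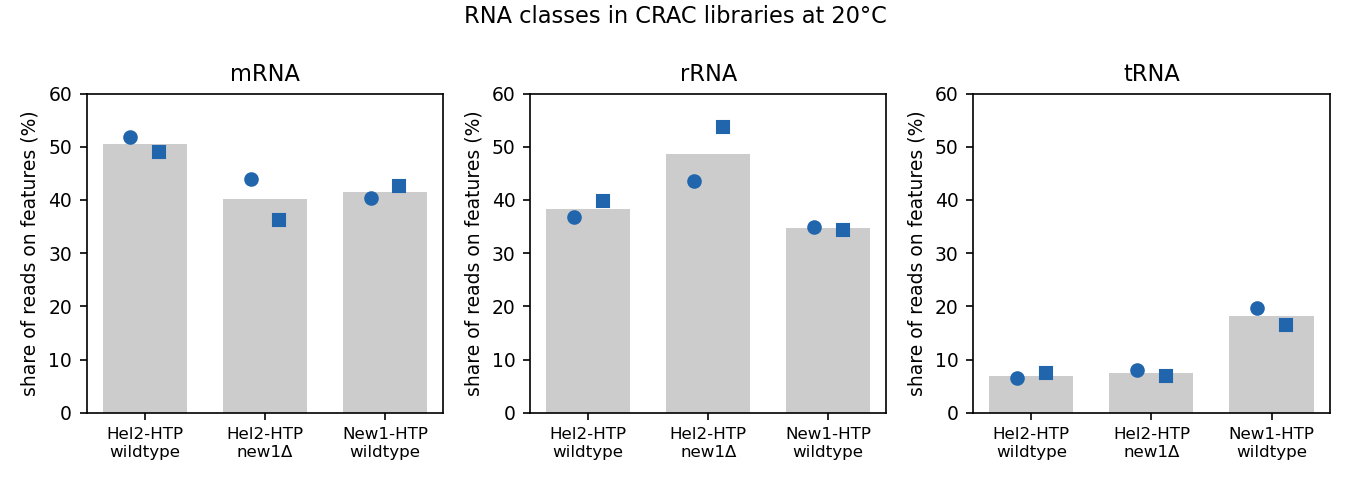
Share of reads on features, in percent, that fell on mRNA, rRNA and tRNA in CRAC libraries at 20°C. Bars are the mean of 2 replicates and the circle and square are replicates 1 and 2; tRNA was at 19.7% and 16.4% in New1-HTP and between 6.56% and 7.96% in Hel2-HTP.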

Here, we found that New1 binds mRNA, rRNA, and tRNA, consistent with a role in translation (elongation and/or termination; Supplementary Table S12). However, we did not see major differences depending on presence or absence of Hel2. A detailed description is given in Supplementary Text S2, Supplementary Figs S25 and S26. tRNA binding was especially high for tR(CCU), the tRNA that decodes the queue-inducing codon R(AGG), but not other tRNAs decoding other queue-inducing codons (Supplementary Table S13). 

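tR(CCU) took 6.20% (95% Wilson interval 6.12% to 6.28%) of the tRNA reads in the first New1-HTP replicate and 28.9% (28.8% to 29.1%) in the second, a mean of 17.6% ± 16.1 (SD, n = 2). In Hel2-HTP at 20°C it took 5.42% and 8.49% in wildtype and 4.17% and 9.39% in *new1Δ*, and the difference from New1-HTP had p = 0.2 (exact permutation test of 2 against 4 libraries, two-sided). In untagged cells it took 8.40% (4.75% to 14.4%) of 131 tRNA reads and 13.1% (11.6% to 14.8%) of 1741 tRNA reads. By share, the first New1-HTP replicate was thus below both untagged libraries and only the second was above them. In numbers, tR(CCU) had 20110 and 115412 reads in New1-HTP against 11 and 228 in untagged cells. A share within a small untagged library does not measure how much background a tagged library holds. The share was higher in replicate 2 than in replicate 1 in every group at 20°C, and within replicate numbers New1-HTP exceeded the mean of Hel2-HTP by 1.41 points in the first and 20.0 points in the second. Without the second replicate the New1-HTP value was 6.20%. In edgeR's quasi-likelihood test over tRNA types, tR(CCU) had a log2 fold change of 1.85 against Hel2-HTP wildtype (standard error 0.82, adjusted p = 0.58). None of the 42 types tested passed an adjusted p of 0.05, with 2 at an unadjusted p under 0.05. The choice that moved this count most was a library size from all reads in place of tRNA reads, which gave 5 types, tR(CCU) among them at a log2 fold change of 2.60.

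**Figure D3:**
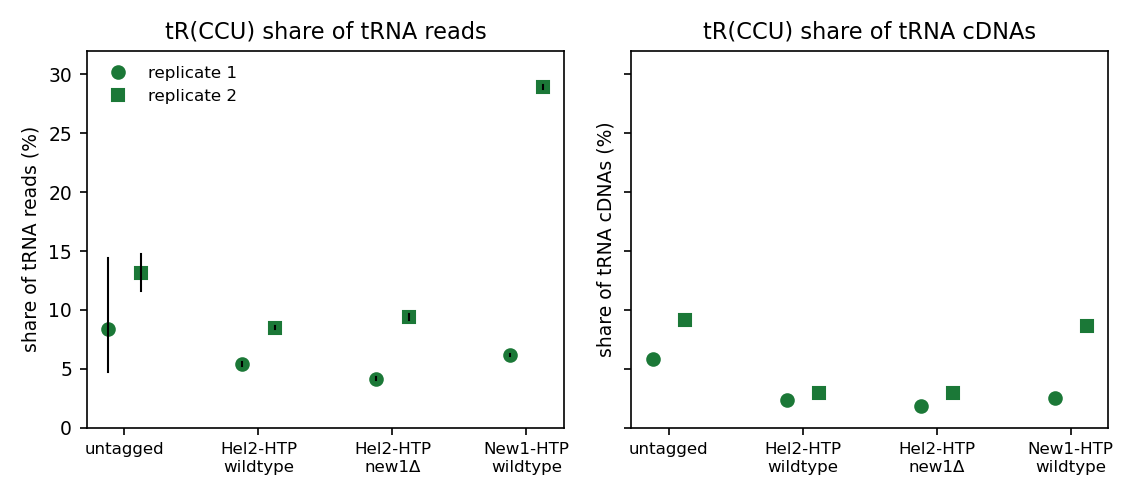
Share of tR(CCU) among tRNA reads (left) and among tRNA cDNAs (right), in percent, in CRAC libraries at 20°C. Circles are replicate 1 and squares replicate 2, and lines on the left are 95% Wilson intervals, from 4.75% to 14.4% in the smaller untagged library; replicate 2 of New1-HTP, at 28.9% of tRNA reads, is the highest point.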

Several of New1’s major crosslink sites on 18S rRNA (Supplementary Fig. S25A and B) coincided with crosslink sites of Hel2, suggesting both factors’ binding may be mutually exclusive, and potentially explaining changes in Hel2 crosslinking upon loss of New1 (Supplementary Fig. S25A). Moreover, various major New1-rRNA crosslink sites also closely matched published cryo-electron microscopy (cryo-EM) structures (Supplementary Fig. S25B). Nevertheless, additional ones may be explained by either flexible regions of New1 not resolved in the cryo-EM structure, or by potential additional, transient interactions. New1’s mRNA binding (Supplementary Fig. S26) revealed a preference for binding to the 3′-UTR, similar to Hel2-binding. Interestingly though, we did not observe any binding preference for mRNAs containing queue-inducing C-terminal codons. 

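Against Hel2-HTP from wildtype cells, the median fitted log2 fold change of New1-HTP reads was 0.15 for 523 strongly affected mRNAs and 0.09 for 2974 unaffected mRNAs. The difference of 0.07 did not pass the threshold (adjusted p = 0.99 from limma's camera over 10 class comparisons), and it was −0.039 without the filter on low counts. The ratios per pair gave 0.37 and −0.18, so leaving out the first replicate reversed the sign. Of 4149 genes, *ADH1* and *ADH2* (YMR303C, chromosome XIII, 873291 to 874337, minus strand) passed the threshold, and 87 had an unadjusted p under 0.05. *ADH1* had 2371 and 3758 reads in New1-HTP and a log2 fold change of −2.97 (standard error 0.22, adjusted p = 8.2e-04, edgeR's quasi-likelihood test), with an adjusted p from 5.5e-40 to 0.097 over the alternatives. *ADH2*, with 310 and 474 reads against 4338 and 7364, had a log2 fold change of −3.62 (standard error 0.38, adjusted p = 0.0089, edgeR's quasi-likelihood test), but reads of these paralogs may be counted on each other. DESeq2 in place of edgeR gave 14 genes, and a fit of only the 4 libraries compared gave 0, with 151 at an unadjusted p under 0.05.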

In conclusion, our crosslinking data show rRNA interactions of New1 which are in line with published cryo-EM data [63, 64], as well as additional interactions with rRNA, mRNA and tRNA which have not been described before. These results suggest that New1 is not exclusively engaging terminating ribosomes on queuing-prone mRNA C-termini, but ribosomes at all positions of all mRNAs. This would be in line with structural data showing New1 bound to ribosomes in different translation states [64].

## Discussion

We propose the following order of events related to translation, translation termination and surveillance upon New1 deficiency (main steps summarized in Fig. 8): Lack of New1 leads to inefficient termination at stop codons, dependent on specific C-terminal codons (most prominently: K(AAA), R(AGG), R(CGU)), and favors ribosomal collisions. On all or most of the mRNAs, collisions are sensed by Hel2, which ubiquitinates uS10 of affected ribosomes. For ∼140 of the >600 strongly affected mRNAs, NGD occurs, with Cue2-mediated endonucleolytic cleavage occurring in part within or upstream of the collided or following ribosomes (in presence of functional RQT). Split 60S:peptide complexes are possibly targeted to RQC (not further investigated in our study). Alternatively, Cue2 can also cleave mRNA upstream of collided ribosomes, without prior ribosome splitting via the RQC-uncoupled NGD pathway. Indeed, we show that upon lack of New1, NGD becomes more prominent on NGD targets in the absence of functional RQT complex. This shows that while the RQT complex enables RQC-coupled NGD, it is also able to rescue some mRNA molecules that would otherwise be targeted to Cue2-mediated NGD by resolving queues, as previously described [28]. Cleavage fragments are then degraded exonucleolytically by the exosome with the help of the Ski complex, and by Xrn1 (as is consensus in the literature). The degradation of NGD targets (complete list of targets identified in Supplementary Table S11) further propagates to the reductions in levels of corresponding proteins, including several essential metabolic enzymes (e.g. Pgk1 and Gpm1) and translation components, which are among the most abundant yeast proteins (e.g. eEF-1 alpha and eEF-1 beta). The remaining mRNAs from the strongly affected class were not identified as NGD targets. Although in some cases this could be due to lack of sensitivity of our method, changes in the levels of mRNAs and of proteins translated from those did not differ significantly from changes in the mildly or unaffected classes of mRNAs. This suggests that they are indeed not targeted to NGD, or if so, only to a low degree. In turn, this implies that despite recruitment of Hel2, those mRNAs are effectively rescued, potentially by deubiquitination via Ubp2 and/or Ubp3, as recently described [104, 105]. Another possibility is that ribosomes eventually undergo termination, thereby relieving the ribosome collision. It is thus far unclear whether termination of the leading ribosome is still possible if stalling and collision happen at the stop codon, or whether ribosomes would then be trapped in the collided state, especially upon Hel2-mediated ubiquitination.

**Figure 8.**
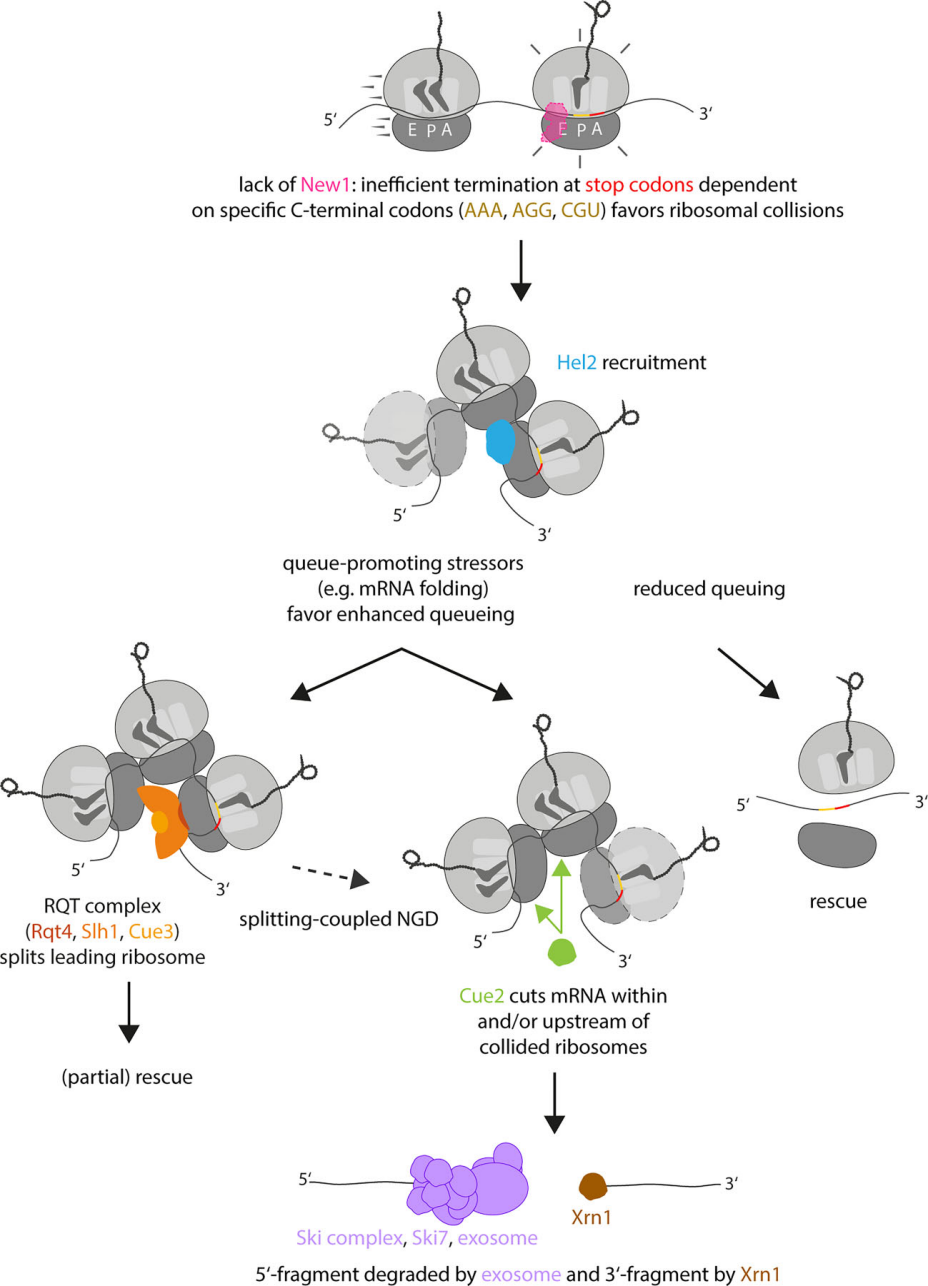
Proposed order of events in the absence of New1. The dashed arrow represent RQC-coupled NGD, where Cue2 cleaves within ribosomes, requiring RQT-catalyzed splitting. The translucent ribosome would only be present under queue-promoting conditions (second row) or in the RQC-uncoupled pathway (third row, middle).

One factor that differed between mRNAs that were identified as NGD targets and those that were not was the degree of folding in the coding sequence, where we detected increased propensity for being structured few codons upstream of the stop codon. 

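The difference between the effects of *new1Δ* on Hel2-HTP reads at 20°C and at 30°C was tested directly. For strongly affected mRNAs it was 0.77 on the log2 scale, and for mildly affected mRNAs −0.059 (adjusted p = 0.43 and 0.99 from limma's camera). Among genes with at least 10 reads in every library, both differences changed sign, to −0.14 and 0.22. Of 4831 genes, 6 passed an adjusted p of 0.05 for the difference (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all of them lower at 20°C than at 30°C, and 121 had an unadjusted p under 0.05. In 4 of the 6, both replicate pairs had this direction in median-centred ratios, which the centring raised in the second pair at 20°C. *ADH1* had a difference of −2.52 (standard error 0.35, adjusted p = 5.9e-09, edgeR's quasi-likelihood test), with −2.06 and 0.10 in the median-centred pairs. The limit to genes with at least 10 reads in every library left 0 of these genes, with 54 at an unadjusted p under 0.05. Since the 20°C and 30°C libraries were prepared differently, temperature and preparation cannot be told apart in these differences.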

If structure is a determinant, this can conceivably explain the difference in growth phenotype observed between 20°C and 30°C (Fig. 7C and D) although neither queuing [63, 64], nor Hel2 recruitment (Fig. 1A–C and Supplementary Figs S2, S3, and S5) varied considerably between the temperatures. Structure formation would be expected to vary in a temperature-dependent manner and could impede alternative rescue mechanisms in the absence of New1.

Concerning the effect of lack of New1, the average decrease in protein levels observed for NGD-targets in the strongly affected group of mRNAs was greater than that of corresponding mRNA levels (Fig. 7A and B). Two possible explanations we suggest are that either mRNA templates that are more strongly translated would be more prone to collision and would therefore be more strongly depleted from the pool than other, less translated molecules, thereby affecting protein output more strongly than template abundance. Alternatively, or in addition, it is possible that the decrease in protein levels is more strongly influenced by the RQC pathway, which can occur in parallel to or independently of NGD. Although we did not investigate the effect of New1 on RQC in this work, we note that the *NEW1* gene exhibits positive genetic interactions with the *RKR1/LTN1* gene [50], which encodes the central RQC factor Ltn1, responsible for ubiquitination of nascent peptides on stalled ribosomes [106]. RQC-based degradation of peptides from collided ribosomes may thus also be triggered in the absence of New1.

Interestingly, we observe an over-representation of strongly affected lysine and arginine codons at C-termini, compared to their frequency in gene bodies in *S. cerevisiae*, whereas alternative, unaffected codons encoding the same amino acid are under-represented at C-termini (Table 1). This is despite the fact that several important cellular proteins are, as a consequence, strongly reduced upon lack of New1. This striking over-representation may suggest a potential fitness benefit by retaining, or even favoring queue-inducing C-terminal codons over iso-coding non-queue-inducing C-terminal codons [e.g. favoring K(AAA) over K(AAG)], when New1 is available. The over-representation of queuing-prone C-terminal codons, which requires New1 to avoid fitness losses, also suggests that New1 could have regulatory potential. As an example, New1 expression was found to be strongly decreased in stationary phase [107], where this may contribute to downregulation of New1’s target genes. As another hypothesis, the highly affected C-terminal codons may allow longer time for termination, e.g. to allow proper folding or binding of co-factors/interactors, before peptide release, while still maintaining proper termination in the presence of New1.

**Table 1.** C-terminally stalling codons are overrepresented at the C-terminus in *S. cerevisiae* (from our own reference files, see the ‘Materials and methods’ section)

	Codon	% CDS (total count)	% C-terminus (total count)	Ratio % C-terminal/% CDS (total C-terminal/total CDS)
K	**AAA** (strong)	59 (126 170)	76 (552)	1.29 (0.44%)
(AAR)	**AAG** (not)	41 (89 468)	24 (172)	0.59 (0.19%)
	**AGG** (strong)	21 (27 768)	24 (69)	1.14 (0.25%)
R	**AGA** (not)	47 (61 905)	33 (95)	0.70 (0.15%)
(AGR/CGN)	**CGU** (strong)	14 (18 452)	24 (71)	1.71 (0.38%)
	**CG(A/C/G)** (mild)	17 (22 342)	19 (55)	1.12 (0.25%)

Percentage of specific lysine and arginine codons of total lysine or arginine codons at C-termini and in CDS are given, as well as ratio of percentage at C-terminus and CDS.

Although we are beginning to better understand the consequences of lack of New1, what exactly the protein does is still unclear. Cryo-EM studies [63, 64] suggest that its binding mode is similar to that of its better characterized homologue eEF3. Our crosslinking data also support that New1 interacts with ribosomes *in vivo*, and that it does so along the whole mRNA; however, with a preference for the 3′-terminus, suggesting a preference for terminating ribosomes. Although the absence of New1 only induces ribosome collisions and related downstream consequences on specific mRNAs, New1 itself is apparently able to interact with terminating ribosomes on any mRNA.

Why does lack of New1 not affect all mRNAs and terminating ribosomes equally, in terms of causing collisions? We suggest that another, additional factor, e.g. eEF3, which has also been implicated in translation termination [60], is able to fulfil the same role as New1 on most, but not all mRNAs/tRNAs. This would be in line with published findings that New1 overexpression was able to compensate to some degree for eEF3 deficiency, but presence of eEF3 was not able to compensate for *NEW1* deletion [63]. Therefore, specifically in the context of translation termination, New1 seems to be required only for a subset of mRNAs/tRNAs. On the structural level, this differential requirement could be caused by the chromodomain, which is shorter for New1 than for eEF3 [63]. At least in the case of eEF3, this domain interacts with the ribosome’s L1 stalk [55]. Alternatively, New1 could be probing all terminating ribosomes, but only act on a subset of them that exhibits problems in termination. Such problems could be caused, e.g. by the local structure of mRNA, tRNA and/or termination factors within the ribosome. Indeed, it is highly likely that the tRNAs that decode affected codons are major determinants of the problems in termination and the queuing phenotype. tRNA specificity probably explains the codon dependence we and others observe [64]. It has been convincingly demonstrated that deletion of the main tRNA decoding the R(AGG) codon [*HSX1*/tR(CCU)] inhibited C-terminal ribosome queuing upon deletion of *NEW1* [64] on the subset of mRNAs ending in R(AGG), followed by weak stop codon ‘UGA’ and the nucleotide cytosine. In addition, specific tRNAs have recently been shown to recruit the CCR4-NOT complex to human translating ribosomes, triggering mRNA decay, whereas structural properties of other tRNAs prevent this recruitment [108]. In a similar fashion, tRNA structure could hamper proper recruitment of termination factors to the terminating ribosome, as suggested by Turnbull *et al.* [64]. As an additional feature, tRNA modification could be a determinant of termination problems [64]. However, arginine codons R(CGA), R(CGC), and R(CGU) are all decoded by the same tRNA but are not affected by lack of New1 to the same extent according to our data (Fig. 1B: R(CGA), R(CGC) – mildly affected; R(CGU) – strongly affected). This suggests that it is not the tRNA alone that determines the extent of problems in termination. A role for mRNA structure has previously been demonstrated for difficult-to-decode codon stretches, where the conformation of mRNA within the ribosome interferes with tRNA binding [8, 9]. Finally, we could also envision that the local structure of the ribosome itself could play a role, where, e.g. the ribosomal L1 stalk might be in different conformations, depending on the P/E-site or E-site tRNA.

New1 is not the only ABCF protein involved in resolving problematic translation events. Multiple bacterial ABCF proteins have been described to resolve translational stalls caused by antibiotics [54, 109–111] or difficult-to-decode codon stretches, including both, polyproline and charged amino acid stretches [112–115]. The bacterial ABCF proteins share the function of relieving translational difficulties with elongation factor EF-P. Interestingly, EF-P's yeast ortholog, eIF5A, has been implicated with resolving similar difficulties, in addition to resolving or preventing termination deficits and ribosomal queueing at stop codons [101]. This further demonstrates functional similarities in the resolution of yeast and bacterial translation difficulties.

Like New1 [63, 64], those ABCF proteins interact with the E-site; however, they contain a P-site tRNA-interacting domain not present in New1, which is important for their activity [111]. How New1 exerts an activity that depends on the P-site tRNA, without this domain remains to be elucidated. It is possible that the N- and C-terminal extensions of the New1 structure that have not been resolved yet (Supplementary Fig. S25B) are required for this. Although ribosome collision at the stop codon is an important phenotype in *new1Δ*, the structure of the collided ribosomes from such strains has not been determined yet. Since these collisions initiate with ribosomes containing the stop codon in the A-site, it remains to be seen whether these ribosomes already contain termination factors, or whether the A-site remains vacant, e.g. due to structure of the P-site tRNA. At least in presence of New1, ribosomes containing both, New1 and eRF1 have been observed [64]. Such variations may differentiate C-terminal collided ribosomes from ribosomes collided on other stall-inducing sequences, and may also have consequences on downstream surveillance pathways.

Beyond giving insights into the consequences of New1 dysfunction, our work exemplifies, how (in the absence of New1) highly abundant proteins are mRNA-specifically downregulated by the NGD pathway, under physiological conditions, in the absence of translation inhibitors or mRNA damage. NGD upon lack of New1 and NGD on other endogenous substrates under different conditions might differ to some degree. However, the clearly determined position of the stalled ribosome with the stop codon in the A-site represents a highly defined system, which has allowed for unprecedented insights into NGD endonucleolytic cleavage across a whole variety of targets, in presence and absence of RQT function. Having been able to confirm observations previously made on exogenously expressed reporters, now on a whole set of endogenous targets, we firmly believe that our findings will also be applicable to other scenarios in which NGD occurs.

Collectively, our work demonstrates that New1 represents a protective factor that is needed in yeast to avoid NGD. Presence of New1, on the other hand, enables budding yeast to be enriched for specific lysine and arginine codons in the stop codon context, which appear to confer selective advantages as long as potentially deleterious consequences, including NGD, are avoided.

## Supplementary Material

gkag047_Supplemental_File

## Data Availability

CRAC data are available at GEO, under the accession number GSE275093. Nanopore sequencing data are available at Bioproject (Project Number: PRJNA1291453). The documentation of the computational pipeline used for nanopore sequencing analysis, including the source code is available in Zenodo [86]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [116] partner repository with the dataset identifier PXD055983.

# Supplementary material for: Yeast elongation factor homolog New1 protects a subset of mRNAs from degradation by no-go decay
**Source:** Nucleic Acids Res. 2026 Jan 29;54(3):gkag047. doi: 10.1093/nar/gkag047
**Supplement:** gkag047_Supplemental_File

## Supplementary Information for

Yeast elongation factor homolog New1 protects a subset of mRNAs from degradation by no-go decay

Max Müller<sup>1</sup>, Lena Sophie Tittel<sup>1</sup>, Elisabeth Petfalski<sup>2</sup>, Kaushik Viswanathan Iyer<sup>1</sup>, Alina-Andrea Kraft<sup>1</sup>, Stefan Pastore<sup>1</sup>, Tamer Butto<sup>1</sup>, Marie-Luise Winz<sup>1</sup>

### Content:

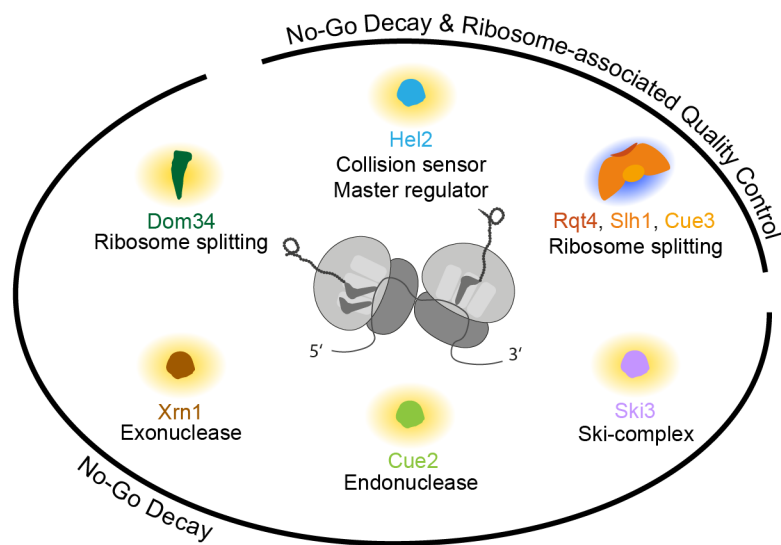

**Supplementary Figure S1:** No-go decay (and ribosome-associated quality control) factors encoded by genes that exhibit positive (yellow halo) or negative (blue halo) genetic interactions with *NEW1*, and their roles in no-go decay.

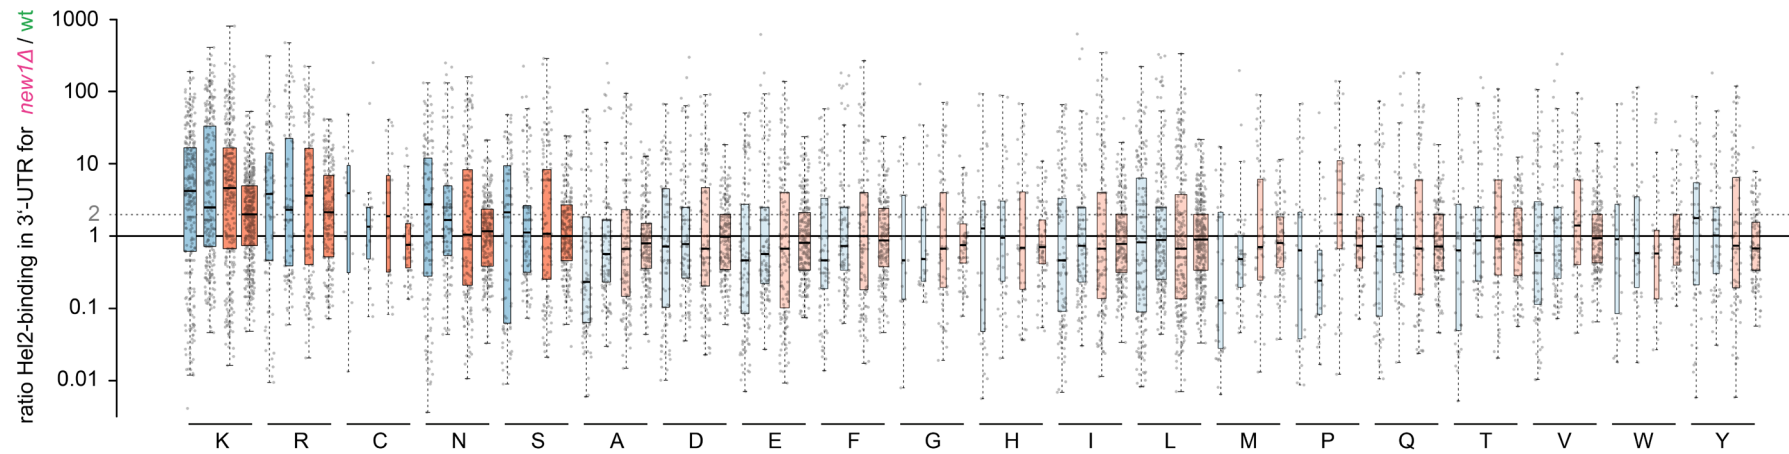

**Supplementary Figure S2.** Ratio of Hel2 binding in 3'-UTR for *new1Δ*/wildtype at 20°C (blue, 2 replicates), and 30°C (red, 2 replicates) for mRNAs, plotted by C-terminally encoded amino acids. Non-affected amino acids are shown with higher transparency. Center lines show the medians, box limits indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles, as determined by R software; whiskers extend 1.5 times the interquartile range from the 25<sup>th</sup> and 75<sup>th</sup> percentiles. All data points are represented by dots. Width of the boxes is proportional to the square root of the sample size. Related to **Figure 1**.

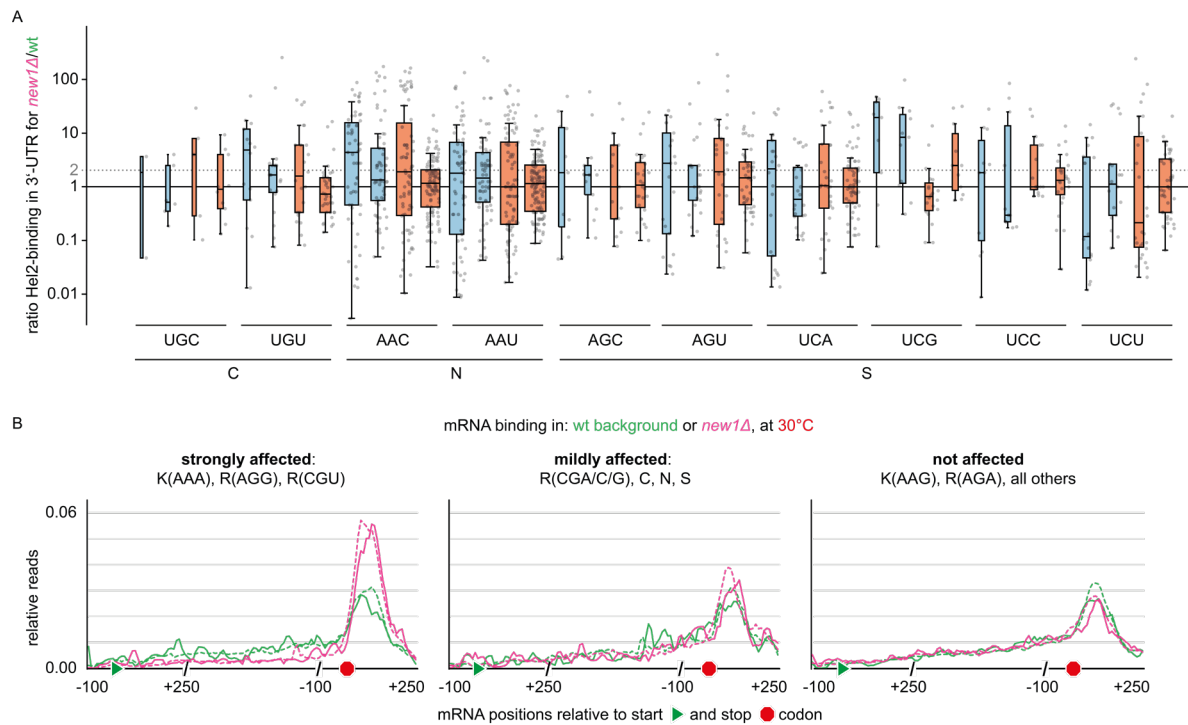

**Supplementary Figure S3.** Related to **Figure 1.** **(A)** Ratio of Hel2 binding in 3'-UTR for *new1Δ*/wildtype for all cysteine, asparagine, and serine codons at 20°C (blue, 2 replicates), and 30°C (red, 2 replicates). Boxplot description: Center lines: medians, box limits: 25<sup>th</sup> and 75<sup>th</sup> percentiles, whiskers: 1.5x interquartile range from 25<sup>th</sup> - 75<sup>th</sup> percentile. All data points are represented by dots. Width of the boxes is proportional to the square root of the sample size. **(B)** Metaplots showing Hel2 binding (relative hits) in either wildtype (wt, green, 2 biological replicates) or *new1Δ* (magenta, 2 biological replicates) background, at 30°C, for those mRNAs within the group of top 1000 highest Hel2-bound mRNAs (1) with C-terminal codons being either strongly affected, mildly affected or not affected by lack of New1.

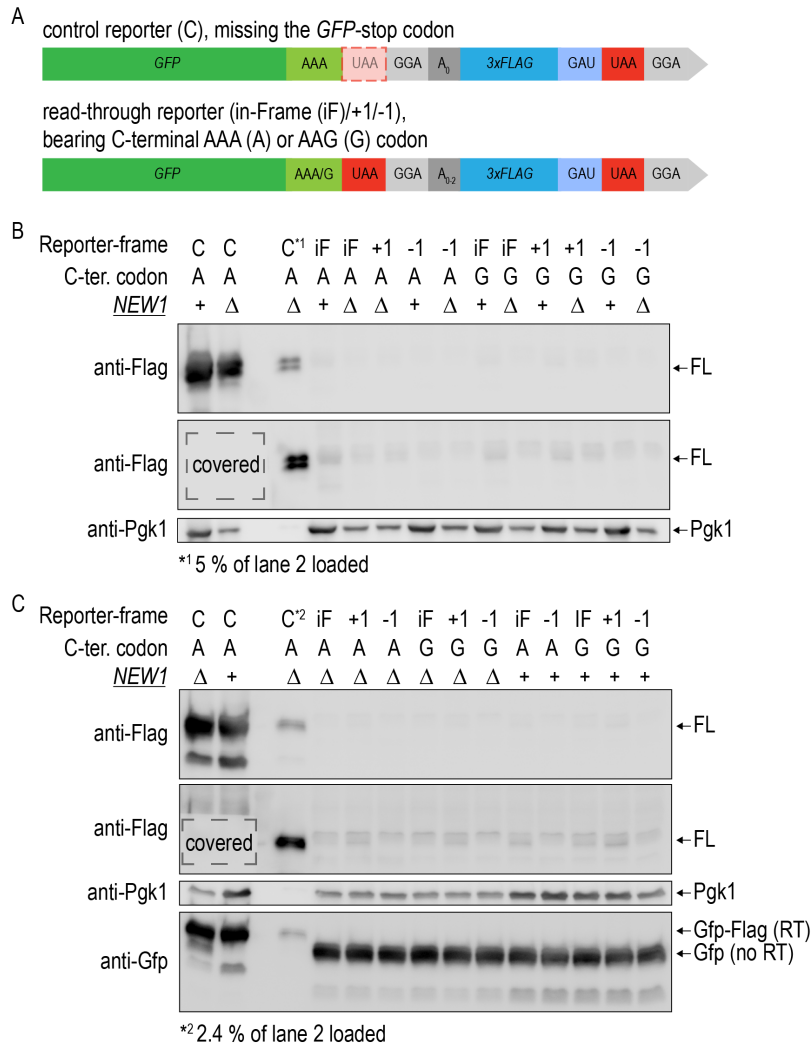

**Supplementary Figure S4.** Readthrough reporter assay. **(A)** The readthrough reporter consist of the coding sequence of GFP, with either the native lysine codon 'AAA', found to induce queuing upon *new1Δ*, or the non-queuing C-terminal lysine codon 'AAG', followed by the strong stop codon 'UAA'. To avoid sequence variation downstream of the stop codon, a glycine spacer ('GGA') was added. To allow tagging of readthrough products with a 3xFLAG-tag in all three reading frames, three constructs were designed, containing either no, one or two additional nucleotides 'A' for in-frame (iF), +1 or -1 reading frame, respectively. Since the 3xFLAG sequence would end with a lysine codon ('AAG'), an additional aspartic acid ('GAU') spacer was introduced in front of the 3xFLAG stop codon (UAA), followed by a glycine codon ('GGA'). The control construct is identical to the described reporters, except that it misses the GFP stop codon. Consequently, each ribosome is capable of carrying out translation to the end of the 3xFLAG-tag. **(B)** Western blot analysis of GFP-3xFLAG-tagged readthrough reporter protein in *new1Δ* (*NEW1*: Δ) and wildtype (*NEW1*: +) strains harbouring either the control construct ('C') or constructs with the 3xFLAG-tag in-frame (iF), in the +1 shifted frame (+1) or in the -1 shifted frame (-1), with a C-terminal lysine codon 'AAA' ('A') or 'AAG' ('G'). Protein extract from equal amounts of cells was loaded per lane. In the second panel, the control samples were covered during visualization. Indices show the relative loading compared to lane 2 **(B)** or lane 1 **(C)**. In **(C)** the Gfp signal is visualized in addition and sizes of Gfp-Flag with readthrough (RT) or without readthrough (no-RT) are indicated.

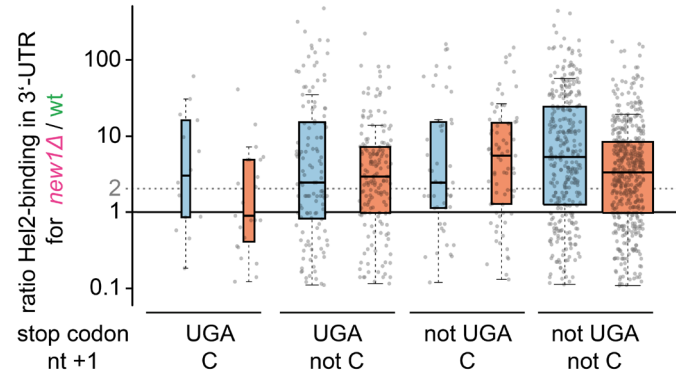

**Supplementary Figure S5.** Boxplot analysis of average Hel2 3'-UTR enrichment for mRNAs, containing strongly affected C-terminal codons at 20°C (blue, data from 2 biological replicates combined) and 30°C (red, data from 2 biological replicates combined), depending on stop codon context. mRNAs were sorted into the following groups: (1) weak stop codon 'UGA', followed by nucleotide 'C' at position +1; (2) weak stop codon 'UGA' and a nucleotide 'A', 'G', or 'U' a position +1, (3) stop codon 'UAA' or 'UAG', followed by nucleotide 'C' at position +1; (4) stop codon 'UAA' or 'UAG' and a nucleotide 'A', 'G', or 'U' a position +1. Boxplot description: Center lines: medians, box limits: 25<sup>th</sup> and 75<sup>th</sup> percentiles, whiskers: 1.5x interquartile range from 25<sup>th</sup> - 75<sup>th</sup> percentile. All data points are represented by dots. Width of the boxes is proportional to the square root of the sample size.

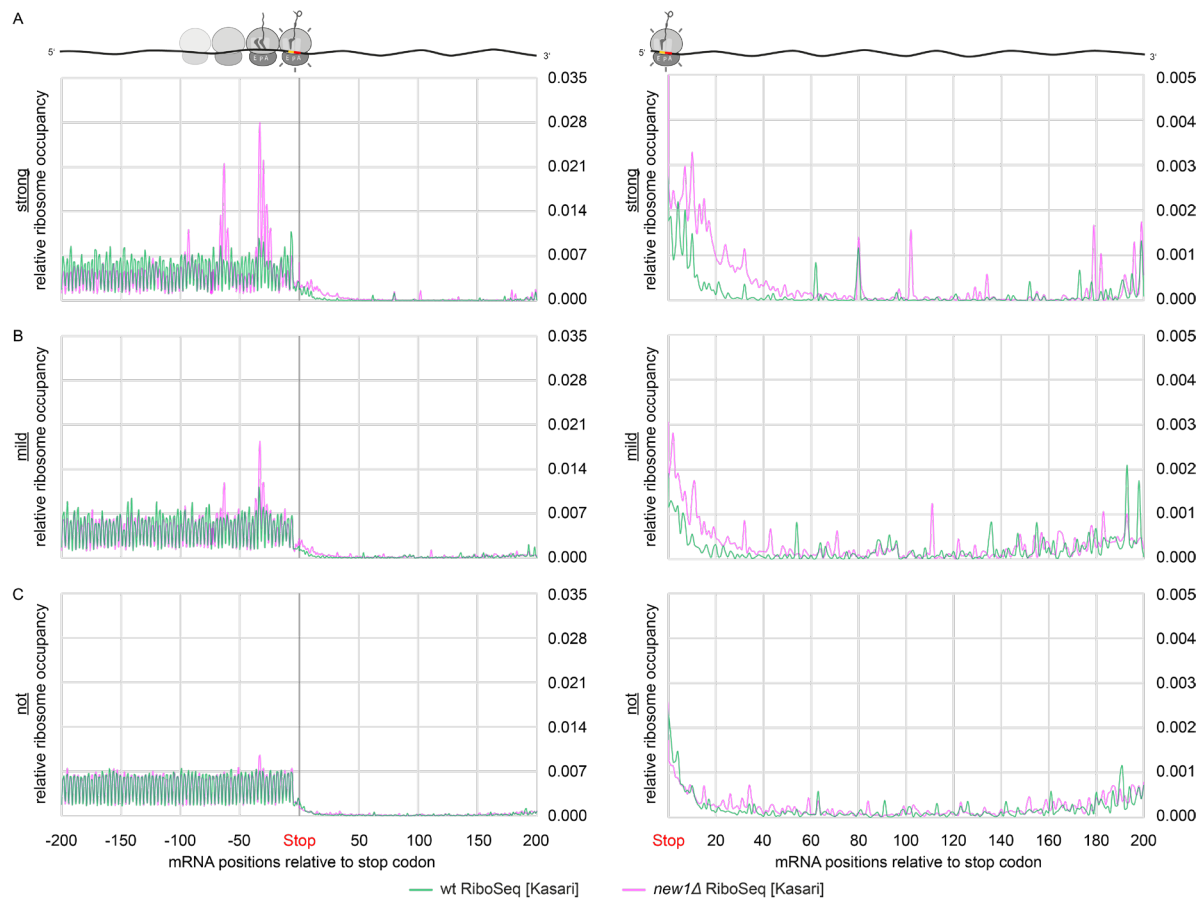

**Supplementary Figure S6.** Re-analysis of published RiboSeq data from *new1Δ*, comparing to wildtype (2), focusing on 200 nt upstream and downstream of the stop codon. P-site positions are shown. Metagene plots are shown for the **(A)** strongly affected, **(B)** mildly affected, and **(C)** non-affected groups of mRNAs. Full metaplots are shown on the left and only 3'-UTR on the right. Metaplots do show a relative increase in occupancy within the 3'-UTR for New1-lacking strains in the strongly and mildly affected groups of mRNAs, but did not reveal any convincing 3-nt periodicity within the 3'-UTR.

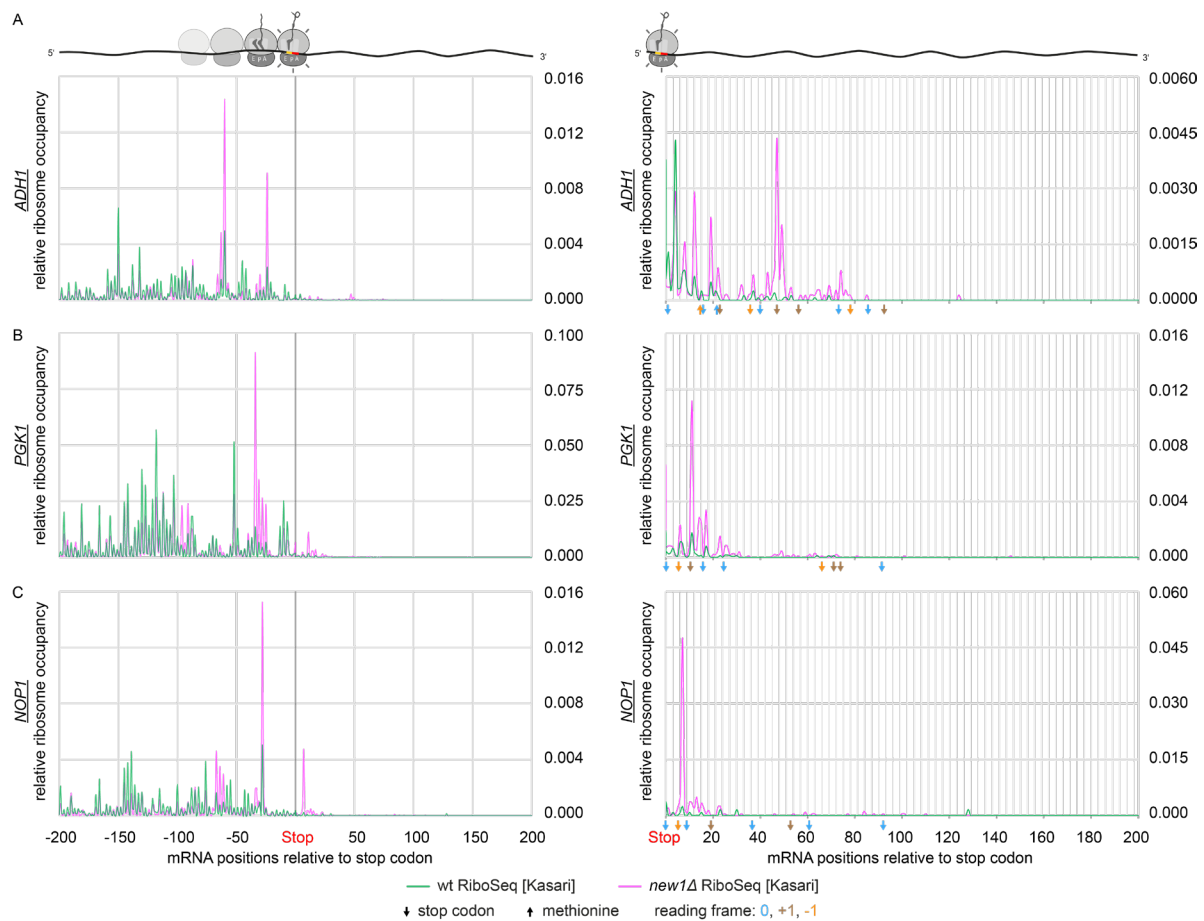

**Supplementary Figure S7.** Re-analysis of published RiboSeq data from *new1Δ*, comparing to wildtype (2), focusing on 200 nt upstream and downstream of the stop codon. P-site positions are shown. Single plots are shown for the strongly affected mRNAs **(A)** *ADH1*, **(B)** *PGK1* and **(C)** *NOP1*. Full plots are shown on the left and only 3'-UTR on the right. Positions of stop codons (↓) and of methionine codons (↑ as potential re-initiation sites) are shown by arrows in different colours, indicating different reading frames. In the right panel, grid lines represent in-frame steps of 3 nt. A convincing 3'-periodicity was not detected in the 3'-UTR.

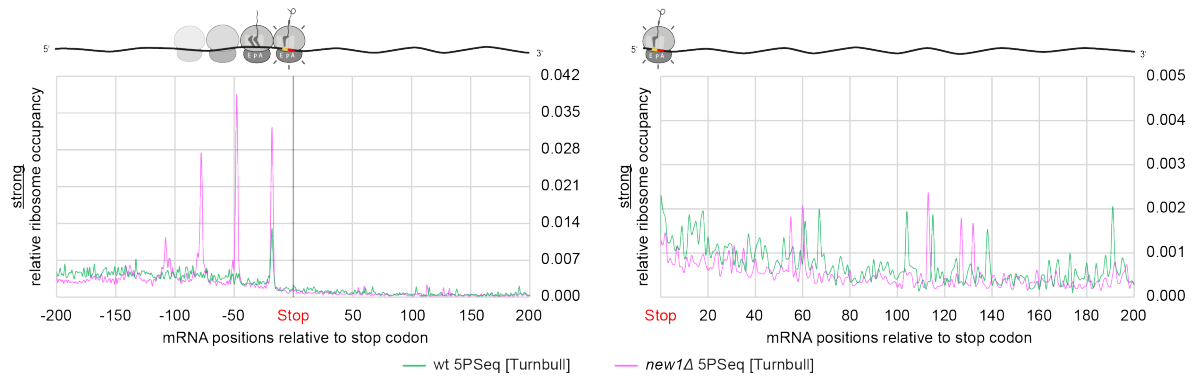

**Supplementary Figure S8.** Re-analysis of published 5PSeq data (3), focusing on 200 nt upstream and downstream of the stop codon. 5'-end positions are shown. Metagene plots are shown for the strongly affected group of mRNAs. Full metaplots are shown on the left and only 3'-UTR on the right. Metaplots do not reveal any additional 5'-end density in *new1Δ*, and no convincing 3-nt periodicity within the 3'-UTR.

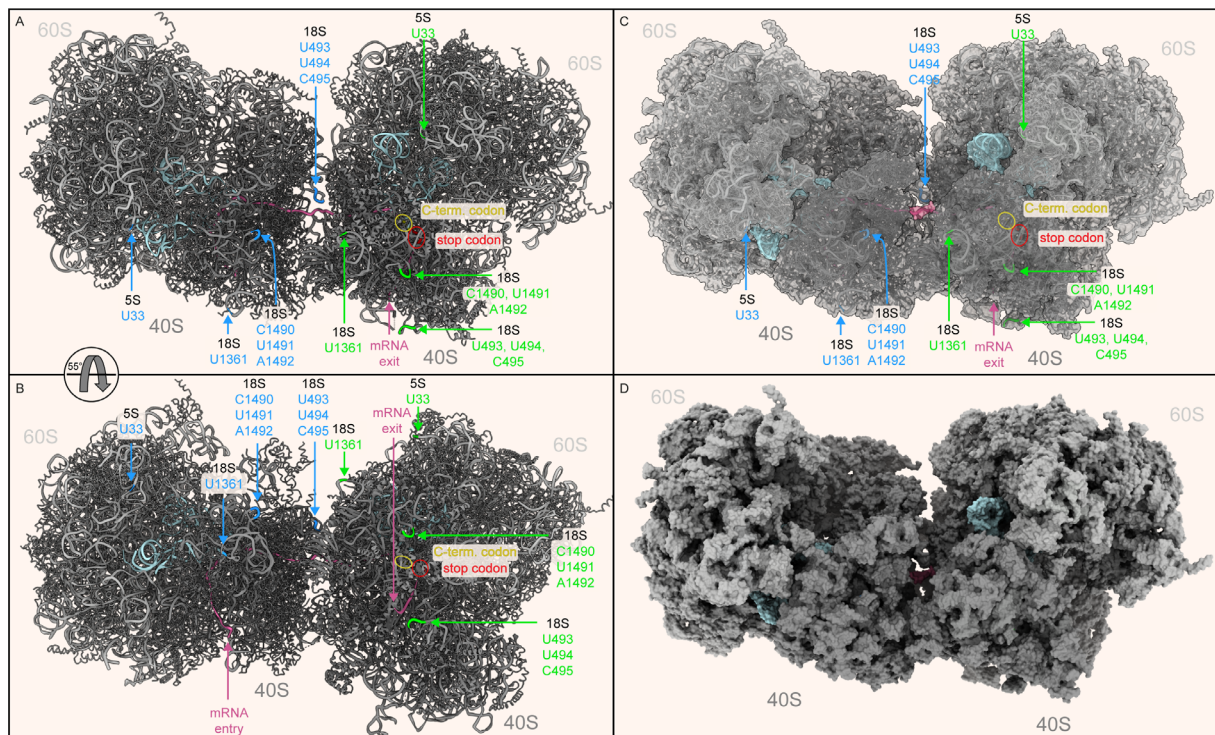

**Supplementary Figure S9.** Crosslink sites of Hel2 in 18S and 5S rRNA, determined from published CRAC data (1) positioned on a published disome structure (pdb\_00006i7o (4)). Hel2 crosslinking sites are indicated in green for the stalled ribosome, and in blue for the collided ribosome. mRNA is shown in magenta. tRNAs are shown in cyan. Hypothetical positions of stop codon (red) and C-terminal codon (yellow) are indicated for the case that the stalled ribosome is positioned with the stop codon in the A-site, as previously indicated for ribosomes stalled in *new1Δ* by RiboSeq (2) and 5PSeq (3). Ribosomal proteins and RNA are shown in grey. (**A**, **B**) ribbon model, tilted by a 55° angle to visualize mRNA exit and mRNA entry sites, (**C**) transparent surface model, (**D**) surface model.

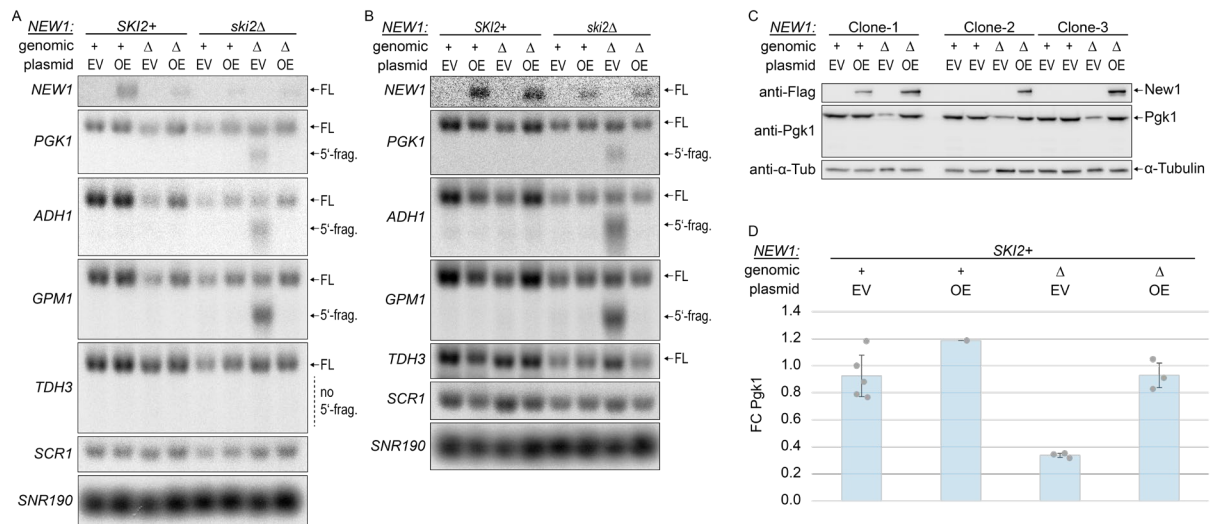

**Supplementary Figure S10.** Further replicates for study of NGD fragments at 20°C. Related to **Figure 2**. **(A, B)** Northern blot analysis of RNA levels for *NEW1*, *PGK1*, *ADH1*, *GPM1*, *TDH3*, *SCR1*, and *SNR190* in *new1* $\Delta$  (genomic  $\Delta$ ), *NEW1*-positive (genomic +) strains, containing an empty vector (plasmid EV) or New1-overexpression vector (plasmid OE), and containing or lacking the *SKI2* gene. Blots for replicates 2 and 3 (quantified in **Figure 2B**). **(C)** Western blot analysis of Pgk1 levels in *new1* $\Delta$  (genomic  $\Delta$ ; plasmid EV), wildtype-like (genomic +; plasmid EV), and New1-overexpressing (genomic + or genomic  $\Delta$ ; plasmid OE) strains, compared to wildtype strains containing an empty vector (genomic +, plasmid EV). **(D)** Quantification of protein levels for Pgk1, relative to  $\alpha$ -Tubulin, related to **(C)**,  $n = 3$  biological replicates for genomic  $\Delta$ ; plasmid EV and genomic  $\Delta$ ; plasmid OE,  $n = 5$  biological replicates for genomic +; plasmid EV,  $n = 1$  biological replicate for genomic +; plasmid OE. All data quantified as fold-change (FC) compared to median of all genomic + values. Error bars represent 1 standard deviation.

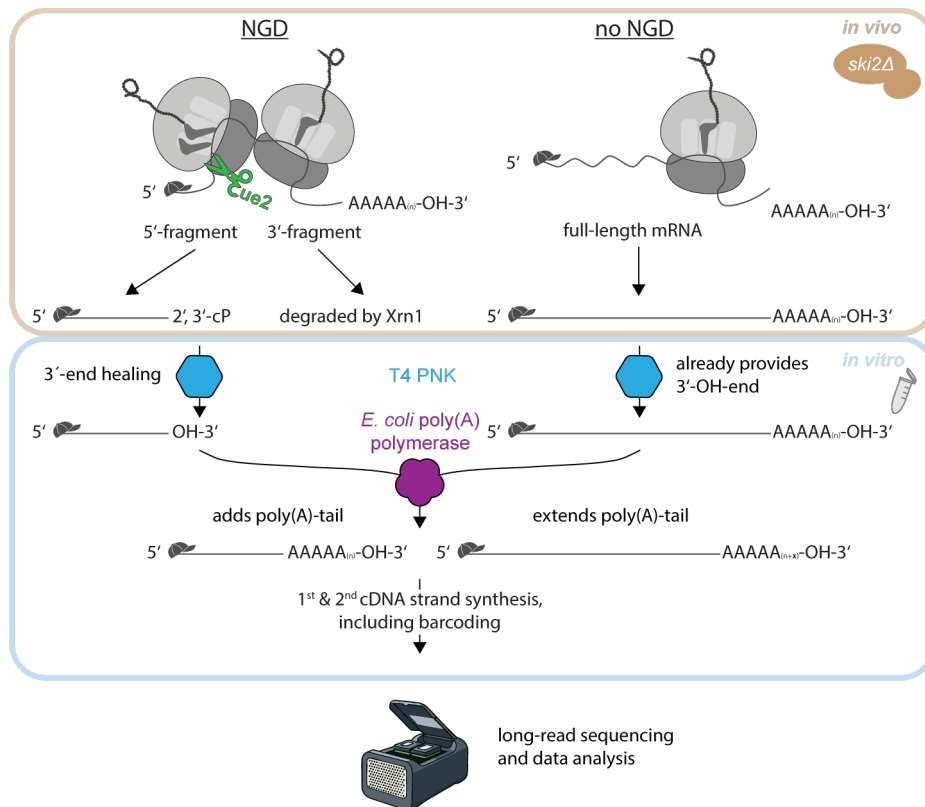

**Supplementary Figure S11.** Schematic representation of endogenous processing (top) and library preparation (bottom) for NGD cleavage fragments in Ski2-lacking strains, for nanopore sequencing analysis. Top: During NGD, target mRNAs are cleaved by Cue2, which leaves 2'-3'-cyclic phosphates at the 3'-end of the 5'-fragment, and 5'-fragments that are consecutively degraded by Xrn1. In a Ski2-lacking strain, the 5'-fragment is stabilized, but lacks a poly(A)-tail. To enable addition of poly(A) to allow for 1<sup>st</sup> strand cDNA synthesis employing oligo(dT) primers, RNA is polyadenylated *in vitro* using *E. coli* poly(A) polymerase. This step adds a poly(A)-tail to cleavage fragments and extends existing poly(A)-tails.

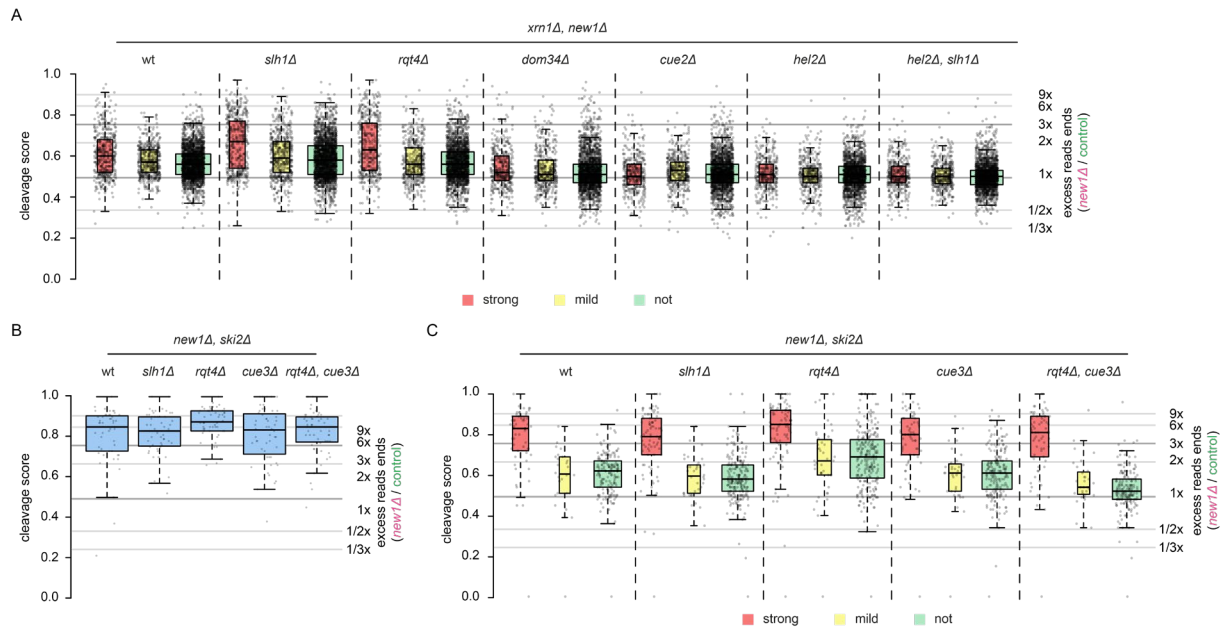

**Supplementary Figure S12.** Comparison of cleavage scores for different groups of mRNA over different strains. **(A)** Cleavage scores of strongly, mildly, or non-affected mRNAs compared over all different strains lacking Xrn1 in combination with New1 (and additional factors). Cleavage scores of **(B)** all mRNAs called as NGD candidates, or **(C)** of strongly, mildly, or non-affected mRNAs in strains lacking Ski2. Cleavage score of 0.5 corresponds to a ratio of cleavage fragments of 1 (comparing strains lacking New1 and corresponding controls not lacking New1), meaning equal (normalized) number of read ends. A cleavage score of 0.75 (threshold for the cleavage score, 1<sup>st</sup> criterium for calling NGD candidates) corresponds to 3-fold excess of cleavage fragments in the New1-lacking strains compared to matched controls not lacking New1. Boxplot description: Center lines: medians, box limits: 25<sup>th</sup> and 75<sup>th</sup> percentiles, whiskers: 1.5x interquartile range from 25<sup>th</sup> - 75<sup>th</sup> percentile. All data points are represented by dots. Width of the boxes is proportional to the square root of the sample size.

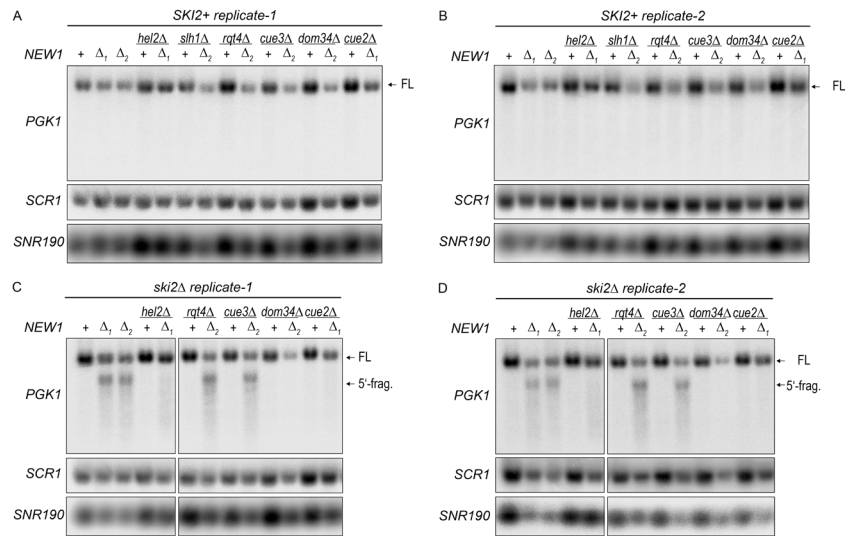

**Supplementary Figure S13.** Northern blots for study of NGD fragments in mutants lacking additional NGD or RQT factors, at 20°C. **(A,B)** in *SKI2* containing strains, **(C,D)** in *ski2Δ* strains.  $\Delta_1$  designates mutants in which the *NEW1* gene was replaced with a KanMX cassette,  $\Delta_2$  designates mutants in which the *NEW1* gene was replaced with a HphMX cassette. FL: full-length; 5'-frag.: endonucleolytic 5'-fragment. For **C** and **D**, different parts of the same blot (from the same raw images) were combined, as indicated by frames.

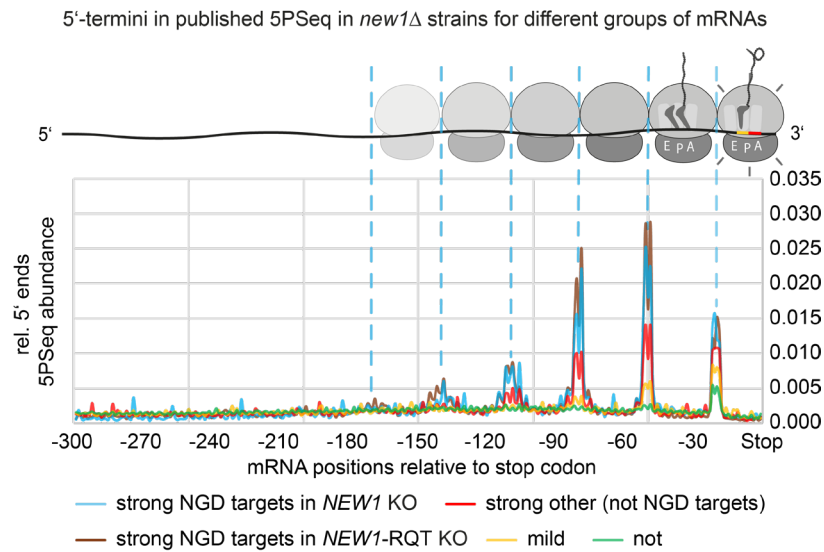

**Supplementary Figure S14.** 5PSeq (3) analysis of different groups of mRNAs. Strongly affected mRNAs called as NGD targets in the *NEW1* deletion strain without additional deletion of RQT factors, strongly affected mRNAs called as NGD targets only upon additional deletion of RQT factor(s), strongly affected mRNAs not called as NGD targets, mildly affected and non-affected mRNAs. Relative abundance of 5'-ends is shown as unsmoothed data, related to **Figure 5B**, where data are shown smoothed with a mean filter with a 5 nt window.

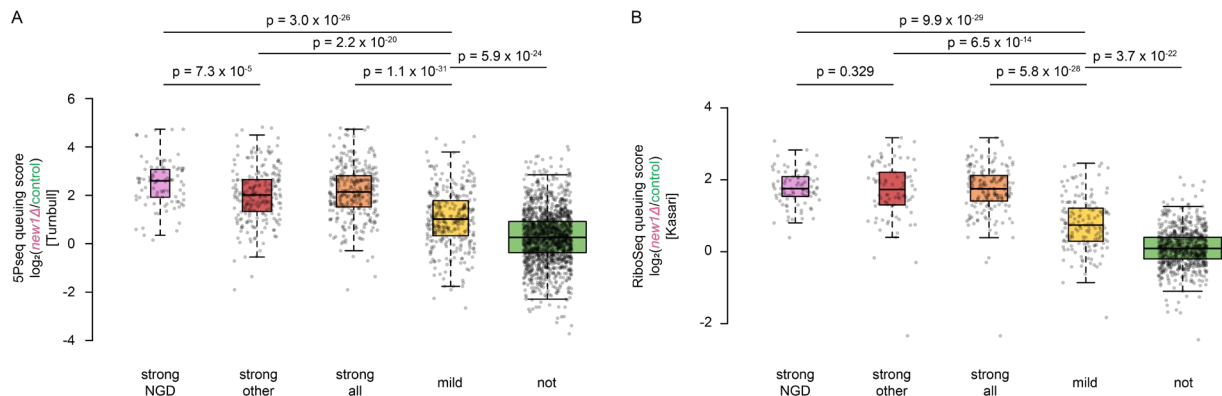

**Supplementary Figure S15.** Boxplot analysis of queuing scores from published (A) 5PSeq (3) and (B) RiboSeq (2) in strains lacking *NEW1* compared to wildtype strain for different groups of mRNAs: strongly affected mRNAs called as NGD targets, other strongly affected mRNAs not called NGD targets, all strongly affected mRNAs, mildly and non-affected mRNAs. Queuing scores were calculated following pipelines described in the respective publications. p-values were calculated using Student's t-test (2-tailed, heteroscedastic). Boxplot description: Center lines: medians, box limits: 25<sup>th</sup> and 75<sup>th</sup> percentiles, whiskers: 1.5x interquartile range from 25<sup>th</sup> - 75<sup>th</sup> percentile. All data points are represented by dots. Width of the boxes is proportional to the square root of the sample size.

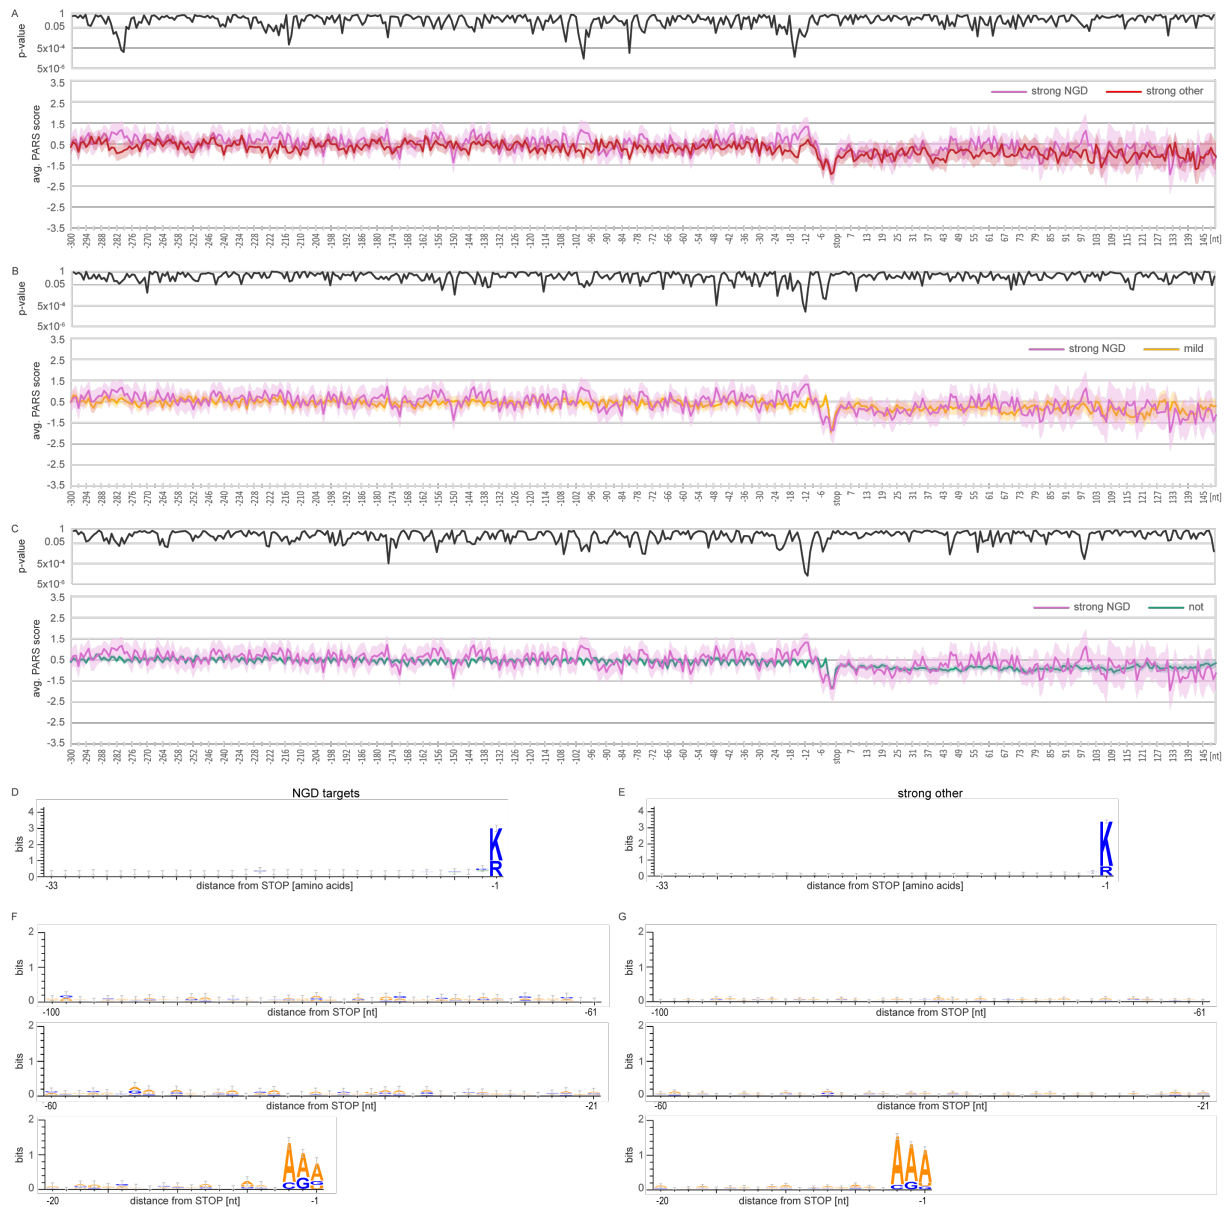

**Supplementary Figure S16.** Related to **Figure 5D**. Analysis of folding propensity (**A-C**) and sequence motifs (**D-G**) comparing different groups of mRNAs. (**A-C**) Published (5) position-specific PARS score (average across all mRNAs of each group) and 95% confidence intervals are shown for the last 300 nt of the coding sequence (including stop codon) and first 150 nt of the 3'-UTR. p-value (Student's t-test) is also shown to approximate the significance of differences at each position). The following groups were compared: (**A**) strongly affected mRNAs called as NGD targets *versus* other strongly affected mRNAs not called as NGD target, (**B**) strongly affected mRNAs called as NGD targets *versus* mildly affected mRNAs, (**C**) strongly affected mRNAs called as NGD targets *versus* non-affected mRNAs. (**D-G**) Amino acid (last 33 amino acids of each encoded protein; **D,E**) or nucleotide sequence (last 100 nt of the coding sequence, excluding stop codon; **F,G**) were tested for motifs using WebLogo 3 (6) and resulting sequence logos are plotted for strongly affected mRNA called as NGD targets (**D,F**) or other strongly affected mRNAs, not called as NGD targets (**E,G**). Except for conserved last amino acids (K or R) and last codons ('AAA', 'AGG' or 'CGU'), no sequence motif emerged, but in the class of NGD-targets, the arginine codons 'AGG' and 'CGU' were more strongly represented than in the class of mRNAs not called as targets, where lysine codon 'AAA' was more dominant.

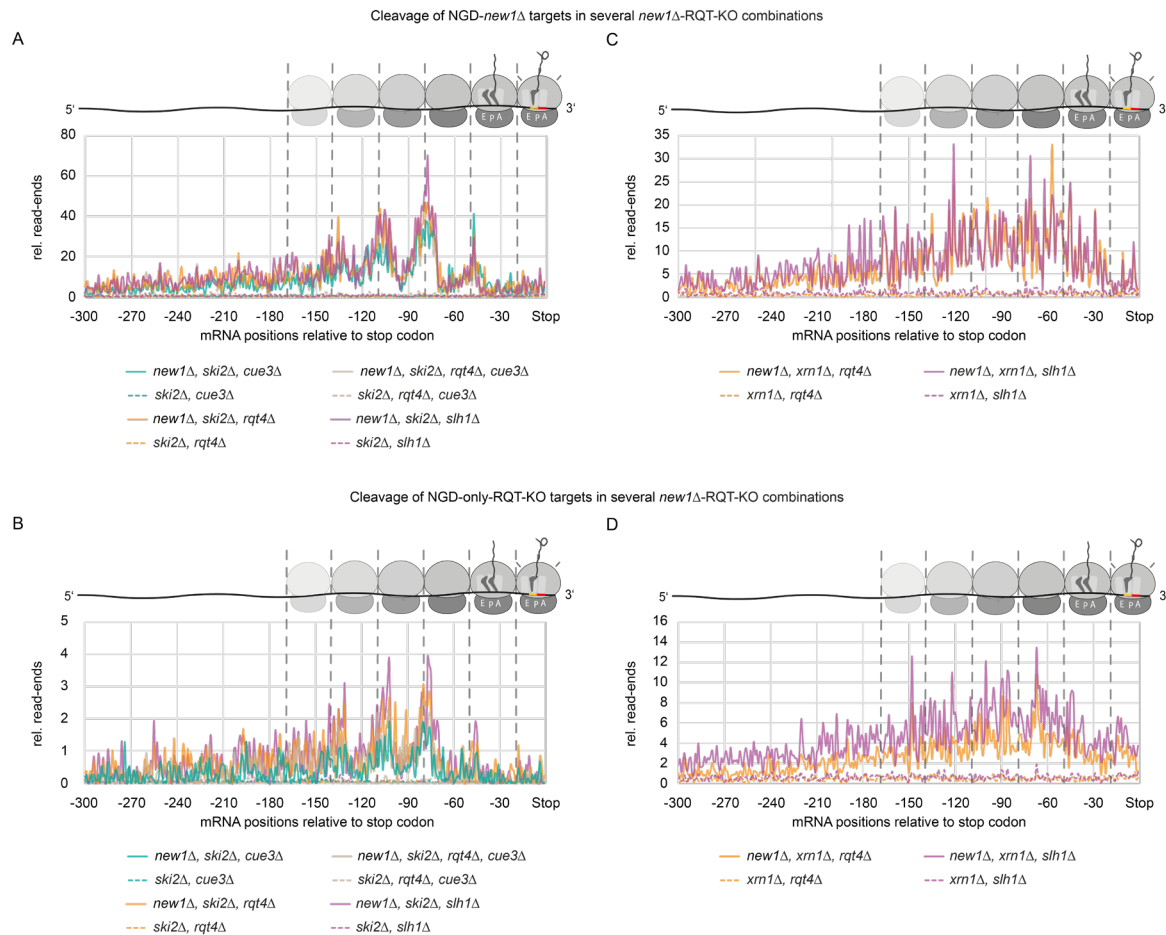

**Supplementary Figure S17.** Analysis of endonucleolytic fragments by nanopore sequencing in RQT deficient yeast strains. **(A)** Relative distribution of nanopore sequencing 3'-read ends across the last 300 nt upstream of the 3'-UTR for genes targeted by NGD in the absence of New1 alone or **(B)** upon additional loss of RQT factors, in multiple RQT deficient strains, in the absence of *SKI2*. **(C)** Nanopore 5'-read-end analysis using strains lacking *Xrn1* across the last 300 nt upstream of the 3'-UTR for genes targeted by NGD in the absence of New1 alone or **(D)** upon additional loss of RQT factors, in multiple RQT deficient strains, in the absence of *SKI2*. Queued ribosomes are indicated by dashed, grey lines based on *new1* $\Delta$  5PSeq data (3) (see **Supplementary Figure S14**). Strains lacking *SKI2* n=2, strains lacking *XRN1* n=3. Related to **Figure 6B,C**.

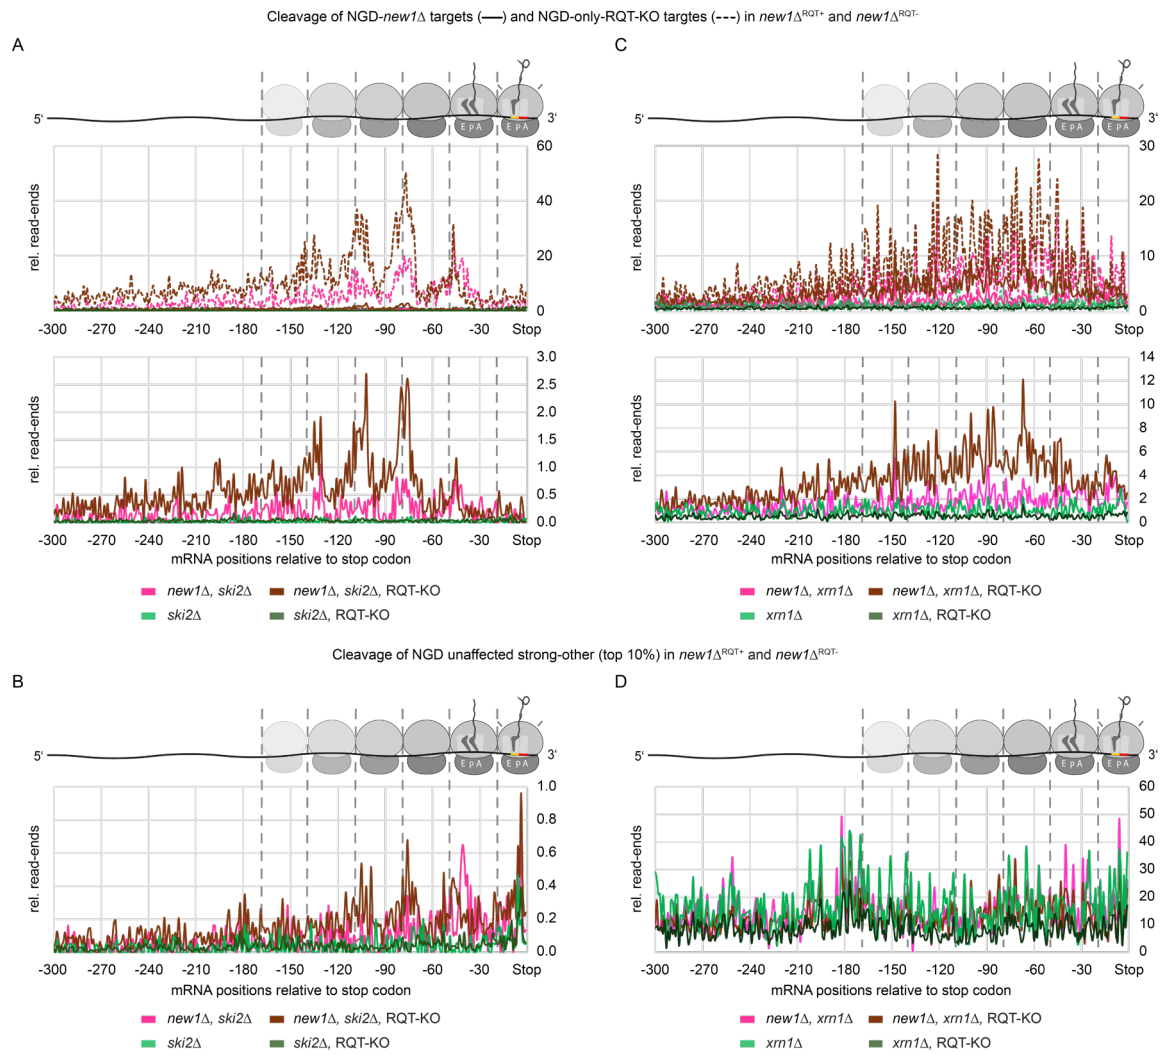

**Supplementary Figure S18.** Comparison of relative nanopore sequencing read ends across the last 300 nt upstream of the 3'-UTR of **(A)** genes defined as NGD targets in the absence of New1 (dashed line) and genes targeted by NGD only after additional loss of RQT factors (solid line) in strains lacking *new1*Δ, *ski2*Δ (RQT+) or with additional loss of RQT factors (RQT-). **(B)** Control: the top 10% most abundant mRNAs from the group of strongly affected mRNAs not called as NGD targets **(C, D)** Same comparison for strains lacking *XRN1* instead of *SKI2*. Queued ribosomes are indicated by dashed, grey lines based on *new1*Δ 5PSeq data (3) (see **Supplementary Figure S14**). Strains lacking *SKI2* n=2, strains lacking *XRN1* n=3, except *xrn1*Δ and *new1*Δ, *xrn1*Δ n=2. Data from several strains combined for the RQT-KO group.

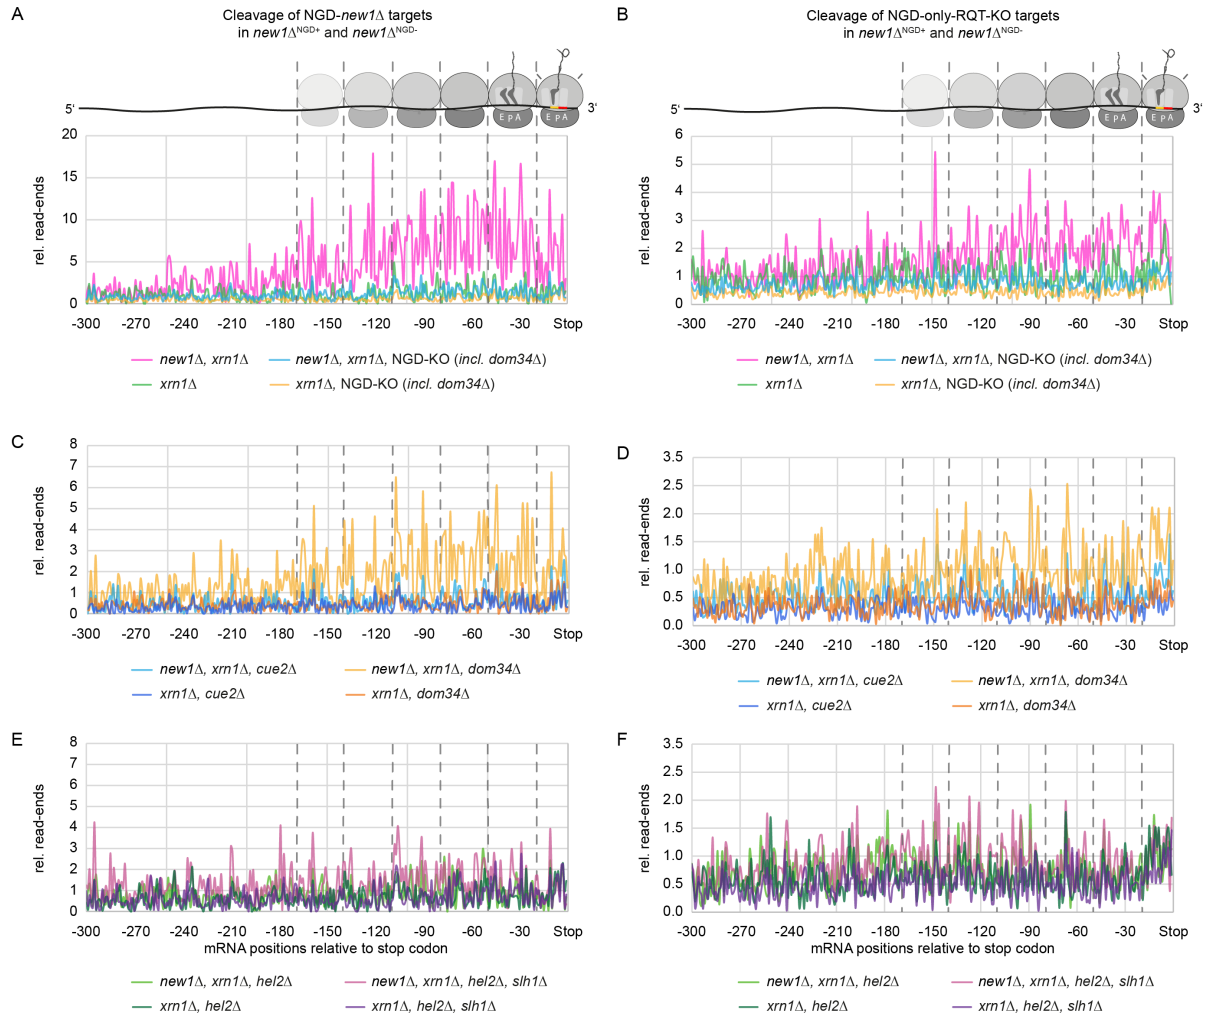

**Supplementary Figure S19.** Analysis of relative nanopore sequencing read ends of NGD targets in NGD mutants. **(A)** Comparison of relative 5'-ends across the last 300 nt upstream of the 3'-UTR for genes targeted by NGD in the absence of New1 alone or **(B)** upon additional loss of RQT factors, in strains lacking *NEW1* and *XRN1* (NGD+) or with additional loss of NGD factors (NGD-). Strains lacking *DOM34*, *CUE2*, *HEL2* or *HEL2+SLH1* were grouped to define the NGD-knockouts (NGD-KO) class. **(C)** Detailed comparison of strains lacking *CUE2* or *DOM34* in the absence of *XRN1* and with or without *NEW1* for NGD targets detected in *new1Δ* or **(D)** NGD targets detected only upon loss of RQT factors. **(E,F)** Analogous comparison for strains additionally lacking *HEL2* or *HEL2+SLH1*. Queued ribosomes are indicated by dashed, grey lines based on *new1Δ* 5Pseq data (3) (see **Supplementary Figure S14**). Strains lacking *XRN1* n=3, except *xrn1Δ* and *new1Δ, xrn1Δ* n=2. Data from four strains combined for the NGD-KO group.

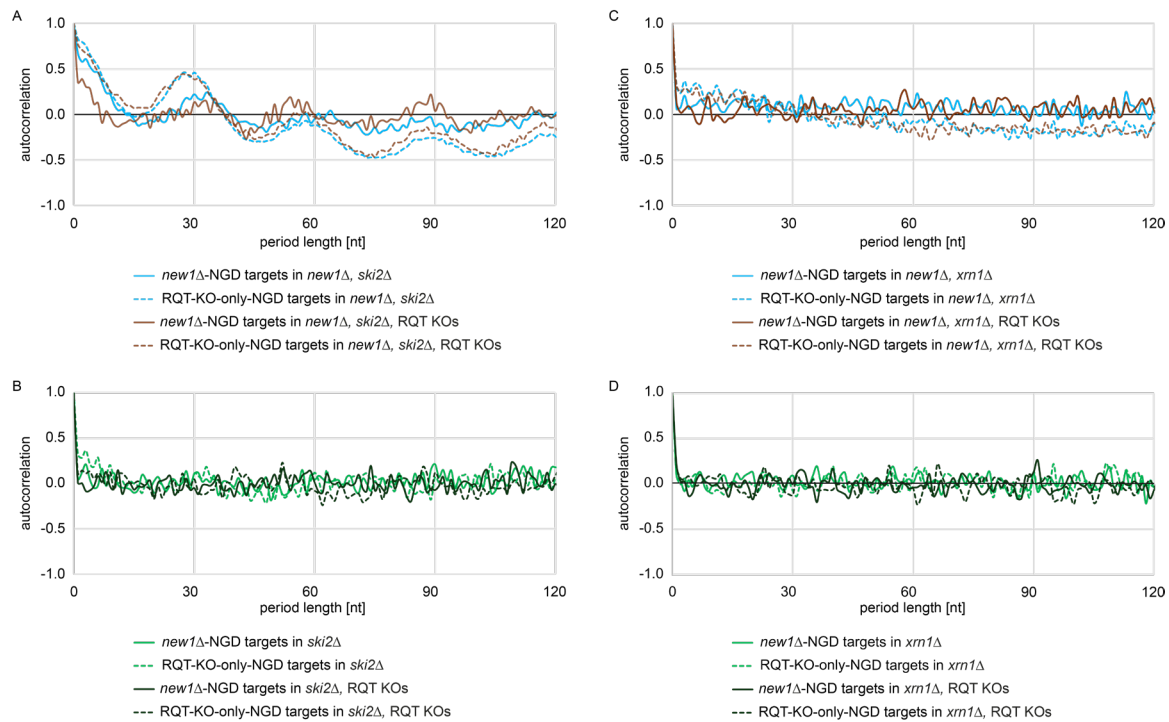

**Supplementary Figure S20.** Analysis of periodicity *via* autocorrelation for NGD targets detected in *new1Δ* and NGD targets detected only upon loss of RQT factors, in strains lacking *NEW1* and *SKI2*, and corresponding strains with the additional loss of RQT factors (**A**), controls bearing genomic *NEW1* (**B**). Analogous analyses for *XRN1* knockouts (in place of *SKI2* are shown (**C**) with their corresponding controls (**D**). Strains lacking *SKI2* *n*=2, strains lacking *XRN1* *n*=3, except *xrn1Δ* and *new1Δ*, *xrn1Δ* *n*=2. Data from several strains combined for the RQT-KO group.

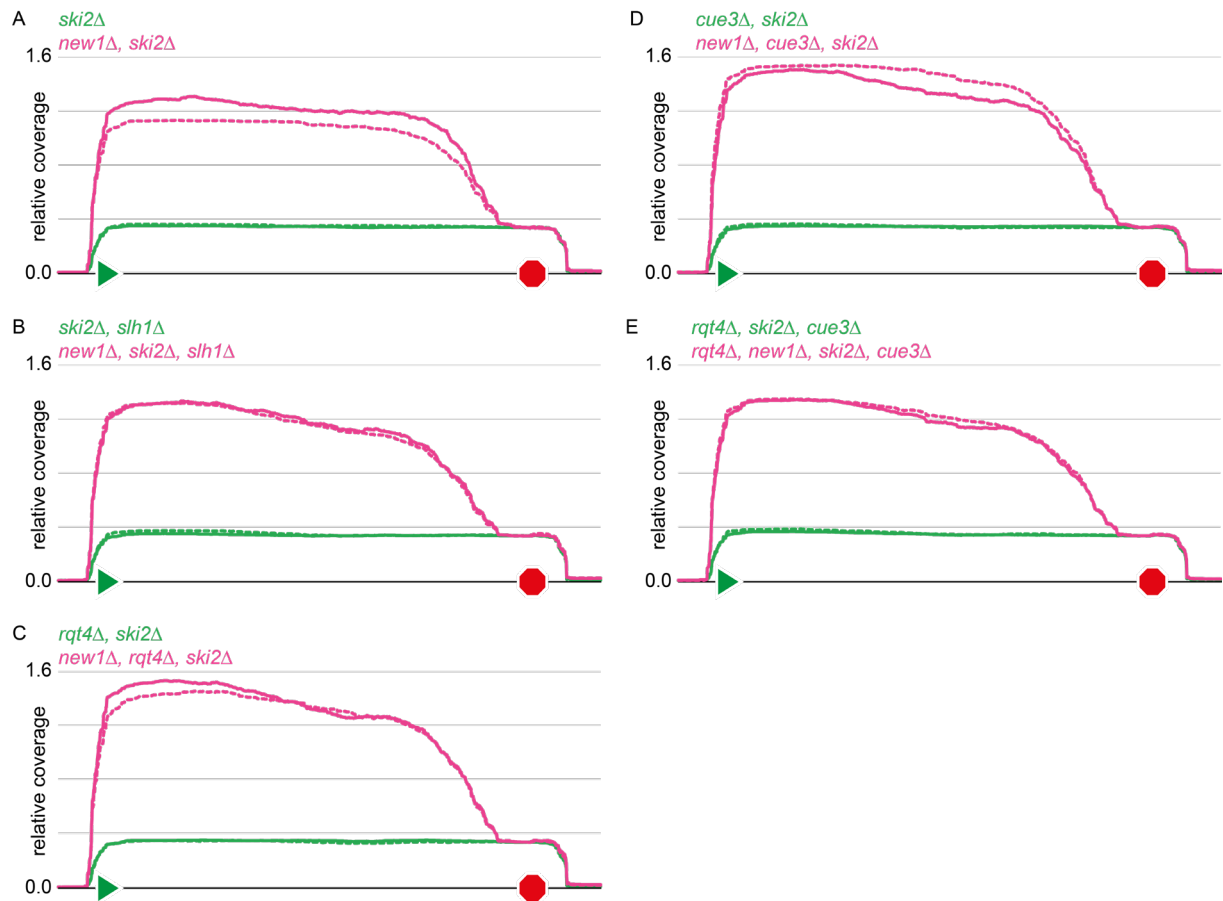

**Supplementary Figure S21.** Relative nanopore sequencing read coverage along the NGD target *ADH1* for strains with or without *NEW1* and in the absence of *SKI2* (**A**) and for additional loss of the RQT factor *SLH1* (**B**) or *RQT4* (**C**), *CUE3* (**D**) or *RQT4+CUE3* (**E**). Each condition includes two biological replicates (dashed and solid line). The start codon is indicated by a green triangle and the stop codon by a red octagon.

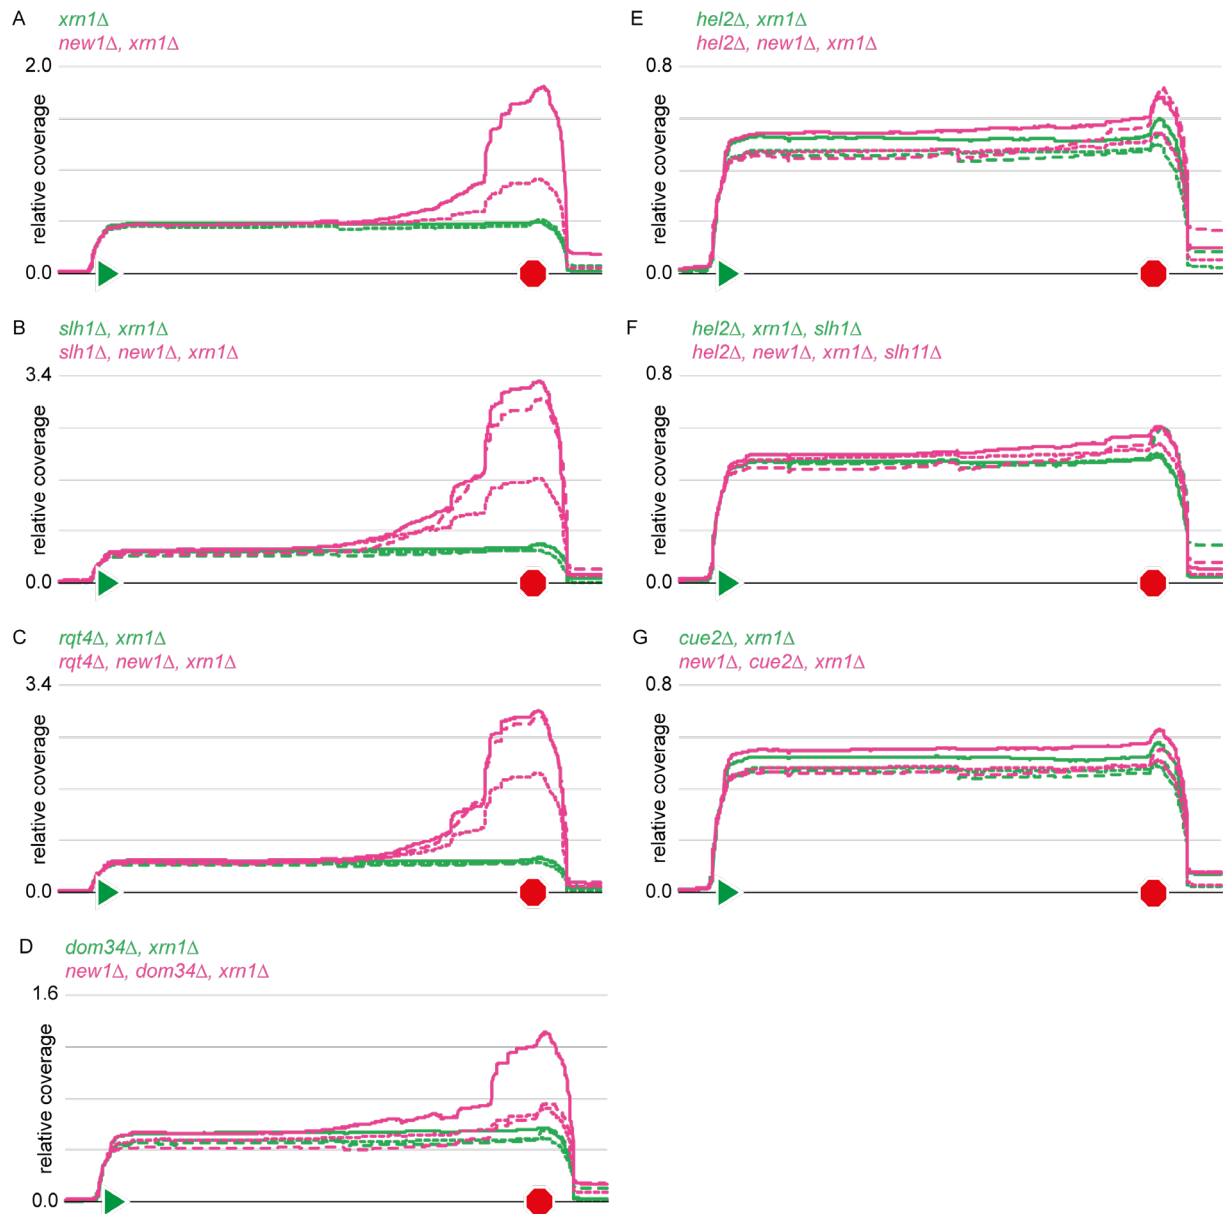

**Supplementary Figure S22.** Relative nanopore sequencing read coverage along the NGD target *ADH1* in strains with or without *NEW1* and in the absence of *XRN1* (**A**) and for additional loss of the RQT factor *SLH1* (**B**) or *RQT4* (**C**) or NGD factor *DOM34* (**D**), *HEL2* (**E**), *HEL2* and RQT factor *SLH1* (**F**) or *CUE2* (**G**). Each condition includes three biological replicates (dotted, dashed and solid line) except *new1Δ*, *xrn1Δ* and *xrn1Δ*, here two replicates are used. The start codon is indicated by a green triangle and the stop codon by a red octagon.

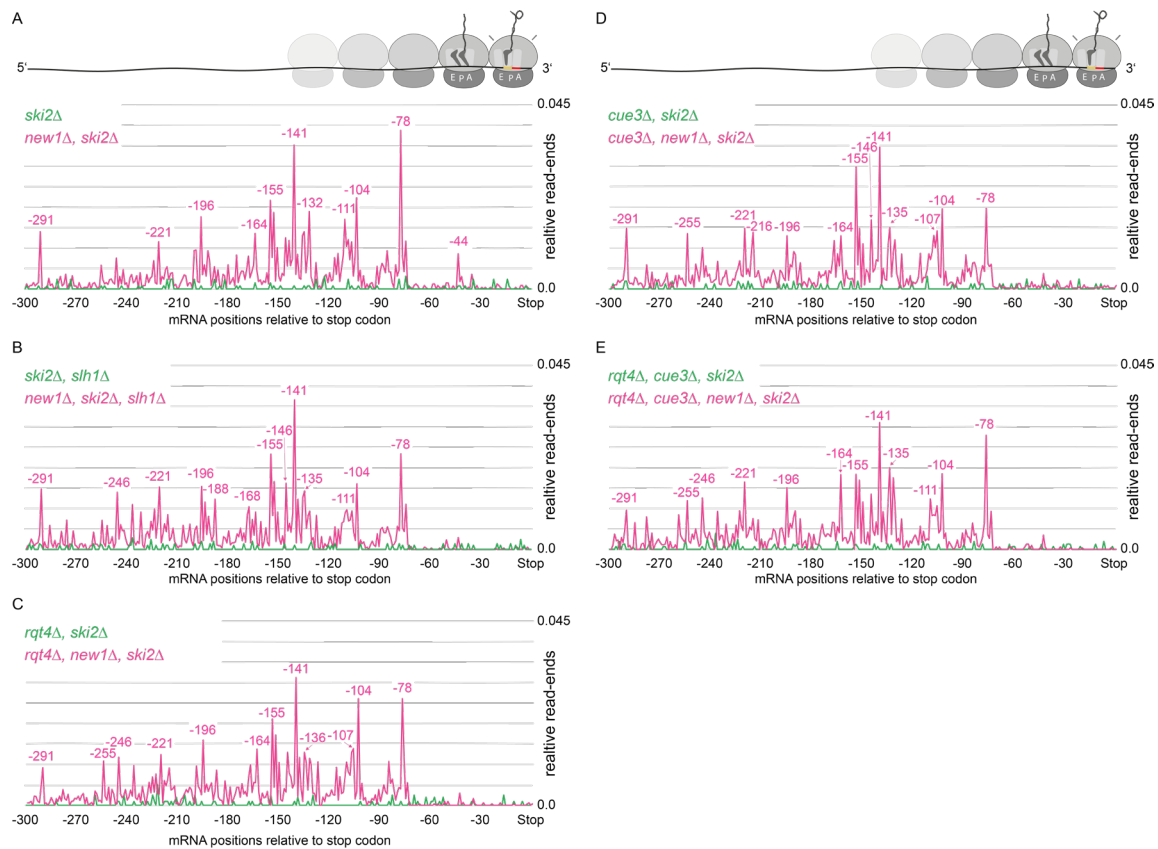

**Supplementary Figure S23.** Relative nanopore sequencing 3'-read ends along the last 300 nt upstream of the 3'-UTR of the NGD target *ADH1* with or without *NEW1* and in the absence of *SKI2* (**A**) and additional loss of the RQT factor *SLH1* (**B**) or *RQT4* (**C**), *CUE3* (**D**) or *RQT4*+*CUE3* (**E**). Queued ribosomes are schematically represented at the top, based on *new1Δ* 5PSeq data (3) (see **Supplementary Figure S14**). Each condition includes two biological replicates (data pooled).

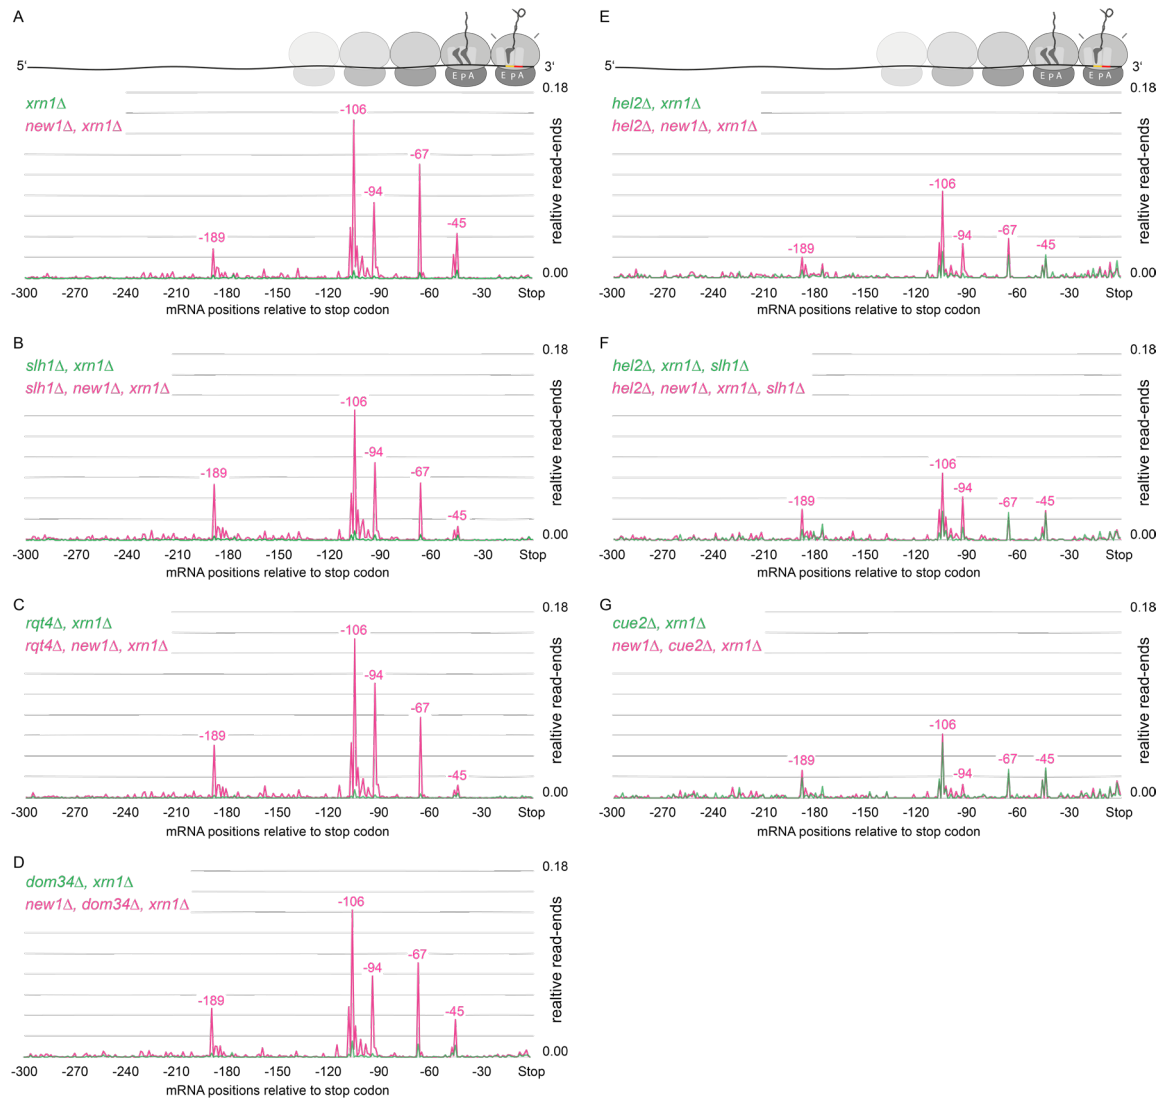

**Supplementary Figure S24.** Relative nanopore sequencing 5'-read ends for the NGD target *ADH1* along the last 300 nt upstream of the 3'-UTR with or without *NEW1* and in the absence of *XRN1* (**A**) and for the additional loss of the RQT factor *SLH1* (**B**) or *RQT4* (**C**) or the additional loss of the NGD factor *DOM34* (**D**), *HEL2* (**E**), *HEL2* and the RQT factor *SLH1* (**F**) or *CUE2* (**G**). Queued ribosomes are schematically represented at the top based on *new1Δ* 5PSeq data (3) (see **Supplementary Figure S14**). Each condition includes three biological replicates except *new1Δ*, *xrn1Δ* and *xrn1Δ*, here two replicates are used (data pooled). Note: panels show relative (normalized) read-end counts per condition. Consequently, low absolute numbers of read-ends can produce visible relative signals if total signals are also low, as, e.g., seen in panel **G** (where NGD endonuclease Cue2 is lacking and signals from New1-lacking strains do not exceed those from controls not lacking New1). Therefore, signals should only be compared within a panel rather than comparing absolute magnitudes between panels.

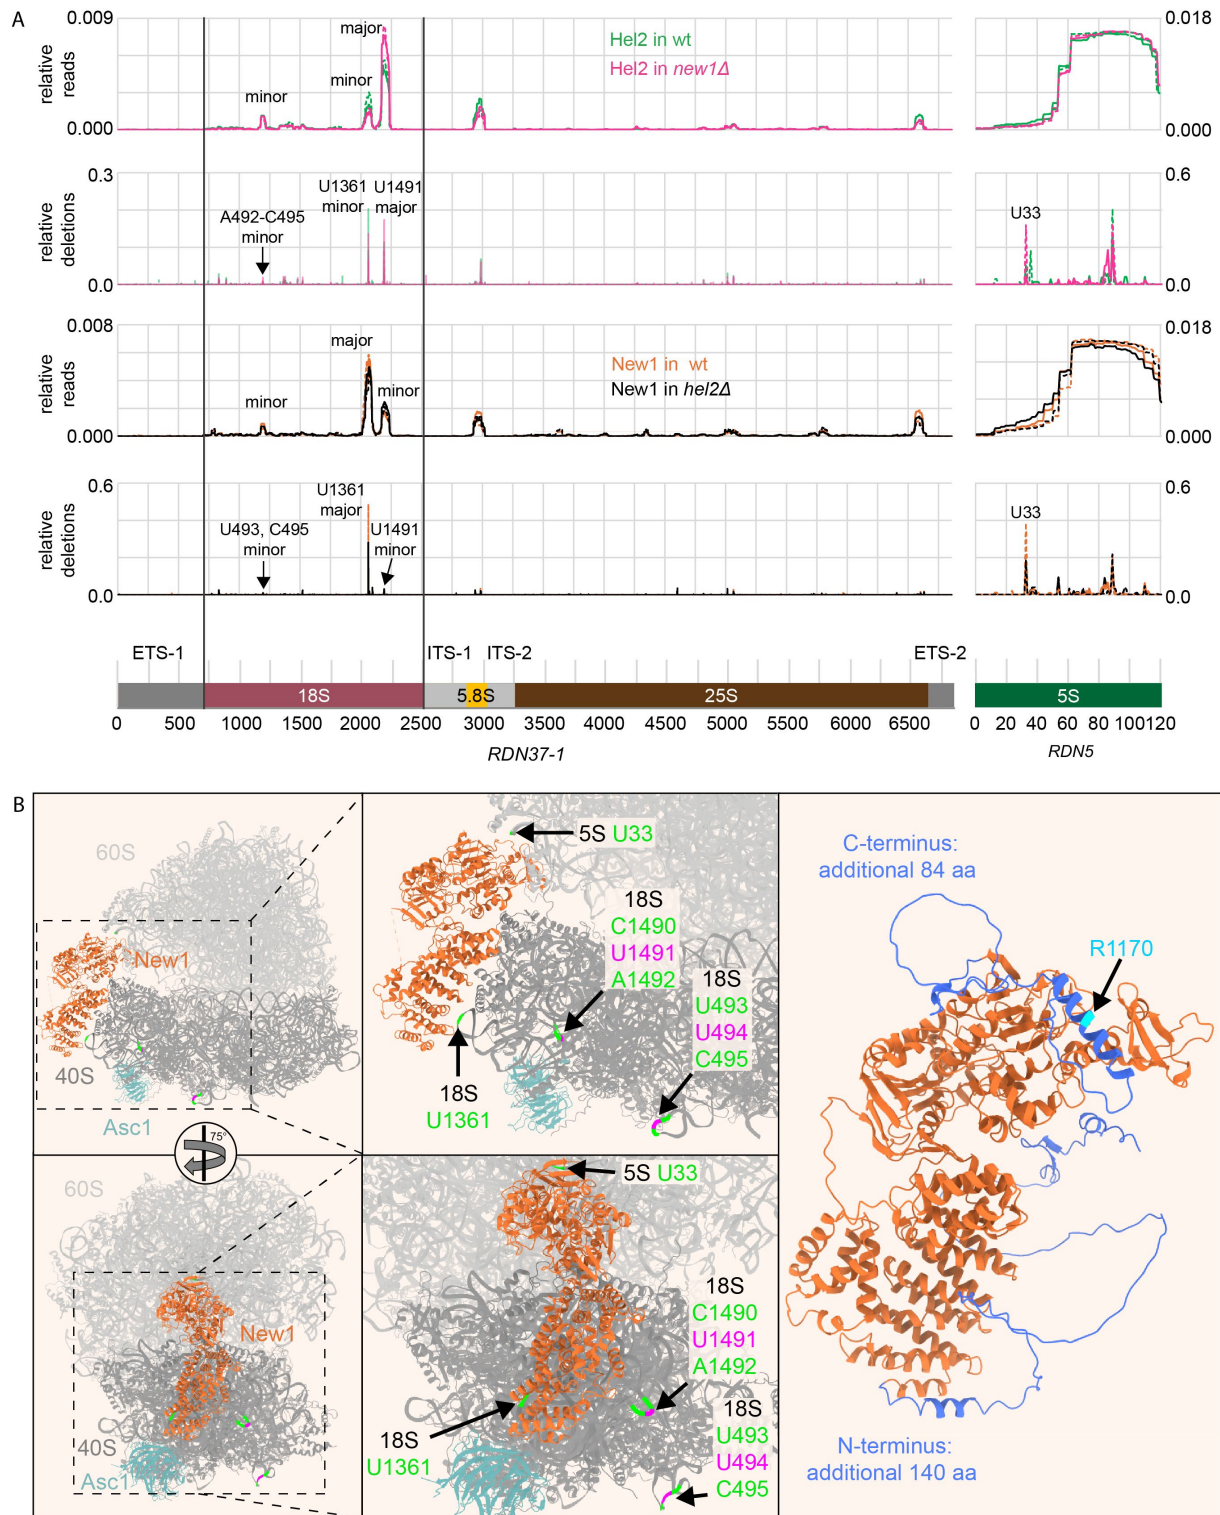

**Supplementary Figure S25. (A)** CRAC data for Hel2 and New1 interactions with ribosomal RNA at 20°C. Reads and deletions mapped to *RDN37-1* (encoding 18S, 5.8S and 25S rRNAs as a single transcript flanked by external and internal transcribed spacers (ETS, ITS, respectively), as well as *RDN5*, encoding 5S rRNA. For *RDN5*, all reads mapped randomly to either *RDN5-1*, *RDN5-2*, *RDN5-3*, *RDN5-4*, *RDN5-5* or *RDN5-6* were summed up to compensate for differences arising from random mapping. The sum of reads and deletions mapped to one of the two loci was normalized to 1 and relative reads and relative deletions over the respective locus are shown. Note a difference in scaling between the two loci. Major and minor peaks were

determined based on relative reads mapping to the positions. The crosslink positions were determined based on the main deletion peaks mapped in the respective part of the sequence. **(B)** Main deletion peaks mapped to the structure model for New1 bound to a ribosome (pdb: 6S47 (2)) (left and middle panels. Left: full ribosome shown, right: zoom on the New1-bound portion of the ribosome. Colour scheme: green: crosslink sites found in both, Hel2 and New1 CRAC data; Magenta: crosslink sites only found in Hel2 data. Right panel: alphafold (7) model (AF-Q08972-F1) with portion of New1 resolved in the published structure model shown in orange, additional N- and C-terminal amino acids shown in blue. Cyan: Protein-RNA crosslink site within New1 identified by identification of RNA-associated peptides (iRAP) (8).

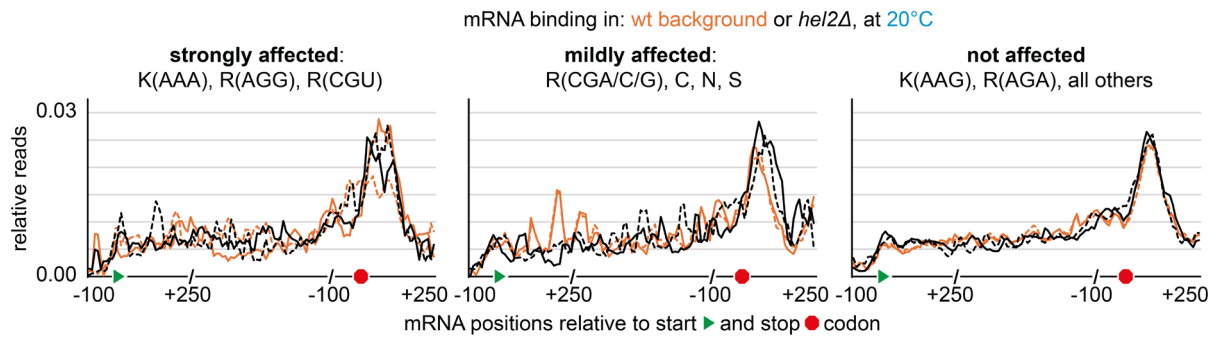

**Supplementary Figure S26.** New1-HTP-CRAC metaplots showing New1 binding (relative reads) in either wildtype (wt, orange, 2 biological replicates) or *hel2Δ* (black, 2 biological replicates) background, at 20°C, for those mRNAs within the group of top 1000 highest Hel2-bound mRNAs (1) with C-terminal codons being either strongly affected, mildly affected or not affected by lack of New1.

**Supplementary Table S1.** List of strains used in this study

**Supplementary Table S2.** List of oligonucleotides used in this study.

---

#### Long-read sequencing

---

Native adapter(NA) (ONT, SQK-NBD114.24)

**Supplementary Table S3.** List of plasmids used in this study.

**Supplementary Table S4.** List of materials used in this study.

**Supplementary Table S5.** List of Media used in this study.

**Supplementary Table S6.** List of buffers used in this study.

**Supplementary Table S7.** Polyacrylamide gel composition used in this study.

**Supplementary Table S8.** List of devices used in this study.

**Supplementary Table S9.** List of barcoded 5'-linkers used for CRAC experiments.

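The table lists, for each strain, temperature and replicate, the barcoded linker that was ligated to the 5′ end of the crosslinked RNA fragments. Libraries were pooled for sequencing, and the barcode at the start of a read assigns it to its sample. Of the linkers listed, those of 14 libraries belong to the Hel2-HTP, New1-HTP and untagged samples used here, 2 for each of 7 combinations of strain and temperature.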

**Supplementary Table S10.** Overview of nanopore sequencing libraries generated in this work.

**Supplementary Table S11.** List of NGD candidates.

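The table lists mRNAs that the paper derived from nanopore sequencing of decay mutants, so it was drawn from other data than the CRAC counts, whereas the codon classes of its mRNAs were defined from Hel2 CRAC. It holds 139 mRNAs with a strongly affected C-terminal codon, 10 with a mildly affected one and 23 with an unaffected one. Of the strongly affected ones, 138 had counts and entered the tests. At 20°C, 18 of them passed an adjusted p of 0.05 over all genes tested and 25 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 17 of the 18 and 22 of the 25 had more Hel2-HTP reads in *new1Δ*. At 30°C, 13 passed over all genes tested and 41 when adjusted over the list alone, and all of these had more reads in *new1Δ*.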

Discarded candidates

**Supplementary Table S12:** Overview of RNA types of RNA that non-collapsed reads were aligned to, comparing New1-CRAC to Hel2-CRAC. New1 binds roughly similar amounts of mRNA and rRNA as Hel2 does, but shows higher binding for tRNA than Hel2. Non-collapsed data are shown here, as collapsing leads to underestimation of highly abundant tRNAs and rRNAs, due to the nature of our unique molecule identifiers.

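Reads on the 288 tRNA genes of the annotation were summed by amino acid and anticodon, which gave 44 types. Identical copies of a tRNA share their reads, and a read that matches several copies cannot be assigned to one gene, so only the sum over a type is used. The share of a type is its percentage of the reads on all tRNA types in a library.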

**Supplementary Table S13.** List of different tRNAs bound by New1 in different samples, analyzed by type. Reads mapping to different alleles of identical tRNAs were combined. Dark grey: tRNAs decoding strongly affected codons, medium grey: tRNAs decoding mildly affected codons, light grey: tRNAs decoding non-affected lysine and arginine codons.

## Supplementary Methods

### Construction of Plasmids

*New1 overexpression plasmid.* For the construction of a New1 overexpressing plasmid, the coding sequence encoding New1-FLAG was amplified from genomic DNA of a genomically, C-terminally tagged New1-FLAG-TEV-ProteinA<sub>2</sub> expressing strain, with Phusion high fidelity polymerase and oligonucleotides harboring XbaI restriction sites as 5'-overhangs. The PCR product was purified after agarose gel electrophoresis followed by DNA fragment extraction. Next, XbaI digestion was performed overnight at 37°C (0.0075 U/μL XbaI, 1x Tango-Buffer (Invitrogen), 50-75 ng/μL DNA). The plasmid pKK148 (10) was digested in the same way. To prevent backbone self-ligation, 0.05 U/μL Fast AP alkaline phosphatase was added to an aliquot of the digested backbone and incubated for 25 min at 37°C. After heat inactivation at 75°C for 10 min, purification was performed for both PCR product and plasmid backbone by agarose gel electrophoresis followed by DNA fragment extraction. The ligation was conducted with an insert to backbone molar-ratio of 5:1 for the New1-FLAG overexpression vector and non-dephosphorylated backbone was used for empty vector ligation for 1 h at room temperature (1x Ligase buffer, 0.075 U/μL T4 DNA Ligase). The ligation product was transformed into chemically competent DH5α *E. coli* cells and selected on 100 μg/mL ampicillin plates. Colonies were restreaked and validated *via* PCR. Plasmids were isolated (according to manufacturer's protocol with GeneJET Plasmid Miniprep Kit) and the coding sequence of *NEW1-FLAG* was validated by Sanger sequencing (Eurofins Genomics, Mix2Seq). The empty vector was also validated by Sanger-sequencing.

*FLAG-TEV-ProteinA<sub>2</sub> (FTP) tagging plasmid.* For FLAG-TEV-ProteinA<sub>2</sub> tagging the template plasmid pBS1539-FTP was generated *via* site-directed mutagenesis from pBS1539-HTP (11), which was used for His<sub>6</sub>-TEV-ProteinA<sub>2</sub> tagging. For site-directed mutagenesis, pBS1539-HTP was amplified with Phusion high fidelity polymerase, excluding the His<sub>6</sub> sequence, using 5'-phosphorylated primers, which included the sequence encoding the FLAG peptide as overhangs. Ligation, transformation, and validation were performed as described above.

*Readthrough-reporter.* The coding sequence of GFP was amplified from GFP-TEV-R12-RFP construct (pGTRR) (1, 16) with a forward primer including an XbaI restriction site. The reverse primer was used to manipulate the identity of the C-terminal GFP codon, either to keep the native lysine (AAA) codon or to mutate it to an 'AAG' codon. Furthermore, a stop codon

(UAA) was introduced, followed by a glycine spacer (GGA) and either 1, 2, or no adenosine nucleotides to construct three different vectors, each with the 3x-FLAG-tag in a different one of the three reading frames downstream of the stop codon. The PCR products were purified by agarose gel electrophoresis followed by DNA fragment extraction and used for a second amplification with the same forward primer and a second reverse primer to complete the 3x-FLAG sequence and insert an aspartic acid spacer (GAT) to avoid a lysine (AAG) codon in front of the 3x-FLAG stop codon (UAA). This reverse primer also includes another XbaI digestion site. The remaining cloning was performed as described for the construction of the New1 overexpression vector. As a control construct, the C-terminal GFP codon was omitted, and the 3x-FLAG-tag was placed in the same reading frame as the GFP sequence.

### **Construction of strains**

Strains were cultured in YPD, at 30°C and 220 rpm. Gene deletion or tagging, as well as plasmid transformation were performed using the "LiAc/SS Carrier DNA/PEG Method" (17). Genes were replaced by either KanMX (using pFA6a-kanMX (12) or pYM18 (14)) or HphMX cassette (using pyM20 (14)) or the *LEU2* gene (from plasmid YEp181-CUP1-His-Ubi (15)) and validated *via* PCR. C-terminal tagging of genes was performed by amplifying the tagging cassette from pBS1539-HTP or pBS1539-FTP with Phusion high fidelity polymerase and oligonucleotides containing 5'-overhangs which anneal to the 5'- and 3'-region, excluding the stop codon of the corresponding gene of interest. Tagging was validated *via* PCR and Western Blot, probed with peroxidase anti-peroxidase soluble complex antibody (1:2,000) overnight at 4°C in 5% w/v milk PBST.

### **Western Blot**

10% SDS-polyacrylamide gels were run for 15 min at 75 V, followed by 100 V until the ladder was fully resolved. Proteins were transferred onto nitrocellulose membrane for 75 min at 100 V. The quality of the samples and the transfer was checked using Ponceau stain and blocked with 5% w/v milk. Membranes on which Pgk1 was to be quantified were first probed for tubulin as a loading control, incubating overnight at 4°C with anti-alpha Tubulin antibody (1:10,000) and for 2 h at room temperature with anti-Rabbit IgG HRP antibody (1:5,000) in 5% w/v milk PBST. After washing three times 5 min with 1x PBST, membranes were visualized with sufficient ECL solution on the FUSION Pulse TS (Vilber) system. Membranes were then stripped three times for 15 min in total with mild stripping buffer (Supplementary Table S6)

and washed three times each for 5 min, with PBS and PBST. Then, membranes were probed with anti-PGK1 antibody (1:10,000) at 4°C overnight, followed by 2 h incubation with anti-Mouse (GAM)-HRP conjugate antibody (1:20,000) in 5% w/v milk in PBST. Signals were quantified using ImageJ (18) and Pgk1 levels were normalized to Tubulin levels. For visualization of the readthrough reporter, anti-FLAG antibody (1:1,000) or anti-GFP antibody (1:1,000) was used, both followed by secondary anti-Mouse (GAM)-HRP conjugate antibody (1:20,000). Pgk1 was probed as described above.

### **Northern Blot**

For RNA preparation, 150 µL zirconia beads were added per sample, vortexed 30 s at 3,000 rpm and kept on ice for at least 30 s between rounds, in a total of 10 rounds. 150 µL ROTI®C/I was added to each sample, briefly vortexed and kept on ice for 2 min. After centrifugation at 4°C for 10 min at 18,620 xg, the aqueous phase was recovered, followed by a second acidic phenol/chloroform extraction (each 200 µL). RNA was precipitated by adding 1/10 volume 3 M sodium acetate pH 5.2 and 1 volume 2-propanol and samples were kept at -20°C for 1 h. Next, RNA was pelleted at 18,620 xg at 4°C for 20 min, washed twice with 70% v/v ethanol, air-dried for 5 min, dissolved in ultrapure water and RNA concentration was measured with the NanoDrop™ 2000 system. Equal amounts of NorthernMax™-Gly Sample Loading Dye and 0.15 µg/µL additional ethidium bromide were added to the samples and incubated 30 min at 50°C. Up to 10 µg total RNA and 2 µL Riboruler low range ladder were loaded on a 1.4% w/v agarose MOPS gel in the Owl™ A5 system. The gel was run with MOPS buffer pH 7 at 50 V for 18-19 h. RNA was transferred using the capillary-based transfer method with 10x SSC pH 7 onto a nylon membrane. Afterwards, RNA was immobilized by crosslinking twice at 1,200 'µJoules x 100' doses with UV Stratalinker™ 1800. The membrane was blocked with hybridization buffer and 2 mg salmon sperm DNA for 1 h at 42-57°C (Hybrid Mini 38, H. Saur). Oligonucleotides were phosphorylated with  $\gamma$ -<sup>32</sup>P-ATP (1.6 pmol oligonucleotide, 1x reaction buffer A, 1.6 pmol  $\gamma$ -<sup>32</sup>P-ATP, 0.5 U/µL T4 PNK) for 30 min at 37°C. EDTA pH 8.0 was added to stop the reaction at a final concentration of 24 mM and heat inactivation was performed at 75°C for 10 min, without further purification. Blots were probed with 5'-<sup>32</sup>P-phosphorylated oligonucleotides and fresh hybridization buffer overnight. The membrane was washed three times (up to 45 min) with washing solution, and a storage phosphor screen was exposed to the membrane and visualized with the Typhoon FLA9500

system. If required, membranes were stripped twice for 1 h with 0.5% w/v SDS at 65°C, blocked and re-probed as described before. Signals were quantified with ImageJ.

## Supplementary Text S1

*Readthrough reporter assay reveals no increase in stop codon readthrough upon NEW1 deletion.*

To assess potential readthrough in the absence of New1, we designed a reporter, employing GFP with a native terminal 'AAA' (strongly affected) or 'AAG' (not affected) codon followed by a 'UAA' stop codon, a glycine G(GGA) spacer to avoid any potential influence of the stop codon context that might otherwise cause variations (19, 20) between the different reading frame constructs and a 3xFLAG-tag, either in-frame, in the +1 or in the -1 frame (Supplementary Figure S4). The levels of FLAG (and hence readthrough in specific reading frames) were determined by Western blot and compared to a positive control without a stop codon. In our assay, we did not detect significant levels (all samples <0.5% of control, according to FLAG signals) of stop codon readthrough. Even more importantly, we did not observe any differences between wildtype and *new1Δ*.

*mRNAs with increased stop codon readthrough upon NEW1 deletion do not exhibit stronger 3'-UTR enrichment of Hel2 than other strongly affected mRNAs.* While writing our initial manuscript, a report was published (3) which showed that readthrough may occur in the absence of New1, but only under very specific conditions, where the affected C-terminal codon is followed by the weak stop codon 'UGA'. This weak stop codon had indeed already been shown to be underrepresented in the subset of queuing-prone mRNAs(2). Other combinations did not allow for marked stop codon readthrough in the dual luciferase assay employed in that study, validating the findings from our reporter assay, in which the affected codon was followed by the strong stop codon 'UAA', and followed by the nucleotide 'G', generating a strong termination context (19, 20). To exclude that the 3'-UTR enrichment of Hel2 was observed solely due to mRNAs in which the strongly affected codon is followed by the weak 'UGA' stop codon and a nucleotide 'C', we compared 3'-UTR enrichment in *new1Δ* over wildtype for this subset (20 mRNAs) to the subset where the strongly affected codon is followed by the stronger stop codons 'UAA' or 'UAG' and/or a +1 nucleotide 'not C' (154 mRNAs for 'UGA, not C'; 60 mRNAs for 'not UGA, C'; and 434 mRNAs for 'not UGA, not C'). 3'-UTR enrichment was observed for all subgroups, although in the 'UGA, C' subgroup, it was only detectable at 20°C, but not 30°C (Supplementary Figure S5). Here, it is possible that a certain level of stop codon readthrough on such mRNAs might reduce the number of ribosome collisions, and hence Hel2 recruitment. We conclude that stop codon readthrough does not appear as a likely cause for the majority of Hel2 binding seen in 3'-UTRs.

In light of this, although we still cannot fully exclude the possibility that stop codon readthrough or re-initiation occur and are responsible for at least part of the Hel2 recruitment, we favour the hypothesis that Hel2 crosslinking in 3'-UTRs in our system is mainly driven by Hel2 binding to collided ribosomes at the stop codon, and making contacts with downstream 3'-UTR.

*Additional hints towards Hel2 bound to collided ribosomes at stop codons making contacts with downstream portions of 3'-UTRs.* This is supported by two additional findings: (i) Our re-analysis of 5PSeq data (Fig 2D) shows that, in a major population of strongly affected mRNAs, the region

upstream of stop codons would be covered by collided ribosomes (up to pentasomes). Therefore, this part of the mRNA would not be accessible to Hel2 for simultaneous interaction while bound to ribosomes. Only Hel2 molecules bound to the first (terminating/stalled) or last ribosome in the collision would be expected to be able to simultaneously bind mRNA. This is because mRNA between colliding ribosomes is generally inaccessible to non-ribosomal proteins, as exemplified by RNase resistance exploited in disome- or trisome sequencing approaches (21–25). Since the position of the last ribosome in the collision will vary due to the heterogeneity of queues, crosslinking to mRNA upstream of the queue would lead to disperse signals, while the first ribosome in the collision is always the terminating ribosome, possibly allowing a stronger enrichment of crosslinks in the 3'-UTR. (ii) Based on our previous work (1) one of the interaction sites of Hel2 with the ribosomal small subunit is localized close to the mRNA exit channel. Mapping of crosslink sites onto a collided disome structure (Supplementary Figure S9) suggests that Hel2 could simultaneously interact with ribosomes and with mRNA downstream of the mRNA exit channel, whereas simultaneous interactions with mRNA upstream of the Hel2-bound ribosome are less well supported by our data. This suggests that, for several reasons, Hel2 will be more likely to interact with mRNA in the 3'-UTR, as compared to mRNA in the gene body, while bound to ribosomes collided during termination. In addition, this is consistent with our finding that 3'-UTR binding is similar to CDS binding in non-affected mRNAs, somewhat stronger than CDS binding in mildly affected mRNAs, which exhibit short collisions, and much stronger in strongly affected mRNAs, exhibiting longer collisions.

## Supplementary Text S2

### UV crosslinking and analysis of cDNA reveals New1 interactions with transfer, ribosomal, and messenger RNA

Finally, to address how New1 might protect mRNA from C-terminal ribosome collisions, we performed CRAC using strains in which New1 was (HTP) tagged, and in which collision sensor Hel2 was either present or absent. We compared these data to complementary CRAC data for Hel2 in presence and absence of New1. Here, we found that New1 binds mRNA, rRNA, and tRNA, consistent with a role in translation (elongation and/or termination) (Supplementary Table S12).

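New1-HTP libraries had 10.9 percentage points more tRNA reads than the Hel2-HTP libraries at 20°C (p = 0.0667, exact permutation test of 2 against 4 libraries, two-sided, the smallest p that the 15 arrangements allow). Within replicate numbers, which mark sequencing runs, the differences were 12.5 and 9.25 points. They were −3.82 points for mRNA (p = 0.467) and −8.84 points for rRNA (p = 0.2, exact permutation tests). Within replicate numbers, mRNA differed by −7.64 and 0.00090 points and rRNA by −5.23 and −12.5 points, so the mRNA difference rested on the first replicate. Against the 2 Hel2-HTP libraries from wildtype cells alone, the differences were 11.1 points for tRNA, −8.98 for mRNA and −3.67 for rRNA (p = 0.333 for each, the smallest p an exact permutation test of 2 against 2 allows). Untagged cells at 20°C had 15.8% tRNA among 829 reads in the first replicate and 2.61% among 66609 in the second. Counted as cDNAs, which include antisense reads, tRNA made up 7.98% and 5.00% of New1-HTP and between 3.17% and 3.78% of the Hel2-HTP libraries.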

*New1 interacts with tRNA.* The class of New1-bound RNAs that displays the highest difference to Hel2-bound ones is tRNA, representing a substantial ~14 – ~20% of total (non-collapsed) reads in New1-CRAC libraries. Here, we found tR(CCU), the tRNA that decodes the queue-inducing codon 'AGG', to be highly bound, representing between ~0.5 and ~8% of total CRAC reads, and between ~6 and ~38% of total tRNA reads. 

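In the New1-HTP libraries from wildtype cells, tR(CCU) made up 1.22% and 4.75% of all reads, a mean of 2.99% ± 2.50 (SD, n = 2). Of the tRNA cDNAs it made up 2.55% and 8.60%, against 1.84% to 2.95% in Hel2-HTP and 5.81% and 9.13% in untagged cells, which had 86 and 252 tRNA cDNAs. In this measure the first New1-HTP replicate was below both untagged libraries, and the second lay between them. In numbers, tR(CCU) had 1063 and 3060 cDNAs in New1-HTP against 5 and 23 in untagged cells. According to the legend of Supplementary Table S12, collapsing reads underestimates abundant tRNAs.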

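By share of tRNA reads, tR(CCU) ranked 4 in the first New1-HTP replicate and 1 in the second. The types with the largest mean shares after tR(CCU) were tE(UUC) with 16.5% ± 3.28, tG(GCC) with 13.8% ± 3.36, tA(UGC) with 8.58% ± 2.53 and tE(CUC) with 5.36% ± 0.778 (SD, n = 2). In the Hel2-HTP libraries at 20°C, tR(CCU) ranked between 3 and 7.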

Despite the apparent inter-replicate variability, this tRNA species represented one of the most bound tRNA species in all New1 CRAC libraries (Supplementary Table S13). 

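tK(UUU), which decodes AAA, took 0.346% and 0.180% of the tRNA reads in New1-HTP and ranked 35 and 31 of 44 types. tR(ACG), which decodes CGU after its first anticodon base is converted to inosine, took 1.04% and 0.539% and ranked 19 and 23. Against Hel2-HTP wildtype, their log2 fold changes were −0.77 and −0.72, and neither passed the threshold in edgeR's quasi-likelihood test. For comparison, tK(CUU), which decodes the unaffected AAG, took 3.05% and 2.26%, and tR(UCU), which decodes AGA, took 5.98% and 2.40%.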

Surprisingly, however, tRNAs that decode other strongly affected codons 'AAA' (tK(UUU)) or 'CGU' (tR(ACG/ICG)), were less represented in the New1 CRAC libraries, compared to some other tRNAs decoding various non-affected codons. Structure-wise, it is unclear how New1 might contact tRNAs, and if this happens while New1 is associated with ribosomes. Considering the flexible N- (140 amino acids missing) and C-termini (84 amino acids missing) that have not been resolved in the published cryo-EM structure (2), it might be possible for them to reach tRNAs within translating or stalled ribosomes. However, our current data do not allow for more detailed conclusions.

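18S rRNA took 51.7% and 50.9% of the rRNA reads in New1-HTP. In Hel2-HTP at 20°C it took 58.5% and 64.3% in wildtype and 63.4% and 65.4% in *new1Δ*, and at 30°C between 62.7% and 71.3%. In untagged cells it took 38.0% and 28.6% at 20°C and 4.94% and 11.4% at 30°C, below all tagged libraries. 25S rRNA took 28.0% and 28.5% in New1-HTP and between 19.0% and 21.0% in Hel2-HTP at 20°C, and 5S rRNA took 10.5% and 12.7% in New1-HTP.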

*New1 interacts with the ribosomal small and large subunits and influences ribosomal interactions of collision sensor Hel2.* One of the major crosslinked rRNA species was 18S rRNA, in both New1 and Hel2. We used data on single nucleotide micro-deletions, which are frequently induced by nucleotide-amino acid crosslinks (11) to pinpoint sites of direct interaction. In the 18S rRNA, one major (U1361) and two minor (U1491; U493/C495) crosslink sites were observed for New1, where the latter was less prominent. These crosslink sites coincide with the ones previously reported for Hel2 (1), though with a changed preference:

New1 binds more strongly at one of Hel2's minor binding sites, based on the number of reads mapping to the respective positions (Supplementary Fig. S25A). New1's major crosslink site, U1361, is one of the minor crosslink sites observed for Hel2, whereas U1491 is Hel2's major crosslink site. In the published cryo-EM structure of a New1-bound ribosome, this position is in contact with New1 (Supplementary Fig. S25B). By contrast, Hel2's binding at its major crosslink site U1491 was markedly increased in the absence of New1, whereas binding at its minor crosslink site U1361 was relatively decreased (also at 30°C, data not shown). This could be due to the increase in ribosome queuing and collisions observed in the absence of New1 (2, 3). It is also possible that *new1Δ*-induced queues represent a different structure from that of standard collided ribosomes, or that other factors bind these complexes, leading to a different binding geometry of Hel2 to those complexes. Additional crosslinks were observed for New1 and Hel2 in 5S, 5.8S and 25S rRNA, however, compared to 18S crosslink sites, they appeared minor (Supplementary Fig. S25A, left). One crosslink site stood out though: a crosslink site at position U33 of 5S rRNA (Supplementary Fig. S25A, right). Although the 5'-half of 5S rRNA has low read coverage, U33 was the second highest deletion site of this RNA species, being deleted in >10% of reads extending beyond this point. This suggests the position to be a prominent interaction site. Like New1's major 18S rRNA crosslink site, U33 of 5S rRNA clearly makes contact with New1 in the published cryo-EM structure (Supplementary Fig. S25B). This indicates that the structure resolved by cryo-EM, which was determined *ex vivo*, is also relevant in living yeast cells. Our additionally observed 18S rRNA crosslink sites may also be compatible with the cryo-EM structure and could be bound simultaneously, considering that large parts of the New1 N- and C-terminus were not resolved by cryo-EM and are predicted to be highly flexible (Supplementary Fig. S25B). Both, the N- and C-terminus contain positively charged Lys and Arg, as well as aromatic residues, which can mediate RNA binding. As additional evidence for this hypothesis, a crosslinking and mass spectrometry-based technique named identification of RNA-associated peptides (iRAP) (8) determined an RNA binding site at position Arg1170, close to the C-terminus (Supplementary Fig. S25B), which is not visualized by cryo-EM. This position is predicted by alphafold (AF-Q08972-F1) (7) to be in an alpha helix, but is linked to the core of New1 by a long, disordered region. We therefore assume that this position could reach the more distant 18S rRNA crosslink sites.

As an alternative hypothesis, the minor 18S rRNA crosslink sites, but also 5.8S and 25S rRNA crosslink sites we determined could be due to additional binding modes of New1, e.g., during recruitment, potentially in different conformations, which were not captured by cryo-EM (2, 3), so far. The similarities between RNA binding sites of Hel2 and New1 also suggest that binding of these two factors is likely mutually exclusive. Binding of New1 to (stalled or collided) ribosomes might thereby physically block Hel2 from ubiquitinating slowly terminating ribosomes. Its absence, on the other hand, might enable Hel2 activity, thereby terminally stalling such ribosomes, causing or aggravating ribosome queues, and also triggering downstream responses like NGD.

*New1 interacts with mRNAs with a preference for 3'-termini, independent of the C-terminal codon.* The most-bound RNA species for New1 was mRNA (Supplementary Table S12). 

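Counted as distinct cDNAs in place of reads, mRNA made up 23.0% and 25.7% of the New1-HTP libraries and rRNA 26.2% and 25.0%, so the order of the 2 classes differed between the replicates. The cDNA numbers include antisense reads, whereas the read shares count sense reads. In the first untagged library at 20°C, cDNAs even exceeded reads, at 1143 against 829. Shares of cDNAs therefore cannot be set directly against shares of reads.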

Like Hel2, New1 was bound across the mRNA (Supplementary Fig. S26), consistent with a general role in translation, either as an active translation elongation factor, like its homologue eEF3 (27), or sampling ribosomes in different translation states, as recently suggested (3), possibly without exhibiting translation elongation factor activity itself. The fact that overexpression of New1 was able to rescue, to some extent, the growth defect caused by repressed transcription of *YEF3* (2) supports a direct role in translation, which can be exerted at least when necessary. In addition to binding across coding sequences, New1 exhibited a major binding peak in 3'-UTRs. This binding pattern is similar to what we found for Hel2 in the absence of New1, on strongly affected mRNAs. Given that New1, like Hel2, binds to the 18S rRNA close to the mRNA entry channel, we hypothesize that binding to 3'-UTRs could be due to the presence of New1 at ribosomes upstream of or at stop codons, possibly facilitated by the protein's flexible N- and C-termini. However, contrary to Hel2 binding in the absence of New1, New1's binding to 3'-UTRs did not depend on the identity of the C-terminal codon (Supplementary Fig. S26), suggesting New1 is able to associate with terminating ribosomes independently of the C-terminal codon (and tRNA bound within the ribosome). New1 binding to mRNAs was also not altered when comparing CRAC data in presence and absence of Hel2.

In conclusion, our crosslinking data show rRNA interactions of New1 which are in line with published cryo-EM data (2, 3), as well as additional interactions with rRNA, mRNA and tRNA which have not been described before, and which suggest that New1 is not exclusively engaging terminating ribosomes on queuing-prone mRNA C-termini, but ribosomes at all

positions of all mRNAs. This would be in line with structural data showing New1 bound to ribosomes in different translation states (3).

## Supplementary References

1. Winz,M.L., Peil,L., Turowski,T.W., Rappsilber,J. and Tollervey,D. (2019) Molecular interactions between Hel2 and RNA supporting ribosome-associated quality control. *Nat Commun*, **10**, 563.
2. Kasari,V., Pochopien,A.A., Margus,T., Murina,V., Turnbull,K., Zhou,Y., Nissan,T., Graf,M., Nováček,J., Atkinson,G.C., *et al.* (2019) A role for the *Saccharomyces cerevisiae* ABCF protein New1 in translation termination/recycling. *Nucleic Acids Res*, **47**, 8807–8820.
3. Turnbull,K., Paternoga,H., von der Weth,E., Egorov,A.A., Pochopien,A.A., Zhang,Y., Nersisyan,L., Margus,T., Johansson,M.J.O., Pelechano,V., *et al.* (2024) The ABCF ATPase New1 resolves translation termination defects associated with specific tRNA<sup>Arg</sup> and tRNA<sup>Lys</sup> isoacceptors in the P site. *Nucleic Acids Res*, **52**, 12005–12020.
4. Ikeuchi,K., Tesina,P., Matsuo,Y., Sugiyama,T., Cheng,J., Saeki,Y., Tanaka,K., Becker,T., Beckmann,R. and Inada,T. (2019) Collided ribosomes form a unique structural interface to induce Hel2-driven quality control pathways. *EMBO J*, **38**.
5. Kertesz,M., Wan,Y., Mazor,E., Rinn,J.L., Nutter,R.C., Chang,H.Y. and Segal,E. (2010) Genome-wide measurement of RNA secondary structure in yeast. *Nature*, **467**, 103–107.
6. Crooks,G.E., Hon,G., Chandonia,J.-M. and Brenner,S.E. (2004) WebLogo: A Sequence Logo Generator. *Genome Res*, **14**, 1188–1190.
7. Jumper,J., Evans,R., Pritzel,A., Green,T., Figurnov,M., Ronneberger,O., Tunyasuvunakool,K., Bates,R., Židek,A., Potapenko,A., *et al.* (2021) Highly accurate protein structure prediction with AlphaFold. *Nature*, **596**, 583–589.
8. Peil,L., Waghmare,S., Fischer,L., Spitzer,M., Tollervey,D. and Rappsilber,J. (2018) Identification of RNA-associated peptides, iRAP, defines precise sites of protein-RNA interaction. *bioRxiv* doi: 10.1101/456111, 29 October, 2018, pre-print: not peer-reviewed.
9. Brachmann,C.B., Davies,A., Cost,G.J., Caputo,E., Li,J., Hieter,P. and Boeke,J.D. (1998) Designer deletion strains derived from *Saccharomyces cerevisiae* S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. *Yeast*, **14**, 115–32.
10. Kostova,K.K., Hickey,K.L., Osuna,B.A., Hussmann,J.A., Frost,A., Weinberg,D.E. and Weissman,J.S. (2017) CAT-tailing as a fail-safe mechanism for efficient degradation of stalled nascent polypeptides. *Science*, **357**, 414–417.
11. Granneman,S., Kudla,G., Petfalski,E. and Tollervey,D. (2009) Identification of protein binding sites on U3 snoRNA and pre-rRNA by UV cross-linking and high-throughput analysis of cDNAs. *Proc Natl Acad Sci U S A*, **106**, 9613–8.
12. Bähler,J., Wu,J.-Q., Longtine,M.S., Shah,N.G., McKenzie III,A., Steever,A.B., Wach,A., Philippsen,P. and Pringle,J.R. (1998) Heterologous modules for efficient and versatile PCR-based gene targeting in *Schizosaccharomyces pombe*. *Yeast*, **14**, 943–951.
13. Sitron,C.S., Park,J.H. and Brandman,O. (2017) Asc1, Hel2, and Slh1 couple translation arrest to nascent chain degradation. *RNA*, **23**, 798–810.
14. Janke,C., Magiera,M.M., Rathfelder,N., Taxis,C., Reber,S., Maekawa,H., Moreno-Borchart,A., Doenges,G., Schwob,E., Schiebel,E., *et al.* (2004) A versatile toolbox for PCR-based tagging of yeast genes: new fluorescent proteins, more markers and promoter substitution cassettes. *Yeast*, **21**, 947–962.
15. Davies,A.A. and Ulrich,H.D. (2012) Detection of PCNA Modifications in *Saccharomyces cerevisiae*. In Bjergbæk,L. (ed), *DNA Repair Protocols*. Humana Press, Totowa, NJ, pp. 543–567.

16. Sitron,C.S., Park,J.H. and Brandman,O. (2017) Asc1, Hel2, and Slh1 couple translation arrest to nascent chain degradation. *RNA*, **23**, 798–810.
17. Gietz,R.D. (2014) Yeast Transformation by the LiAc/SS Carrier DNA/PEG Method. In Smith,J.S., Burke,D.J. (eds), *Yeast Genetics: Methods and Protocols*. Springer, New York, NY, pp. 1–12.
18. Schneider,C.A., Rasband,W.S. and Eliceiri,K.W. (2012) NIH Image to ImageJ: 25 years of image analysis. *Nat Methods*, **9**, 671–5.
19. Bonetti,B., Fu,L., Moon,J. and Bedwell,D.M. (1995) The Efficiency of Translation Termination is Determined by a Synergistic Interplay Between Upstream and Downstream Sequences in *Saccharomyces cerevisiae*. *J Mol Biol*, **251**, 334–345.
20. Cridge,A.G., Crowe-McAuliffe,C., Mathew,S.F. and Tate,W.P. (2018) Eukaryotic translational termination efficiency is influenced by the 3' nucleotides within the ribosomal mRNA channel. *Nucleic Acids Res*, **46**, 1927–1944.
21. Meydan,S. and Guydosh,N.R. (2020) Disome and Trisome Profiling Reveal Genome-wide Targets of Ribosome Quality Control. *Mol Cell*, **79**, 588-602.e6.
22. Guydosh,N.R. and Green,R. (2014) Dom34 rescues ribosomes in 3' untranslated regions. *Cell*, **156**, 950–62.
23. Arpat,A.B., Liechti,A., Matos,M.D., Dreos,R., Janich,P. and Gatfield,D. (2020) Transcriptome-wide sites of collided ribosomes reveal principles of translational pausing. *Genome Res*, **30**, 985–999.
24. Han,P., Shichino,Y., Schneider-Poetsch,T., Mito,M., Hashimoto,S., Udagawa,T., Kohno,K., Yoshida,M., Mishima,Y., Inada,T., *et al.* (2020) Genome-wide Survey of Ribosome Collision. *Cell Rep*, **31**, 107610.
25. Zhao,T., Chen,Y.-M., Li,Y., Wang,J., Chen,S., Gao,N. and Qian,W. (2021) Disome-seq reveals widespread ribosome collisions that promote cotranslational protein folding. *Genome Biol*, **22**, 16.
26. Li,Z., Lee,I., Moradi,E., Hung,N.-J., Johnson,A.W. and Marcotte,E.M. (2009) Rational Extension of the Ribosome Biogenesis Pathway Using Network-Guided Genetics. *PLoS Biol*, **7**, e1000213.
27. Ranjan,N., Pochopien,A.A., Chih-Chien Wu,C., Beckert,B., Blanchet,S., Green,R., V Rodnina,M. and Wilson,D.N. (2021) Yeast translation elongation factor eEF3 promotes late stages of tRNA translocation. *EMBO J*, **40**, e106449.

How the deposited data were processed for this re-analysis (not part of the article)

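CRAC libraries of *Saccharomyces cerevisiae* BY4741 were examined in 14 samples: Hel2-HTP in wildtype and *new1Δ* cells and untagged cells at 20°C and 30°C, and New1-HTP in wildtype cells at 20°C, each with 2 replicates. New1-HTP libraries from cells lacking *HEL2* were not analysed here. The 30°C cultures had a volume of 0.7 l and the 20°C cultures of 1 l, and samples of the 2 temperatures were prepared by different steps after crosslinking.

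According to the file headers and the paper's methods, the authors aligned the reads with novoalign and made the deposited counts with pyReadCounters (version 1.4.2 at 30°C and 1.4.4 at 20°C) on an Ensembl annotation of the yeast genome with untranslated regions and noncoding transcripts added. The counts are numbers of sense reads per feature, not collapsed and not normalized. The authors also deposited RPKM values that the counting program derived from the same counts and the feature lengths, which were not used here. A column with the number of distinct cDNAs per feature, in which antisense reads are included, was used as an alternative measure. Since the counts have no position within a gene, the 3′-UTR ratios, the metaplots and the positions of deletions in the paper were not recomputed, and ratios cover whole genes.

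Features were matched by name to the R64 annotation. Of 6454 protein-coding features, 5862 matched and 592 did not, 18 were mitochondrial or had no codon class and 6 shared a locus, which left 5838 genes. The reads on protein-coding features that were not used made up between 1.03% and 5.48% of the mRNA reads of a library. Another 15 genes overlap a noncoding RNA on the same strand, and reads there may be counted on both. Genes with a near-identical copy, such as ribosomal protein genes, *ADH1* and *ADH2*, *TDH2* and *TDH3* and *TEF1* and *TEF2*, are uncertain, because the reads of a pair can be divided or counted on either copy. Genes were assigned to classes by the last sense codon of the annotated coding sequence. The 288 tRNA features were summed into 44 types by amino acid and anticodon.

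Reads on features ranged from 926863 to 2965747 in the 10 tagged libraries and from 829 to 1190800 in the untagged ones. Genes with 30 to 99 reads had between 5 and 15 cDNAs in the median of a tagged library, and the tagged libraries held between 3.02 and 11.3 reads per cDNA. A count of 0 was taken to allow 3 reads, intervals of shares are Wilson intervals at 95%, and a fold change against a group whose libraries all had at most 3 reads is given as a lower bound.

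Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, the quasi-likelihood F-test and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. All 8 Hel2-HTP libraries entered 1 fit with strain, temperature and the replicate pair within each temperature, and the 6 tagged libraries at 20°C entered another without pairs. Classes of mRNAs were compared with camera of limma 3.58.1 at a correlation of 0.01 between genes, on the same fits. The value given for a class is the difference in median log2 ratio. The ratio was formed per pair of libraries as the paper does for 3′-UTRs, with a pseudocount of 1 and division by the median of the pair, and was averaged over the pairs. Shares of RNA classes were compared with two-sided exact permutation tests in scipy 1.17.1. These exact tests cannot go below p = 0.0667 for 2 against 4 libraries or 0.333 for 2 against 2. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

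The replicate pairs come from the paper, which states that each replicate was sequenced in its own run, and pairing follows the paper's ratio per replicate. In a check of the pairing, the deviations of wildtype and *new1Δ* Hel2-HTP libraries from their group means correlated with r = 0.0280 at 20°C and r = 0.0521 at 30°C across 4831 genes, and those of New1-HTP and Hel2-HTP libraries with r = 0.00246 for wildtype and r = −0.00674 for *new1Δ* across 4149 genes. Correlations across genes treat genes as replicates, which they are not.

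The comparisons, their tests and models, the rule for the genes named in the text and the alternatives were set before the data were examined, with these exceptions. The use of cDNA numbers, the comparisons of UGA-C stop codons, of the classes between temperatures, and of single amino acids and codons, and the settings tried on those comparisons were chosen after the data were seen. The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors within edgeR, no filter on low counts, at least 10 reads in every library, no replicate block (or a block, for the fit without one), a fit of only the libraries compared, pseudocounts of 0.1 and 5, fry or an estimated correlation in place of camera's preset one, fitted fold changes in place of ratios, other library sizes for tRNA types, and each replicate left out. The genes named are those that the paper names, and for each comparison the 3 largest rises and the 3 largest falls past the threshold with the same direction in both pairs. For tRNA, they are the types that decode the strongly affected codons or other lysine and arginine codons and the 5 types with the largest mean share in New1-HTP.

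The fits were tested on simulated counts drawn from the means and sizes of these libraries, with 200 genes changed 8-fold. At a dispersion of 0.1, edgeR recovered 98% of the changed genes and DESeq2 95%, with 1.01% and 3.06% of the calls false, among 4825 genes, and the fit of the 20°C libraries recovered 99% with 5.71% false among 4530 genes. At the dispersion of 2.14 estimated from the Hel2-HTP libraries, edgeR made 0 calls among 4787 genes and, in the fit of the 20°C libraries, 0 calls among 4268 genes; the dispersion that the latter fit estimated from the measured counts was higher, at 2.88. At such dispersions these fits can miss 8-fold changes, so few calls do not show that few genes differ. DESeq2, at 2.14, recovered 10.1% of the changed genes with 75.9% of its 83 calls false. In simulated counts with all strongly affected mRNAs raised by 1 on the log2 scale, the ratio gave 0.83, and camera passed the threshold of 0.05, while the estimated correlation and fry of limma did not. With no shift the ratio gave −0.22, and none of the same tests passed.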

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

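The edgeR tests of single genes by reads, and the test on the chance loss of mRNAs, were set beforehand. All other tests named in this part were chosen only after the result was seen.

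The effect of *new1Δ* on Hel2-HTP reads differed between 20°C and 30°C for 6 of 4831 genes in a test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all with a lower effect at 20°C: *ADH1*, *ADH2*, *HSP12*, *CDC33*, *YDJ1* and *RPL36A*. *HSP12* and *ADH2* fall outside the rule for named genes and were chosen after their values were seen. *ADH2* had a difference of −3.53 (adjusted p = 2.3e-05) and pair values of −3.71 and −0.26, and *HSP12* (YFL014W, chromosome VI, 107256 to 107585, plus strand) a difference of −2.88 (adjusted p = 3.0e-04) and pair values of −3.80 and 1.12, from edgeR's test. *HSP12* gained reads at 20°C, with 4659 and 2779 reads in *new1Δ* against 753 and 1734 in wildtype, and gained more at 30°C. PCR duplicates as the whole cause are argued against for *HSP12*, whose difference between temperatures in cDNAs was −2.18 with an adjusted p of 0.017 (edgeR), and over all alternatives its adjusted p ran from 2.7e-04 to 0.87, with 3 of 6 under the threshold. They are also argued against for the lower *ADH1* share in *new1Δ* at 20°C, since its log2 fold change in cDNAs was −1.74 with an adjusted p of 3.0e-11 (edgeR), against 3.5e-12 to 0.30 over all alternatives. The difference of *ADH1* between temperatures had an adjusted p from 2.6e-12 to 0.15, with 5 of 6 alternatives under the threshold. *ADH2* may have followed *ADH1* because reads of *ADH1* were counted on its paralog: over the 10 tagged libraries, the log2 ratio of *ADH2* to *ADH1* reads had an SD of 0.44, while the log2 share of *ADH1* had an SD of 1.15. That ratio still ranged from 7.84 to 22.5 *ADH2* reads per 100.0 *ADH1* reads, so part of the fall of *ADH2* is left open.

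*CDC33*, *YDJ1* and *RPL36A* (YMR194W, chromosome XIII, 651145 to 651910, plus strand) had 0 reads in both Hel2-HTP *new1Δ* libraries at 20°C. *RPL36A*, a ribosomal protein gene with a paralog, had 362 and 396 reads in wildtype, at least 63.6-fold more (adjusted p = 0.048 for the difference between temperatures, edgeR's quasi-likelihood test). The wildtype reads came from 62 and 79 cDNAs for *CDC33*, 58 and 79 for *YDJ1* and 43 and 51 for *RPL36A*. Chance loss of single mRNAs from libraries of few molecules could leave such genes. Of 434 genes with at least 300 reads in both wildtype libraries, 9 had no reads in the first *new1Δ* library and 30 in the second. Both libraries lacked 4 of them, not counting the deleted *NEW1*. In 10000 permutations this number was 1.61 on average and 0 to 4 in the central 95%. Losses spread evenly over the 434 genes would coincide less often, so the result depends on how the permutations were drawn. A share of 0.0434 of the permutations gave as many as 4, so chance and a fall cannot be told apart for these genes. The gene that completes the 4 is *SRP1*, which was named after its values were seen, and 0 of the 63 strongly affected mRNAs among the 434 were lost from both libraries. For all 6 genes, growth temperature stays an open explanation that cannot be told apart from the library preparation, which differed between 20°C and 30°C.

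*SCR1*, the RNA of the signal recognition particle, which the paper uses only as a control in northern blots, took 0.820% and 2.95% of the reads in the New1-HTP libraries (13474 and 71654 reads). It stood out as a signal in a feature that the paper does not analyse in CRAC, above the untagged libraries at 20°C, which had 0.483% (4 reads, Wilson interval 0.188% to 1.23%) and 0.507% (338 reads, 0.456% to 0.564%). The Hel2-HTP libraries at 20°C had 0.234% and 0.163% in wildtype and 0.171% and 0.144% in *new1Δ*. *SCR1* was chosen after its values were seen. PCR duplicates as the cause of the difference from Hel2-HTP are argued against by the cDNAs, of which *SCR1* took at least 0.169% in New1-HTP and at most 0.0734% in Hel2-HTP at 20°C. The background of untagged cells stays open: *SCR1* took 0.350% of the cDNAs in the first untagged library, from 4 cDNAs, and 0.214% in the second, from 41, while the New1-HTP libraries had 0.169% and 0.359%. By share of cDNAs, New1-HTP and background therefore cannot be told apart for *SCR1*, because the untagged libraries are small and the New1-HTP replicates fall on both sides of them. In numbers, *SCR1* had 884 and 2556 cDNAs in New1-HTP against 4 and 41 in untagged cells. A share within a small untagged library does not measure how much background a tagged library holds. No biological explanation was tested.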

How the results depend on the processing

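The changes of gene numbers, class values and gene values given here are set against the values in the text. Over all alternatives, 634 comparisons of a value with its counterpart were made: 501 kept their direction and their side of the threshold (or, for counts, stayed within 1.5 times), 77 weakened, 24 strengthened, 27 reversed and 5 values without a test moved by more than the spread between replicates. Part of the 501 could not change sides. Other pseudocounts and fitted fold changes left camera's test as it was, and the exact tests of shares cannot pass the threshold. The number that stayed therefore overstates robustness. Of the 112 comparisons that concern the answers to the comparisons set beforehand, 76 stayed, 17 weakened, 11 strengthened, 3 reversed and 5 moved, and of 49 that were chosen after the data were seen, 43 stayed, 1 weakened, 2 strengthened and 3 reversed. Among amino acids and codons, 108 of 130 comparisons stayed, 11 weakened, 3 strengthened and 8 reversed, and among named genes 274 of 343 stayed, 48 weakened, 8 strengthened and 13 reversed.

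The numbers of genes past the threshold changed most. DESeq2 in place of edgeR gave 247 genes at 20°C (64 of the 67 shared), 60 at 30°C (23 of the 24 shared), 23 for the difference between temperatures (5 of the 6 shared) and 14 for New1-HTP against Hel2-HTP (both shared). DESeq2 left genes without an adjusted p out of these counts. In counts simulated with a common dispersion of 2.14 for all genes, 75.9% of the calls of DESeq2 were false. There edgeR made 0 calls, against 67 in the data at 20°C, so the share of false calls in the data may differ. A limit to at least 10 reads in every library gave 40 genes at 20°C (27 shared), 8 at 30°C (8 shared) and 0 for the difference between temperatures, with 54 at an unadjusted p under 0.05, over the 780 genes left, which removes genes absent from a library. Each temperature fitted alone with a replicate block gave 38 genes at 20°C (35 shared) and 1 at 30°C, and alone without the block 1 at 20°C and 0 at 30°C, with 115 at an unadjusted p under 0.05; these fits have fewer samples. cDNA numbers gave 38 genes at 30°C (24 shared). For New1-HTP against Hel2-HTP, no filter gave 4 genes, and a fit of only the 4 libraries compared, with fewer samples, gave 0, with 151 at an unadjusted p under 0.05. For tRNA types, the library size from all reads gave 5 types, tR(CCU) among them at a log2 fold change of 2.60, DESeq2 gave 1, and the limit to at least 10 reads in every library gave 1. Where no cause is named, the cause was not tested.

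The balance of rises and falls at 20°C moved with the settings. The median fitted log2 fold change of all genes at 20°C was −1.12 with TMM, −0.77 with DESeq2's size factors, −0.62 with DESeq2 and −0.42 in cDNAs, which cover fewer genes. Gene by gene, DESeq2's size factors changed the log2 fold change by a median of 0.32 at 20°C, −0.066 at 30°C and 0.37 for the difference between temperatures. With these size factors, 46 genes rose and 23 fell at 20°C (66.7% rises against 49.3%, 56 genes shared), 28 rose and 1 fell at 30°C (24 shared), and the difference between temperatures had 3 higher and 5 lower genes. cDNA numbers gave 48 rises and 33 falls at 20°C (53 shared), with a median change per gene of 0.35. DESeq2 in place of edgeR, with a median change per gene of 0.37, gave 106 rises and 141 falls (42.9% rises), and at least 10 reads in every library gave 33 rises and 7 falls. The balance therefore does not follow from the scaling alone. PGK1 at 20°C was positive with DESeq2 (0.19), with its size factors (0.19) and with at least 10 reads in every library (0.14). GPM1's difference between temperatures was positive under the same alternatives (0.13, 0.13 and 0.060). NPL3 at 30°C turned negative with DESeq2 (−0.032), its size factors (−0.030), no filter (−0.023), at least 10 reads in every library (−0.022), and 30°C fitted alone with a block (−0.028) or without (−0.051). NEW1 in New1-HTP against Hel2-HTP was −0.012 in cDNAs. The cause was not tested for these reversals.

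The replicate block is part of the Hel2-HTP comparisons. With no replicate block, 20 genes passed at 20°C (20 shared), 5 at 30°C (5 shared) and 2 for the difference between temperatures (2 shared). The class values without it were 1.79 at 20°C and 1.02 at 30°C for strongly affected mRNAs, 0.29 and 0.24 for mildly affected mRNAs and 0.43 for the NGD targets. With a replicate block in the New1-HTP comparison, 5 genes passed and the value of strongly affected mRNAs was 0.01. Compared within replicate numbers, as with a block, the shares of tRNA, mRNA and rRNA in New1-HTP differed by 10.9, −3.82 and −8.84 points. These equal the values without a block by construction, since each replicate number held the same mix of libraries. The replicate block changed no other call of a class.

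Strongly affected mRNAs kept their direction under every alternative tried at both temperatures. With fry in place of camera the value of 1.96 at 20°C and of 1.20 at 30°C no longer passed the threshold, nor did it with limma's estimated correlation between genes. In counts simulated with independent genes and a true shift of 1, neither fry nor the estimated correlation passed either. Other settings moved the 20°C value to between 1.09, with at least 10 reads in every library, and 2.30, with a pseudocount of 0.1. With each replicate left out, it ranged from 1.72 to 2.63 at 20°C and from 1.00 to 1.05 at 30°C. With each replicate left out, mildly affected mRNAs ranged from −0.24 to 0.28 at 20°C, the lowest without replicate 1, and from 0.20 to 0.30 at 30°C. They were at −0.10 with a pseudocount of 0.1 at 20°C. They passed the threshold with at least 10 reads in every library, at 0.60 for 20°C and 0.38 for 30°C, and at 30°C in cDNAs, at 0.31, in unadjusted tests. The cause was not tested.

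The NGD targets were at 0.08 without replicate 2 and at 0.89 without replicate 1. Their difference of 0.47 did not pass with fry or an estimated correlation, was 0.19 in cDNAs, where it did not pass, and turned to −0.049 with at least 10 reads in every library. Under the same limit, the difference between temperatures was −0.14 for strongly and 0.22 for mildly affected mRNAs. For New1-HTP, strongly affected mRNAs were at −0.039 without a filter, at −0.18 without replicate 1 and at 0.37 without replicate 2. The UGA-C comparison ranged over all alternatives from 0.62, in cDNAs, to 3.04, without replicate 2, at 20°C and from −0.85, in cDNAs, to 0.05, without replicate 2, at 30°C. Without replicate 1 it was 1.37 and −0.58. Among single items at 20°C, serine was at 0.24 in cDNAs, AAG at 0.082 with a pseudocount of 5 and at 0.031 in cDNAs, AGA at 0.22 with a pseudocount of 5, 0.18 without a filter and 0.48 in cDNAs, and CGG at 1.25 in cDNAs, and AGA at 30°C was at −0.058 in cDNAs. The mRNA share of New1-HTP exceeded that of Hel2-HTP by 0.379 points in cDNAs. The cause was not tested.

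Leaving out a replicate leaves 1 library per group in a comparison, so no gene numbers were computed for it. In the tagged libraries, 0.842% to 27.8% of well-read mRNAs were at or under 3 reads in the other replicate. The absence of an mRNA from a library at 20°C therefore says little about its binding.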

Differences from the paper's values

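Of 117 values that the paper's text and supplementary tables state and that were also computed here, 1 differed by the criteria used, the share of tQ(CUG) among the tRNA reads of the first New1-HTP replicate. The paper's value in Supplementary Table S13 is 1.0%, and the value here is 0.382%. None of the alternatives set before the data were examined applies to this share, so none closed the gap. In a sum chosen after seeing the values, tQ(CUG) and tQ(UUG) together gave 1.01%, with tQ(UUG) alone at 0.625%. In the second replicate, the paper's value for tQ(CUG) is 0.2% and the value here is 0.0631%, a gap in the same direction that lies within the spread of the replicates used as the criterion. There the sum was 0.243% and tQ(UUG) alone 0.180%.

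The paper names serine among the C-terminal amino acids with more Hel2 in *new1Δ* at 3′-UTRs, and in whole-gene reads at 20°C serine stood at −0.46. Positive values came only without the second replicate, an alternative set before the data were examined, at 0.01, and with cDNA numbers, chosen after seeing the values, at 0.24. The paper also names cysteine and asparagine, which stood higher in whole-gene reads but did not pass the threshold at either temperature. In unadjusted tests with cDNA numbers, chosen after seeing the values, asparagine passed at 30°C, at 0.25, and the codon CGA, which the paper places in the mildly affected class, at 20°C and 30°C, at 1.54 and 1.00. CGC, of the same class, passed at 30°C without adjustment only, at 0.80 in reads and 1.07 in cDNAs. The mildly affected class as a whole passed with at least 10 reads in every library, at 0.60 for 20°C and 0.38 for 30°C in unadjusted tests with limma's camera, an alternative set before the data were examined. At 30°C it also passed with cDNA numbers, chosen after seeing the values, at 0.31.

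The paper states that asparagine codons showed a larger increase at 20°C than at 30°C and that the other codons did not. In whole-gene reads asparagine stood at 0.45 at both temperatures, while lysine and arginine had the larger values at 20°C. Within both pairs asparagine had the larger value at 20°C, at 0.44 against 0.26 in the first and 1.00 against 0.38 in the second, and without the filter on low counts it stood at 0.56 at 20°C and 0.46 at 30°C, a setting tried on this comparison after the data were seen.

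The paper describes *ADH1* and *PGK1* as recruiting Hel2 to their 3′-UTRs in *new1Δ*. It also reports that the levels of these mRNAs fell in *new1Δ*. The whole-gene reads were not corrected for mRNA levels, so a fall in them does not argue against recruitment. At 20°C, *ADH1* fell in whole-gene reads at a log2 fold change of −1.79, and the fold change stayed between −1.81 and −1.43 over the alternatives set before the data were examined and cDNA numbers. The median-centred ratio of its second pair, 0.64, was positive. At 30°C, where *ADH1* stood at 0.73 without passing the threshold, DESeq2 in place of edgeR called it higher, at 0.67, an alternative set before the data were examined. *PGK1* stood at −0.17 and was positive with DESeq2 or its size factors, at 0.19, and with at least 10 reads in every library, at 0.14, without passing the threshold.

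The paper ranks K(AAA), R(AGG) and R(CGU) as the most affected codons. In whole-gene reads at 30°C, the proline codon CCG with 10 mRNAs ranked above them, at a median of 2.77, and at 20°C it ranked 57 of 58. At 20°C, CGA ranked above AAA.

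The paper finds no higher Hel2 recruitment on the strongly affected mRNAs with UGA-C stop codons. In whole-gene reads at 20°C these stood 2.43 above the others without passing the threshold, and 0.62 above with cDNA numbers, chosen after seeing the values.

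The paper describes mRNA as the RNA class that New1 bound most. In cDNA numbers, chosen after seeing the values, rRNA was above mRNA in the first New1-HTP replicate, at 26.2% against 23.0%. The paper describes tR(CCU) as especially bound, and in the first New1-HTP replicate its share of tRNA reads, 6.20%, was below the shares of the untagged libraries, 8.40% and 13.1%. In numbers, tR(CCU) had 20110 and 115412 reads in New1-HTP against 11 and 228 in untagged cells, so these shares do not measure background in the tagged libraries. Against Hel2-HTP wildtype it did not pass in the test over tRNA types, but it passed with the library size from all reads, an alternative set before the data were examined, at a log2 fold change of 2.60 (adjusted p = 3.7e-04, edgeR's quasi-likelihood test, with an adjusted p from 3.7e-04 to 0.61 over the alternatives). That setting also counts the larger share of all tRNA in New1-HTP.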

Other observations

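The tests on read depth, gene length and GC content, ribosomal protein genes and the codon before the last were set beforehand. So were the edgeR tests of *TEF1*, *NOP1*, *NPL3* and *HEL2* and their alternatives. The other tests in this part were chosen only after the result was seen.

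The gain of Hel2-HTP reads on strongly affected mRNAs in *new1Δ* was tested against technical causes. In cDNA numbers the difference from unaffected mRNAs was 1.20 at 20°C and 1.08 at 30°C, which argues against PCR duplicates as the whole cause. Within the lowest, middle and highest parts of the mRNAs by mean reads, the difference was at least 0.75 at both temperatures, which argues against read depth as the whole cause, although in the lowest part at 20°C the second pair stood at −0.053. After the trend with coding sequence length, GC content and mean reads was removed it was 1.98 at 20°C and 1.22 at 30°C, where the trend removed had an SD of 0.34 and 0.14. Without ribosomal protein genes it was 1.94 and 1.13. Strongly affected mRNAs with UGA stop codons differed from those with UAA by −0.26 at 20°C and −0.30 at 30°C, so a larger rise on UGA was not seen. Unaffected mRNAs with a strongly affected codon before the last differed from other unaffected mRNAs by 0.25 at 20°C, not past the threshold in limma's camera, which argues against an effect of that codon as large as that of the last.

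A gain confined to the 3′ end of the mRNA would raise whole-gene reads more on short than on long mRNAs, and mRNAs were divided into 3 groups of equal size by coding sequence length. The difference of strongly from unaffected mRNAs was 3.68 among the shortest coding sequences (4.09 and 4.29 in the pairs) and 1.08 among the longest (0.75 and 1.07) at 20°C, and 1.82 and 0.67 at 30°C. A gain near the 3′ end may therefore underlie the whole-gene rise. Other properties of short genes, such as their expression, were not separated from it.

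Many mRNAs were well read in one replicate and nearly absent from the other. PCR amplification of few molecules is a candidate explanation: genes with 30 to 99 reads had a median of 8.5 cDNAs over the 10 tagged libraries, and 7 of the 10 libraries had a median under 10. The second replicates at 30°C had medians of 14 and 15.

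The share of tR(CCU) among tRNA reads was 4.66 times as high in the second New1-HTP replicate as in the first. PCR duplicates as the whole cause are argued against, since the ratio was 3.37 in cDNAs. The share was also higher in the second replicate of every other group at 20°C, at 13.1% against 8.40% in untagged cells and, in Hel2-HTP, at 8.49% against 5.42% in wildtype and 9.39% against 4.17% in *new1Δ*. Replicate numbers follow the sequencing runs, so an effect of the run stays open as part of the cause. What else differed between the replicates was not tested.

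For 2 libraries at 20°C, the alignment named in the header carries another strain's name. The header of the second Hel2-HTP *new1Δ* library names a New1-HTP alignment, and that of the second New1-HTP library names one from cells lacking *HEL2*, while the barcodes in the headers are those that Supplementary Tables S2 and S9 give for the labelled samples. In the first of these libraries, strongly affected mRNAs stood 2.63 above unaffected ones and tRNA took 6.93% of the reads, within the range of Hel2-HTP, which argues against a New1-HTP sample. It had 0 *HEL2* reads against 170 in the first replicate, and with 27.8% of the mRNAs that had at least 100 reads in the first replicate at or under 3 in the second, the cause of this absence stays open. In the second of these libraries, *HEL2* had 143 reads, which argues against cells lacking *HEL2*. The first New1-HTP replicate had 1 *HEL2* read. With 23.9% of the mRNAs that had at least 100 reads in the second replicate at or under 3 in the first, a mislabelled sample and the loss of 1 mRNA cannot be told apart for that library.

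In 10 tests for a single value far from the others, none stood out, where 0.5 would be expected by chance. They covered shares of RNA classes, tR(CCU) and *SCR1* in the Hel2-HTP libraries at 20°C and at 30°C. New1-HTP and untagged libraries were not tested in this way. *TEF1*, *NOP1* and *NPL3*, which the paper names in other experiments, had log2 fold changes of −0.41, 1.81 and 0.73 at 20°C and of 0.34, 0.60 and 0.038 at 30°C in Hel2-HTP reads of *new1Δ* against wildtype, none past the threshold (the lowest adjusted p was 0.17, for *NOP1*, edgeR's quasi-likelihood test). *NOP1* at 20°C passed it with DESeq2 or its size factors, at 2.18, and with at least 10 reads in every library, at 2.12. *HEL2* had −4.16 at 20°C (adjusted p = 0.68, edgeR's quasi-likelihood test), with 170 and 0 reads in *new1Δ*.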
